# Environmental signals rather than layered ontogeny imprint the function of type 2 conventional dendritic cells in young and adult mice

**DOI:** 10.1038/s41467-020-20659-2

**Published:** 2021-01-19

**Authors:** Nikos E. Papaioannou, Natallia Salei, Stephan Rambichler, Kaushikk Ravi, Jelena Popovic, Vanessa Küntzel, Christian H. K. Lehmann, Remi Fiancette, Johanna Salvermoser, Dominika W. Gajdasik, Ramona Mettler, Denise Messerer, Joana Carrelha, Caspar Ohnmacht, Dirk Haller, Ralf Stumm, Tobias Straub, Sten Eirik W. Jacobsen, Christian Schulz, David R. Withers, Gunnar Schotta, Diana Dudziak, Barbara U. Schraml

**Keywords:** Antigen-presenting cells, Gene regulation in immune cells, Myelopoiesis, Dendritic cells

## Abstract

Conventional dendritic cells (cDC) are key activators of naive T cells, and can be targeted in adults to induce adaptive immunity, but in early life are considered under-developed or functionally immature. Here we show that, in early life, when the immune system develops, cDC2 exhibit a dual hematopoietic origin and, like other myeloid and lymphoid cells, develop in waves. Developmentally distinct cDC2 in early life, despite being distinguishable by fate mapping, are transcriptionally and functionally similar. cDC2 in early and adult life, however, are exposed to distinct cytokine environments that shape their transcriptional profile and alter their ability to sense pathogens, secrete cytokines and polarize T cells. We further show that cDC2 in early life, despite being distinct from cDC2 in adult life, are functionally competent and can induce T cell responses. Our results thus highlight the potential of harnessing cDC2 for boosting immunity in early life.

## Abstract (web summary)

Type 2 conventional dendritic cells (cDC2) are important immune activators in adults, but their development and functions at the neonatal stage remain unclear. Here the authors show, using fate-mapping and single-cell RNA sequencing, that neonatal cDC2 come from multiple origins, but converge functionally as potent immune activators upon proper stimuli.

## Introduction

Vaccination is a reliable means of inducing protective immunity but it can have limited efficacy in infants^1^. The newborn immune system exhibits quantitative and qualitative differences compared to adult hosts that ultimately result in dampened immune responses in early life, which are necessary to tolerate the sudden encounter with commensal microbes and environmental antigens^2,3^. The unique features of the early life immune system also leave infants at increased risk of infection^3^. Antigen presentation and priming of T cells are pre-requisites for adaptive immune responses and the establishment of protective immunity. Improving T-cell priming by tailoring the design of vaccines towards the age-specific immune parameters of neonates and infants has therefore been suggested as a possibility to boost vaccination efficacy and immunity in early life^3,4^.

Classical or conventional dendritic cells (cDCs) are potent activators of naive T cells that have successfully been targeted to induce adaptive immune responses in adults^5–8^. In early life, however, these cells are considered under-developed or functionally immature. In murine and human neonates, the cDC compartment is smaller than that of adults^9–11^ and cDCs from both human and murine neonates express lower basal levels of major histocompatibility complex II (MHCII) and costimulatory molecules rendering them less potent at stimulating T cells^12–15^. The early life murine cDC compartment further exhibits an intrinsic bias to generate T-helper type 2 (Th2) immune responses due to delayed production of IL-12p70^16,17^. Such Th2 bias is also evident in cord blood cDCs, which exhibit reduced IL-12p70 production and upregulation of costimulatory molecules following pathogenic stimulation compared to cDCs from peripheral blood of adults^13,14,18^. However, expansion of cDCs in early life by administration of the DC growth factor fms tyrosine kinase 3 ligand (FLT3L) can improve innate and adaptive immune defense in mice^19,20^, indicating a potential of early life cDCs to initiate functional immune responses.

The cDC compartment is composed of developmentally distinct subsets with unique functions in immunity^5,6,21^. cDC1 are potent cross-presenters and activators of CD8^+^ T cells and promote Th1 differentiation through the production of interleukin-12 (IL-12) and interferon-γ (IFN-γ)^22–24^. In contrast, cDC2 are considered more potent activators of CD4^+^ T cells and inducers of Th2, Th17, and T-follicular helper cell differentiation^25–29^. The neonatal cDC compartment in mice is dominated by cDC1, whereas cDC2 constitute the main cDC subtype in most adult organs^9,10,30,31^. Considering the predominant role of cDC1 in producing IL-12 and IFN-γ in adults^23,24^, it is unlikely that subset distribution can account for the observed Th2 bias of the cDC compartment in early life and in most human tissues the relative frequency of cDC1 and cDC2 remains stable throughout life^15^. These data suggest that an additional layer of age-dependent regulation influences cDC function. This is highlighted by the fact that neonatal cDC1 are refractory to IFN-α signaling, produce less IL-12 but more IL-10 than their adult counterparts and have a reduced capacity to activate CD4^+^ T cells and select epitopes for presentation to CD8^+^ T cells during viral infection^9,16,17,32,33^.

Few studies have investigated cDC2 in early life. In neonatal mouse spleen, CD8^−^ cDCs show lower production of IFN-γ and reduced activation of alloreactive T cells than their adult counterparts^9^. Although CD8 expression does not reliably distinguish cDC1 and cDC2 in neonatal spleen^17,34^, these data suggest a reduced ability of neonatal cDC2 to activate T cells. Similarly, cDC2 in neonatal lung express lower costimulatory molecules than adult cDC2^32,35–37^, although they can promote Th2-mediated allergy and induce some CD8^+^ T-cell proliferation when infected with respiratory syncytial virus^30,32,38^. These data indicate that in early life, cDC2 have the potential to activate T cells in some circumstances, raising the question whether this capacity could be harnessed in a broader sense, for instance to initiate T-cell responses in the spleen, which is a major site for antibody production^39^.

The first blood and immune cells arise from extra-embryonic yolk sac progenitors and for some cell types, such as macrophages or mast cells, yolk sac-derived cells can persist in tissues for extended periods of time after birth^40–42^. cDCs first arise during embryogenesis in mice and humans, when they are thought to critically contribute to fetomaternal tolerance^9,10,40,43^. However, the origins of cDCs in early life have not been investigated. In adults, cDCs develop downstream of hematopoietic stem cells (HSCs) from a fraction of myeloid bone marrow progenitors capable of generating plasmacytoid DCs (pDCs) and cDCs that has been termed common DC progenitor (CDP)^44–47^. Within CDPs in mice, expression of the C-type lectin receptor DNGR-1 (encoded by the *Clec9a* gene) distinguishes cDC-restricted progenitors^48^. CDPs further differentiate into pre-cDCs, which continue to express DNGR-1^48^, exit the bone marrow and terminally differentiate into cDC subtypes in peripheral organs and in response to environmental cues^49^. The *Clec9a* promoter is also active in cDC1 and to a lower extent on pDCs but it is not active in cDC2 and other lymphoid or myeloid cells^48,50–52^. By crossing mice expressing CRE-recombinase under the *Clec9a* promoter to *Rosa*^*lox-stop-lox*^-yellow fluorescent protein (YFP) or *Rosa*^*lox-stop-lox*^-TOMATO mice, we have generated mice that faithfully track cells belonging to the cDC lineage in steady state and under inflammatory conditions^48,53,54^. Using these mice, we have found that cDC2 in adult spleen are predominantly derived from CDP/pre-cDC^48,53,54^, which is consistent with other studies^55,56^.

Here we set out to investigate the differences between cDC2 in early and adult life and clarify the reasons underlying age-dependent functional regulation of cDC2. We reveal that cDC2, analogous to other lymphoid and myeloid cell types, develop in waves. cDC2 arising from distinct hematopoietic sources in early life are phenotypically and transcriptionally similar, and functionally capable to induce T-cell responses. cDC2 in early and adult life, however, have a distinct ability to sense pathogens, produce cytokines and induce T-cell differentiation that is transcriptionally imprinted by distinct cytokine signaling in early and adult life. Exploiting the unique aspects of cDC2 in early life may thus provide an efficient means to boost vaccination efficacy and protective immunity.

## Results

### Early-life cDC2 exhibit ontogenetic diversity

To investigate phenotype and origin of cDCs in early life, we first profiled these cells in *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice. In this context, we defined the neonatal period as the first 10 days after birth^57^. In the steady-state mouse spleen, cDCs, identified as CD11c^+^MHCII^+^ cells^5^, could be found as early as embryonic day 16 (E16, Fig. 1a, b and Supplementary Fig. 1). The frequency of CD11c^+^MHCII^+^ cells increased steadily with age and reached adult levels at around 4 weeks of age (Fig. 1a, b and Supplementary Fig. 1), confirming results of previous studies^9,10^. CD11c^+^MCHII^+^ cells could further be divided into CD24^+^ and CD11b^+^ cells^5^. CD24^+^ cDCs include XCR-1^+^ BATF3-dependent cDC1, as well a subset of non-canonical BATF3-independent CD8^+^ cDCs that expresses CD172a and CX3CR1 but lacks XCR-1 (Fig. 1a)^58–60^. As expected, CD24^+^ cDCs dominated the splenic cDC compartment in early life but became less frequent with age, whereas the proportion of CD11b^+^ cDC2 increased with age^9^ (Fig. 1c). Notably, XCR-1^+^ cDC1 were the more frequent cell type within CD24^+^ cells at most ages examined, although in 2-day-old and adult mice non-canonical CD8^+^ cDC and cDC1 were present at equal proportions (Fig. 1d). In the spleen, CD11b^+^ cDC2 can be divided into NOTCH2- and RUNX3-dependent ESAM^high^ cDC2 and ESAM^low^ cDC2, which develop independent of these transcription factors^61–63^ (Fig. 1a and Supplementary Fig. 1A, B). Notably, ESAM^high^ cells were less frequent within the cDC2 compartment of neonatal compared to adult mice; however, the proportion of ESAM^high^ cells within the cDC2 compartment reached adult levels between 2 and 3 weeks of age (Fig. 1e and Supplementary Fig. 1A, B), which coincides with the organization of the splenic architecture.

**Fig. 1:**
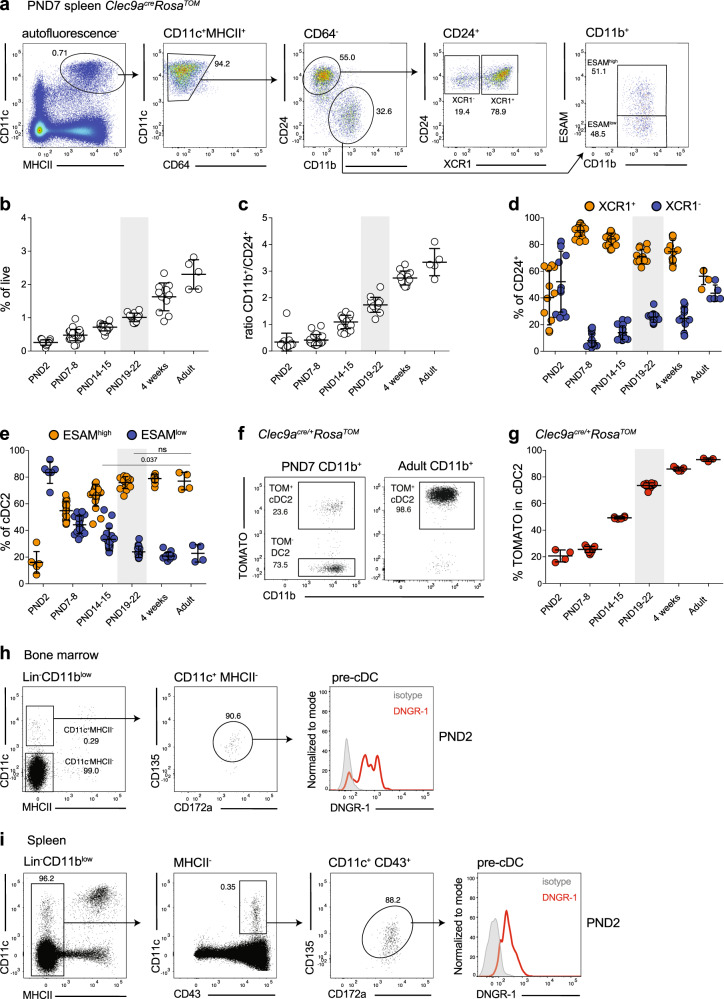
Developmental heterogeneity of early life cDC2. **a**–**e** Spleens from *Clec9a*^*cre/+*^*Rosa*^*TOM*^ and *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice of the indicated ages were analyzed by flow cytometry. **a** Single live autofluorescence-negative cells were gated and cDCs identified as CD11c^+^MHCII^+^CD64^−^ cells. cDCs were further divided into CD24^+^ and CD11b^+^ cells, and analyzed for XCR-1 and ESAM expression, respectively. **b** Frequency of CD11c^+^MHCII^+^ cDCs in total splenocytes (*n* = 13, PND2; *n* = 25, PND7–8; *n* = 20, PND14–15; *n* = 14, PND19–22; *n* = 12, 4 weeks; *n* = 5, adult). **c** Ratio of CD11b^+^ to CD24^+^ cells within CD11c^+^MHCII^+^ cDCs (*n* = 13, PND2; *n* = 21, PND7–8; *n* = 20, PND14–15; *n* = 14, PND19–22; *n* = 12, 4 weeks; *n* = 5, adult). **d** The percentage of XCR-1^+^ and XCR-1^−^ cells within CD24^+^ cDC1 is shown (*n* = 12, PND2; *n* = 21, PND7–8; *n* = 20, PND14–15; *n* = 14, PND19–22; *n* = 12, 4 weeks; *n* = 5, adult). **e** The percentage of ESAM^high^ and ESAM^low^ cells within CD11b^+^ cDC2 is shown (*n* = 6, PND2; *n* = 11, PND7–8; *n* = 18, PND14–15; *n* = 14, PND19–22; *n* = 11, 4 weeks; *n* = 4, adult). **f** Representative flow cytometry gating for TOMATO expression in splenic cDC2 from 1-week-old and adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice. **g** The frequency of TOMATO^+^ cells within splenic CD11b^+^ cDC2 of *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice with age (*n* = 4, PND2; *n* = 11, PND7–8; *n* = 6, PND14–15; *n* = 10, PND19–22; *n* = 5, 4 weeks; *n* = 3, adult). Each dot represents one mouse, horizontal bars represent mean, error bars represent SD, gray rectangles indicate weaning. ns: not significant. Statistical analysis was performed using two-tailed *t*-test. **h**, **i** Bone marrow (**h**) and spleen (**i**) from 2-day-old wild-type mice were analyzed by flow cytometry. Lin^−^(CD3, B220, NK1.1, CD4, CD8α, TER119) cells were gated, pre-cDCs were identified as indicated and stained with anti-DNGR-1 (red) or isotype-matched control antibodies (gray). Source data are provided as a Source Data file.

We next assessed *Clec9a*-expression history with age by profiling TOMATO expression in splenic leukocytes from *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice. cDC2 lack DNGR-1 expression and therefore TOMATO labeling in this population is a true indicator of cell origin^48^. Consistent with our previous observations and their CDP origin^5,48,54–56^, cDC2 from adult spleen showed near-complete labeling with TOMATO in *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice (93 ± 1.28%). Notably, in neonatal mice TOMATO labeling in cDC2 was strongly reduced (20.6 ± 4.48%), indicating ontogenetic heterogeneity. The frequency of TOMATO^+^ cells within cDC2 increased with age until adult labeling was reached at around 4 weeks of age (86 ± 1.4%; Fig. 1f, g).

We have previously shown that increased CRE levels (in homozygous *Clec9a*^*cre*^ mice) leads to markedly increased labeling of DC precursors and differentiated cDCs, because a fraction of precursors ‘escapes’’ labeling in a stochastic fashion^48^. In addition, the choice of fate reporter can influence labeling efficiency due to differences in the distance between the loxP sites^64^. To exclude that reduced labeling of neonatal cDC2 was an artifact of the specific fate reporter used or due to “progenitor escape” in mice heterozygous for *cre*, we analyzed homozygous *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice and *Clec9a*^*cre/cre*^*Rosa*^*YFP*^ mice. In both models, a relative lack of *Clec9a*^*cre*^-mediated fate labeling in neonatal cDC2 was observed (Supplementary Fig. 1C, D). Importantly, TOMATO labeling did not correlate with either of the two cDC2 subsets, as ESAM^high^ or ESAM^low^ cells showed similar labeling frequency at all ages examined (Supplementary Fig. 1E). Comparable to observations in adult mice^48,54^, *Clec9a*^*cre*^-mediated TOMATO labeling in young mice remained restricted to CD11c^+^MHCII^+^ cDCs and cells resembling pDCs or pre-cDCs based on low CD11c and MHCII expression (Supplementary Fig. 1F, G).

As most of our work on DC ontogeny stems from studies in adult mice, we next confirmed that DNGR-1-expressing cDC progenitors were present in early life bone marrow and spleen. Cells resembling macrophage dendritic cell progenitors (MDPs) (lineage (lin)^−^ CD11c^−^MHCII^−^CD11b^low^CD115^+^CD135^+^CD117^high^), CDPs (lin^−^CD11c^−^MHCII^−^CD11b^low^CD115^+^CD135^+^CD117^low^), and pre-cDCs (lin^−^MHCII^−^CD11b^low^CD11c^+^CD135^+^CD172a^int^) could be found in bone marrow from neonatal mice (Supplementary Fig. 2A, B). Notably, putative MDPs were more frequent, whereas CDP and pre-cDC-like cells were less frequent in neonatal compared to adult bone marrow (Supplementary Fig. 2B). Importantly, pre-cDC-like cells in bone marrow from 2-day- and 1-week-old mice uniformly expressed DNGR-1 (Fig. 1h and Supplementary Fig. 2C). Accordingly, TOMATO was detected in CDPs and pre-cDCs, but not MDPs or common lymphoid progenitors (CLPs) of 1- and 2-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice, as defined phenotypically (Supplementary Fig. 2E). These data confirm that *Clec9a*-driven CRE was active in DC precursors in early life. Importantly, pre-cDCs from 1- and 2-week-old mice labeled with TOMATO to a similar extent as their counterparts from adult mice, although labeling at 1 week of age had not completely reached adult levels (Supplementary Fig. 2E; 81.15 ± 2.77% PND7, 94.67 ± 1.72% 2 weeks, 93.61 ± 2.93% adult). Pre-cDC-like cells with unimodal DNGR-1 expression were also found in spleen from 2-day- and 1-week-old mice (Fig. 1i and Supplementary Fig. 2D), and labeled with TOMATO at similar levels as their bone marrow counterparts (Supplementary Fig. 2E, F), indicating that CRE-mediated labeling of pre-cDCs completes in bone marrow. Actively cycling progenitor cells can escape labeling because of a time lag between CRE protein synthesis and DNA recombination^45,48,49^. If cDC2 in neonates escaped labeling because of such rapid transition through their precursor stage, we would expect higher labeling in differentiated cDC2 than in their immediate progenitors. However, splenic pre-cDC labeled with TOMATO to a larger extent than differentiated cDC2 from the same mice at one and 2 weeks of age (Supplementary Fig. 2F). This is in contrast to adult mice, where labeling of splenic cDC2 and pre-cDCs was similar (Supplementary Fig. 2f). To further exclude the possibility that cDC2 in early life lack detectable TOMATO, because they have had insufficient time to accumulate enough fluorescent protein, we sorted TOMATO^+^ and TOMATO^−^ CD11c^+^MHCII^+^CD11b^+^ cells from 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice and cultured them in the presence of the DC survival factors FLT3L and Granulocyte-macrophage colony-stimulating factor (GM-CSF). After 24 h, TOMATO^−^ cells had remained TOMATO^−^, supporting the notion that these cells arise independently of *Clec9a*-expressing progenitors (Supplementary Fig. 2G). Thus, cells resembling bona fide *Clec9a*-expressing cDC progenitors exist in early life and *Clec9a*^*cre*^ mice can be used to trace cDCs in early life.

### Fate mapping reveals a lymphoid contribution to cDC2 in early life

To address the origin of cDC2 in early life, we first crossed *Clec9a*^*cre/cre*^*Rosa*^*YFP*^ mice to mice lacking the growth factor FLT3L, which is required for the development of all DCs^65^. In 2-week-old *Clec9a*^*cre/cre*^*Rosa*^*YFP*^*Flt3l*^*−*/*−*^ mice, both cDC1 and cDC2 were strongly reduced (Fig. 2a). Thus, early-life cDC2 require FLT3L for their development, independent of whether they arise from *Clec9a*-expressing progenitors or not. Hematopoiesis begins before birth and, in mice, yolk sac progenitors contribute to the generation of lymphoid and myeloid immune cells^41,42,66,67^. To assess the contribution of yolk sac erythromyeloid progenitors to the cDC2 compartment in early life, we treated pregnant *Csf1r*^*Mer-iCre-Mer*^*Rosa*^*YFP*^ dams at E8.5 with 4OH-tamoxifen^41,67^ and analyzed spleens from offspring mice at E18.5, as well as 2 and 4 weeks after birth. Importantly, neither CD24^+^ nor CD11b^+^ cDCs labeled with YFP at any ages examined, when compared to liver Kupffer cells and splenic macrophages, which served as positive controls (Fig. 2b and Supplementary Fig. 3A). The transcription factor c-Myb is dispensable for yolk sac hematopoiesis but essential for the development of definitive HSCs^68^. *Myb*-deficient mice are embryonically lethal but survive until E16.5. At this time CD24^+^ and CD11b^+^ cDCs, but not splenic macrophages, were reduced in spleens from *Myb*^−/−^ compared to littermate control embryos (Fig. 2c). Thus, CD11c^+^MHCII^+^ cells arise independent of yolk sac-derived erythromyeloid progenitors and in late embryogenesis require c-Myb for their development, suggesting that they arise from definitive hematopoiesis.

**Fig. 2:**
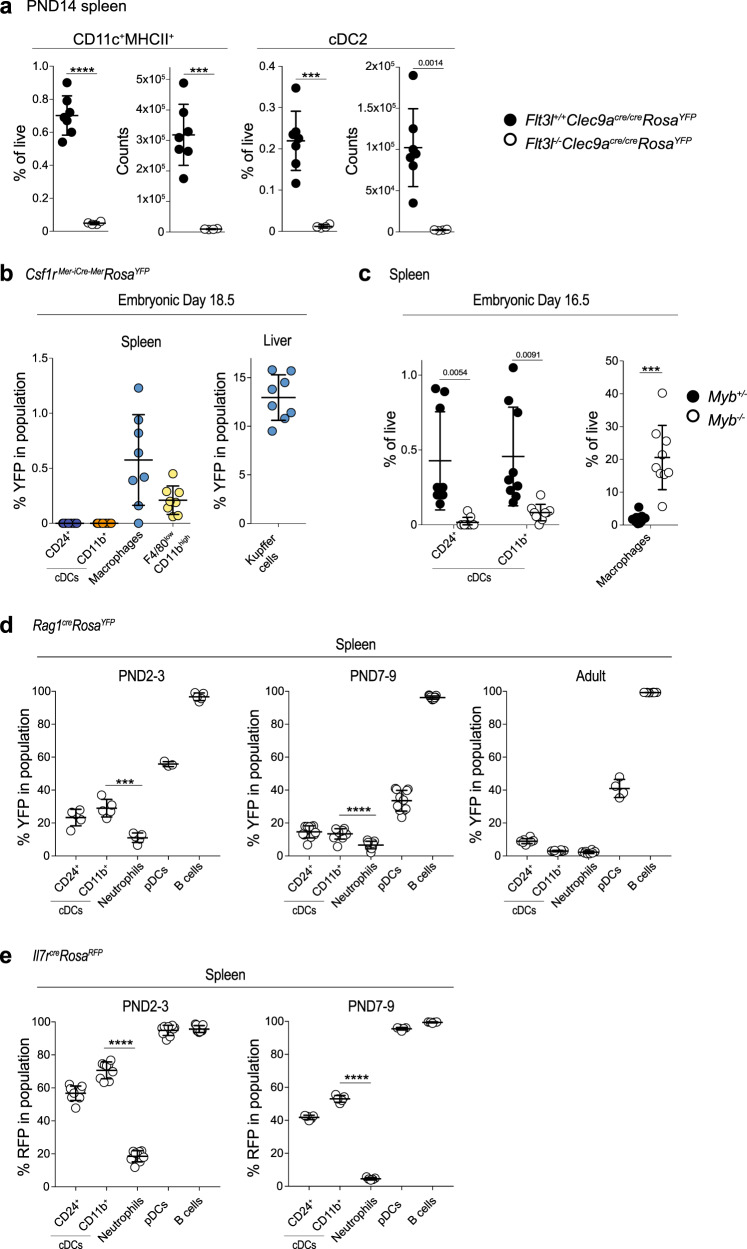
Fate mapping reveals a lymphoid contribution to cDC2 in early life. **a** Spleens from 2-week-old *Flt3l*^*−/−*^*Clec9a*^*cre/cre*^*Rosa*^*YFP*^ (*n* = 7) and *Flt3l*^*+/+*^*Clec9a*^*cre/cre*^*Rosa*^*YFP*^ (*n* = 4) mice were analyzed by flow cytometry. Shown are the frequency and number of CD11c^+^MHCII^+^ cells (left) and of cDC2 (middle). **b** *Csf1r*^*Mer-iCre-Mer*^ dams were mated with male *Rosa*^*YFP*^ mice and injected with 4OH-tamoxifen on E8.5. Spleen and liver from offspring mice were analyzed by flow cytometry on E18.5. The percentage of YFP^+^ cells in the indicated populations is plotted (*n* = 8). **c** Spleens from *Myb*^−^^*/−*^ and *Myb*^*+/−*^ littermate control mice were analyzed on E16.5. The frequency of the indicated populations was calculated and plotted (*n* = 9). **d** The percentage of YFP^+^ cells within the respective populations in spleen from *Rag1*^*cre*^*Rosa*^*YFP*^ mice at the indicated ages (*n* = 5, PND2–3; *n* = 11 PND7–9; *n* = 8 adult; *n* = 3 and 4 for pDCs in PND2–3 and adult mice). **e** The percentage of RFP^+^ cells within the indicated populations in spleen from *Il7r*^*cre*^*Rosa*^*RFP*^ mice at the indicated ages (*n* = 9, PND2–3; *n* = 5, PND7–9). Each dot represents one mouse, horizontal bars represent mean, error bars represent SD. ***p < 0.001, ****p < 0.0001. Statistical analysis in **a**, **c**–**e** was performed using two-tailed *t*-test. Source data are provided as a Source Data file.

CLPs can generate cDC-like cells in adoptive transfer^69–73^ and we have shown that lymphopoiesis contributes to cDC generation when myeloid cDC progenitors are impaired^74^. When cultured in vitro with FLT3L CLPs from *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice gave rise to CD11c^+^MHCII^+^ cDC-like cells that predominantly resembled cDC1. However, few cDC2-like cells were also generated. These remained TOMATO negative, suggesting that CLP can generate TOM^−^ cDC2 (Supplementary Fig. 3B). Expression of recombination-activating gene-1 is first detected in CLPs and required for the development of B and T cells by promoting somatic rearrangements of antigen receptor genes^75^. Therefore, we profiled YFP labeling of splenic leukocytes in neonatal *Rag1*^*cre*^*Rosa*^*YFP*^ mice at 2–3 and 7–9 days after birth, as well as in adulthood. As lineage decisions are stochastic, fate mapping with constitutive Cre is not absolute and should be considered at the population level and in the context of positive and negative control populations. Although B cells exhibited near-complete labeling with YFP at all ages examined (Fig. 2d), labeling in neutrophils (11 ± 2.86% PND2–3, 6.63 ± 2.32% PND7–9, 2.27 ± 0.82% adults, Fig. 2d) and bone marrow erythroid cells (5.32 ± 1.88% PND2–3, 1.87 ± 0.8% PND7–9) (Supplementary Fig. 3C), which served as negative controls, was low as expected^66^. Notably, in 2- to 3-day- and 7- to 9-day-old *Rag1*^*cre*^*Rosa*^*YFP*^ mice cDC2 labeled with YFP at 29 ± 5.30% and 13.43 ± 3.16%, respectively (Fig. 2d and Supplementary Fig. 3C), whereas in cDC2 from adult spleen *Rag1*^*cre*^*-*mediated YFP labeling did not exceed labeling of negative control populations (Fig. 2d and Supplementary Fig. 3C). Importantly, YFP labeling was comparable between ESAM^high^ (16.15 ± 1.01%) and ESAM^low^ (15.21 ± 1.07%) cDC2 in 7- to 9-day-old mice (Supplementary Fig. 3D), again supporting similar early life heterogeneity in both subsets. Of note, CD24^+^ cDC1 showed greater evidence of *Rag1*^*cre*^ expression history compared to cDC2 in neonatal and adult mice (Fig. 2d). IL-7 receptor (*Il7r*)-cre mice have been used to demonstrate that lymphoid progenitors do not contribute to cDCs in adult mice^76^. We therefore used these mice as independent model to map the fate of lymphoid-restricted progenitors. Importantly, cDC2 from 2-day- and 1-week-old *Il7r*^*cre*^*Rosa*^*RFP*^ mice labeled strongly with RFP, although labeling was lower in cDC2 from 1 week compared to 2-day-old mice (Fig. 2e).

*Cxcr4*^*creER*^ mice label consecutive stages of definitive hematopoiesis in embryonic and adult mice, while not labeling yolk sac progenitors^77^. We therefore pulsed *Cxcr4*^*creER*^*Rosa*^*mTmG*^ mice with tamoxifen at E12.5, reasoning that fetal liver HSCs would be labeled, allowing us to assess their contribution to splenic DCs. At E18.5, microglia, which served as negative control, exhibited no green fluorescent protein (GFP) labeling, as expected^77^. In contrast, we observed labeling of monocytes and macrophages in E18.5 spleen, consistent with their descendance from fetal liver HSCs (Supplementary Fig. 3E). Importantly, cDCs labeled with GFP to a similar extent, supporting the notion that fetal liver-resident progenitors contribute to cDC2 in early life (Supplementary Fig. 3E).

Thus, fate mapping indicates a lymphoid contribution to the steady-state cDC2 pool in early life, but not adulthood. Coupled to the observation that cDC2 acquire *Clec9a*^*cre*^ expression history with age, these data suggest that cDC2 development is regulated in waves, with fetal liver-resident lymphoid progenitors contributing early but being gradually replaced with age by bona fide cDCs arising from *Clec9a*-expressing progenitors. Henceforth, we will refer to CD11c^+^MHCII^+^CD11b^+^ cells from *Clec9a*^*cre*^*Rosa*^*TOM*^ mice that lack TOMATO expression as TOM^−^ DC2 (Fig. 1f).

### TOM^+^ cDC2 and TOM^−^ DC2 in early life are phenotypically similar

Phenotypic analysis revealed no obvious differences in the expression of the prototypical cDC2 markers CLEC4A4, CD172a, CD26, ESAM, or CD4 on TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice (Fig. 3a). Expression of MHCII and the costimulatory molecule CD80 were also similar between TOM^+^ and TOM^−^ cells (Fig. 3a). Using cytospin analyses we found cells with the typical dendritic morphology of cDCs, as well as cells with round morphology and little cytoplasm within TOM^+^ cDC2 and TOM^−^ DC2 (Supplementary Fig. 3F). TOM^+^ cDC2 and TOM^−^ DC2 in spleens from 1-week-old mice were located in the developing white pulp and in close proximity to CD3^+^ T cells (Fig. 3b). Thus, *Clec9a*-negative progenitors generate cDC2-like cells with similar phenotype and tissue localization to bona fide cDC2 arising from *Clec9a*-expressing progenitors.

**Fig. 3:**
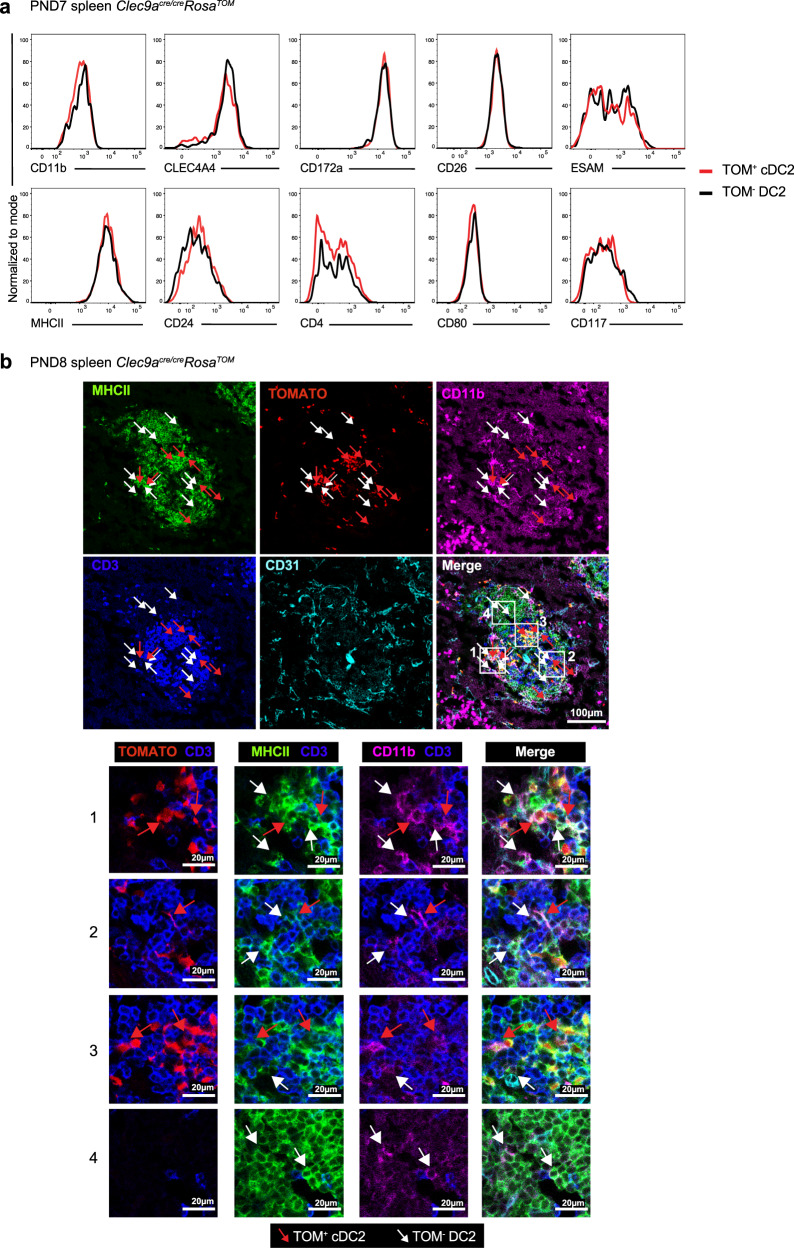
TOM^−^ DC2 phenotypically resemble TOM^+^ cDC2. **a** TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were analyzed for expression of the indicated surface markers. Data are representative of at least two independent experiments with four to seven mice. **b** Spleens from PND8 *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were analyzed for expression of CD31 (cyan), CD3 (blue), MHCII (green), TOMATO (red), and CD11b (magenta) by microscopy. Numbered inset squares were magnified on the bottom panels TOM^+^ cDC2 (red arrows) or TOM^−^ DC2 (white arrows) were identified. Data are representative of two independent experiments with three biological replicates.

### TOM^+^ cDC2 and TOM^−^ DC2 in early life are transcriptionally identical

Although environment strongly impacts cell identity, myeloid and lymphoid cell types arising from distinct hematopoietic sources at specified times during development can differ transcriptionally and functionally^42,78–82^. To address if ontogeny transcriptionally imprints cDC2, we compared the gene expression profile of TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice to that of TOM^+^ cDC2 from adult mice. 

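The deposited data behind this comparison are 9 mRNA sequencing libraries, 3 of TOM+ cDC2 from 8-day-old mice, 3 of TOM- DC2 from 8-day-old mice and 3 of TOM+ cDC2 from adult mice. Live, autofluorescence-negative CD11c+MHCII+CD11b+ cells were sorted from spleen and divided by TOMATO, the fluorescent protein that marks cells with a history of *Clec9a*-driven Cre expression. Adult mice were 9 weeks old for 1 library and 8 weeks old for the others, and spleens of young mice were pooled before sorting. Libraries are named here by group and by the number that their deposited names carry, which is 81, 91 or 92 in both groups of young mice and 91, 92 or 95 in adults. The paper does not state what this number means. RNA was copied into cDNA with SMART-seq chemistry, which keeps no strand information, and sequenced as single-end reads that the authors aligned to mm10 with STAR. For each library the authors deposited the number of reads that STAR counted on each of 24054 genes, and the expected counts, TPM and FPKM that RSEM calculated from the same reads. Reads counted on genes numbered 16128082 to 19661754 (median 18771127) in the libraries of TOM+ cDC2 from young mice, 14270110 to 22809401 (median 15267439) in those of TOM- DC2 and 12783252 to 16809639 (median 12794523) in those of adult TOM+ cDC2. All reads in these files came to a median of 22 M per library, and the paper states a depth of 20 M reads per sample. Between 26.1% and 31.6% of the reads were assigned to no gene, and these took no part in any test. Levels are the authors' TPM, given as mean ± SD over the 3 libraries of a group. Differences were tested on the STAR counts of the 14452 genes with an average count of at least 1, with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, fitting all 9 libraries together. Each padj named as edgeR's comes from this test, run with a changed fit or filter only where the text names the change. A gene was called differentially expressed at a log2FC beyond 1 in either direction and a padj under 0.05, the thresholds of the paper. A group with at most 3 counts in every library was treated as being at the floor, and the fold against it is given as a lower bound. The cDNA was amplified by PCR and no molecular identifiers are described, so these bounds cover counting error only.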

We used homozygous *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice to ensure highest penetrance *Clec9a*^*cre*^ and the 1-week time point, because ontogenetic heterogeneity was prominent enough to sort sufficient cells of both populations (Supplementary Fig. 1C), although ESAM^high^ to ESAM^low^ subset distribution at this age was still slightly lower than in adult mice (Fig. 1e). 

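The variance-stabilized counts of the 500 most variable genes were placed on principal components over the 9 libraries. The first component held 79.4% of their variance. Adult TOM+ cDC2 lay at 21.3 ± 0.643 (SD, n = 3) on this component, TOM+ cDC2 from 8-day-old mice at −11.2 ± 0.755 and TOM- DC2 from 8-day-old mice at −10.0 ± 0.455. The gap between young and adult libraries was many times the SD of any group. Both groups of young mice differed from each other by 1.2 units on the same axis, with an exact two-sided permutation p of 0.2 when the libraries were taken as unpaired (0.1 is the smallest that 3 libraries against 3 allow). In each of the 3 pairs of young libraries that carry the same number the difference had the same direction, from −1.55 to −0.657, and the exact paired p was 0.25, the smallest that 3 pairs allow, so that neither test could pass 0.05. The choice that moved the share of the first component most was the input: log2(TPM + 1) in place of variance-stabilized counts gave 49.1%. Spearman correlations over genes were 0.9887 to 0.9935 between libraries of the same group and 0.9631 to 0.9703 between a young and an adult library.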

In principal component analysis (PCA) TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old mice segregated away from adult TOM^+^ cDC2, identifying age as a major contributor to variation (Fig. 4a). Principle component 2 allowed some segregation between TOM^+^ cDC2 from TOM^−^ DC2 from young mice, indicating differences in gene expression correlating with differential ontogeny (Fig. 4a). 

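The second component held 11.2% of the variance. TOM+ cDC2 from 8-day-old mice lay at 6.71 ± 0.757 (SD, n = 3), TOM- DC2 at −6.99 ± 1.10, and adult TOM+ cDC2 in between at 0.278 ± 0.659. All 3 libraries of TOM+ cDC2 from young mice lay above all 3 of TOM- DC2, and the exact two-sided permutation test of the 13.7 units between them gave *p* = 0.1, the smallest that this design allows. With log2(CPM) in place of variance-stabilized counts, this component held 22.7%. The third component, with 5.31% of the variance, set both young libraries numbered 81 (6.48 for TOM+ cDC2 and 6.89 for TOM- DC2) apart from the other libraries.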

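The genes called in at least 1 of the 3 pairwise comparisons between TOM+ cDC2 from 8-day-old mice, TOM- DC2 from 8-day-old mice and adult TOM+ cDC2 numbered 2267. Their log2(TPM + 1) values were centred and scaled gene by gene over the 9 libraries and divided into 14 clusters by k-means with 100 random starts. The clusters held between 48 and 355 genes. Before the data were examined, a cluster was defined as age-related by the distances between group means. The mean of each group of young mice had to lie farther from the adult mean than from the other young mean. Both young means also had to lie on the same side of the adult. A cluster was defined as distinct for TOM- DC2 where their mean lay apart from both TOM+ means on the same side, by more than those differed from each other.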

Using unsupervised hierarchical k-means clustering of differentially expressed genes we defined 14 clusters with distinct expression characteristics (Supplementary Fig. 4A). Of these, most clusters identified differences between cells from young and adult mice independent of *Clec9a*^*cre*^ expression history (Supplementary Fig. 4A), again highlighting that the biggest differences in gene expression are related to age. 

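By this definition 11 of the 14 clusters were age-related, with 1917 genes or 84.6% of the total. The choice of genes favours this outcome. Comparisons of young with adult cells gave 1853 and 1631 called genes, against 170 between the young groups. The share is therefore not independent evidence that age outweighs *Clec9a* cre history. The largest, of 355 genes, had a mean scaled level of −0.76 in TOM+ cDC2 from young mice, −0.47 in TOM- DC2 and 1.23 in adult TOM+ cDC2. The next, of 328 genes, ran the other way, with 0.70, 0.57 and −1.27 in the same order. Other clusters that met the definition had TOM- DC2 near the middle. That of 163 genes, with *Tcf7* and *Mmp9*, had means of −0.96, −0.06 and 1.02. That of 79 genes had −0.87, −0.07 and 0.94. When the number of clusters was set to 10, 7 clusters with 80.5% of the genes were age-related. With each library left out in turn, 9 to 12 clusters met the definition. From the prevalence of clusters that part young from adult cells whatever their *Clec9a* cre history, the paper concludes that the biggest differences in gene expression are related to age.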

Clusters 8 and 14 identified genes with distinct expression characteristics in TOM^−^ DC2 compared to TOM^+^ cDC2 from young and adult mice (Supplementary Fig. 4A), identifying putative variation caused by ontogeny.

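Among the 14 clusters computed here, 2 were distinct for TOM- DC2, with 287 genes or 12.7% of the total. The larger, of 199 genes, had a mean scaled level of 1.23 in TOM- DC2, −0.52 in TOM+ cDC2 from the same age and −0.70 in adult TOM+ cDC2, and held *Il18r1* and *Lingo4*. The smaller, of 88 genes, had means of 0.90, −0.07 and −0.83. A further cluster of 63 genes fell under neither definition: it was low in TOM+ cDC2 from young mice (−1.12) and higher in both TOM- DC2 (0.75) and adult TOM+ cDC2 (0.37), and held *Ccr6* and *Lta*. The number of genes in the clusters distinct for TOM- DC2 depended on the setting. It was 172 when 0.1 in place of 1 was added to TPM, and 159 for genes called by DESeq2 with apeglm shrinkage. It fell to 176, 164 and 166 without adult library 91, 92 and 95.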

**Fig. 4:**
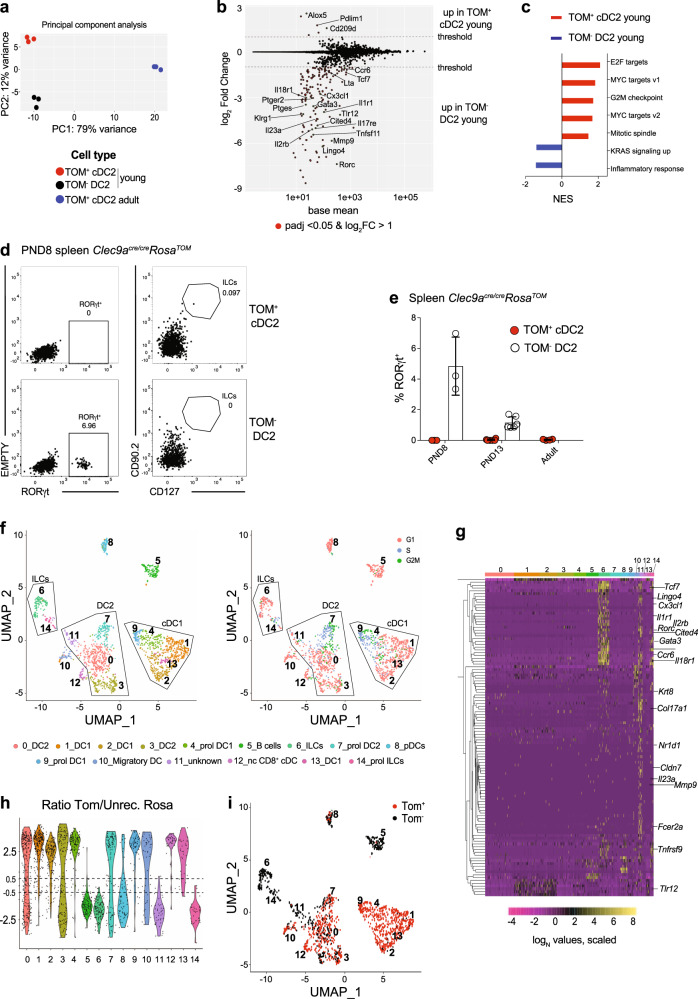
TOM^+^ cDC2 and TOM^− ^DC2 in early life are transcriptionally identical. **a**–**c** TOM^−^ DC2 and TOM^+^ cDC2 from 8-day-old and TOM^+^ cDC2 from adult *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were sorted and analyzed by mRNA sequencing. **a** Principal component analysis (PCA) of the top 500 most variable genes across all samples. Dots represent biological replicates. **b** Pairwise comparison of TOM^+^ cDC2 and TOM^−^ DC2 from 8-day-old mice. **c** Normalized enrichment score (NES) of gene sets enriched in TOM^+^ cDC2 (red) and TOM^−^ DC2 (blue) from 8-day-old mice. **d** TOM^−^ DC2 and TOM^+^ cDC2 from 8-day-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were analyzed by flow cytometry for RORγt, CD90.2, and CD127 expression. Data are representative of three biological replicates. **e** The percentage of RORγt^+^ cells within TOM^+^ cDC2 and TOM^-^ DC2 in *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice at the indicated ages is shown (*n* = 3, PND8; *n* = 6, PND13; *n* = 4, adult). Each dot represents one mouse, horizontal bars represent mean, error bars represent SD. **f**, **g** CD19^−^MHCII^+^ cells from spleen of 9-day-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were sorted after gating out F4/80^high^ macrophages and subjected to scRNA-Seq. **f** UMAP display of 1788 cells analyzed by unsupervised graph-based clustering with Seurat algorithm to indicate cluster identity (left) and cell cycle status (right) within clusters. **g** Heatmap displaying expression of genes enriched in TOM^−^DC2 compared to TOM^+^ cDC2 in bulk mRNA sequencing (Fig. 4b) among scRNA-Seq clusters. **h**, **i** The ratio of normalized *Tomato* reads per cell to normalized reads per cell of the predicted transcript of the unrecombined ROSA locus was calculated (**h**) and cells with a ratio > 0.5 were identified as *Tom*^*+*^, whereas cells with a ratio <−0.5 were identified as *Tom*^*−*^. **i** *Tom*^*+*^ and *Tom*^*−*^ cells visualized on the UMAP display. Source data are provided as a Source Data file.

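Between TOM+ cDC2 and TOM- DC2 from 8-day-old mice, 170 of the 14452 tested genes were called differentially expressed. Of these, 167 were higher in TOM- DC2 and 3 higher in TOM+ cDC2. The padj threshold alone was passed by 231 genes, and an unadjusted p under 0.05 by 1355. For 100% of the called genes the normalized counts of both groups did not overlap, against 16.6% of the tested genes and 10% by chance. For 35 called genes, 1 of the groups was at the floor. DESeq2 with apeglm-shrunk log2FC, which the paper names, called 161 genes, 148 of them shared with edgeR. The setting that raised the count most was a block for the number shared by the young libraries: 274 genes were called, 15 of them higher in TOM+ cDC2, including 169 of the 170. With each library left out in turn, 126 to 176 genes were called. Log2FC between these groups are given as TOM+ cDC2 relative to TOM- DC2, so genes higher in TOM- DC2 have negative values. *Slc28a3*, a nucleoside transporter gene on chromosome 13 of GRCm38 (58553307 to 58610877), measured 5.21 ± 1.00 TPM (SD, n = 3) in TOM- DC2 and 0.0367 ± 0.0351 TPM in TOM+ cDC2, a log2FC of −6.94 (standard error 0.43, edgeR padj = 2.3e-05). The uncharacterized gene *5930403L14Rik* on chromosome 4 (154630691 to 154636367) had a log2FC of −6.22 (standard error 0.47, edgeR padj = 2.3e-05). *Mmp9* on chromosome 2 (164940326 to 164955850) measured 11.8 ± 3.52 TPM in TOM- DC2 and 0.183 ± 0.131 TPM in TOM+ cDC2, a log2FC of −5.86 (standard error 0.59, edgeR padj = 0.00017) that apeglm shrank to −0.07. The genes higher in TOM+ cDC2 were *Pdlim1*, *Cd209d* and *Lmo1*, the last named here after its values were seen. *Pdlim1* on chromosome 19 (40222239 to 40271616) measured 10.3 ± 2.01 TPM against 3.65 ± 0.887 TPM, a log2FC of 1.89 (standard error 0.30, edgeR padj = 0.0051). *Cd209d* on chromosome 8 (3871824 to 3878548), whose reads the counting could divide among related *Cd209* genes, had a log2FC of 1.76 (standard error 0.36, edgeR padj = 0.026). Its edgeR padj rose to 0.11 without TOM+ library 91, 0.12 without TOM+ library 92, 0.076 without TOM- library 81 and 0.16 without TOM- library 92, to 0.079 when only these groups were fitted, and was 0.063 and 0.069 under limma on log2(TPM + 1) and log2(TPM + 0.1). These fits take the libraries as unpaired, and *Cd209d* was called with the block. *Lmo1* on chromosome 7 (109138565 to 109175207) had a log2FC of 1.41 (edgeR padj = 0.0095), and lost its call without TOM+ library 91 (edgeR padj = 0.07) and under limma on log2(TPM + 0.1) (limma padj = 0.063). Of the 22 genes labeled in Fig. 4b, 21 were called over all genes tested, 22 were called with the block and 22 passed padj adjusted over the list alone; the list was picked from these libraries, so this is not independent evidence.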

Pairwise comparison of TOM^+^ cDC2 and TOM^−^ DC2 from young mice identified 167 differentially expressed genes (log_2_ fold change (log_2_FC) > 1, adjusted *p*-value (padj) < 0.05) (Fig. 4b and Supplementary Data 1). In this comparison, TOM^+^ cDC2 showed an enrichment of cell cycle genes (Fig. 4c), possibly reflecting the fact that these cells expand in number and gradually replace TOM^−^ DC2 with age. 

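The gene sets of Fig. 4c were not used here, and cell cycle genes were taken from lists fixed before the data were examined. Camera, a test of whether the genes of a set rank higher than all others, was run on the edgeR fit with a preset inter-gene correlation of 0.01 and adjusted over 9 sets. Of 107 E2F target genes, 103 were higher in TOM+ cDC2 than in TOM- DC2 from 8-day-old mice, with a median log2FC of 0.17 (camera padj = 3.4e-12). Of 43 S-phase genes, 42 were higher, with a median of 0.17 (camera padj = 1.7e-08). Of 75 MYC target and ribosome biogenesis genes, 64 were higher, with a median of 0.10 (camera padj = 2.4e-05). Of 52 G2/M genes, 46 were higher, with a median of 0.12 (camera padj = 0.003). These fits take the libraries as unpaired. In them, the G2/M median fell to 0.04 without TOM+ library 92 (camera padj = 0.21) and to 0.06 without TOM- library 81 (camera padj = 0.11), and no call held when the correlation among the genes of a set was estimated from the libraries in place of being preset (padj of 0.29, 0.29, 0.29 and 0.64 in the same order) or under the rotation test fry (0.083 for the first 3 sets and 0.57 for G2/M). With the pairs of young libraries as a block, the camera padj was 1.2e-15, 1.3e-09, 8.2e-06 and 1.7e-05, and at most 7.9e-05 for any of the 4 sets when both young libraries of a pair were left out. With the block, fry gave 0.036, 0.044, 0.0022 and 0.052, so that the first 3 sets passed, and an estimated correlation 0.15, 0.18, 0.077 and 0.18, so that none did. The blocked fits other than that of camera on all libraries were chosen after seeing the data. From the enrichment of cell cycle genes, the paper proposes that it reflects the expansion of TOM+ cDC2 with age.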

Most notable, several genes implicated in the biology of innate lymphoid cells (ILCs), such as *Rorc*, *Tcf7*, *Il18r1*, *Ccr6*, *Lingo4*, and *Lta*, showed higher expression in TOM^−^ DC2 than TOM^+^ cDC2 (Fig. 4b). 

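Levels of genes with a role in innate lymphoid cells were compared between TOM+ cDC2 and TOM- DC2 from 8-day-old mice, with log2FC given as TOM+ relative to TOM-. *Lingo4* (chromosome 3 of GRCm38, 94399219 to 94404501) measured 5.86 ± 1.42 TPM in TOM- DC2 against 0.07 ± 0.0624 TPM in TOM+ cDC2 (log2FC −6.28, standard error 0.45, edgeR padj = 6.1e-05). *Il18r1* (chromosome 1, 40465552 to 40500854) measured 1.57 ± 0.748 TPM against 0.21 ± 0.0361 TPM (log2FC −3.21, standard error 0.41, edgeR padj = 0.00099), from 27 to 75 counts in the TOM- libraries. *Tcf7* (chromosome 11, 52246527 to 52283383) measured 41.0 ± 9.45 TPM in TOM- DC2 and 15.1 ± 2.55 TPM in TOM+ cDC2 (log2FC −1.39, standard error 0.17, edgeR padj = 0.00062), but was at 63.4 ± 14.5 TPM in adult TOM+ cDC2. *Lta* (chromosome 17, 35203165 to 35205578) measured 10.8 ± 1.60 TPM against 4.54 ± 0.869 TPM (log2FC −1.21, standard error 0.21, edgeR padj = 0.0093), with 9.81 ± 2.68 TPM in adult TOM+ cDC2. Its edgeR padj rose to 0.055 without TOM+ library 91 and to 0.063 without TOM+ library 92. *Ccr6* (chromosome 17, 8236041 to 8258519) measured 57.6 ± 17.9 TPM against 24.8 ± 9.11 TPM (log2FC −1.18, standard error 0.23, edgeR padj = 0.02), with 57.3 ± 10.2 TPM in adult TOM+ cDC2. Its call was lost without TOM+ library 91 (log2FC −0.99, edgeR padj = 0.081), TOM+ library 92 (0.099), TOM- library 81 (log2FC −0.99, edgeR padj = 0.057) or TOM- library 92 (0.077), when only these groups were fitted (0.055), and under limma on log2(TPM + 1) (limma padj = 0.096) and log2(TPM + 0.1) (limma padj = 0.095). The fits above take the libraries as unpaired. With the number shared by the young libraries as a block, *Lta* and *Ccr6* were called. All 19 tested genes of an ILC3 marker list fixed before the data were examined were higher in TOM- DC2. Of these, 6 were called, 7 passed padj over all genes tested and 12 passed padj adjusted over the list alone. Some genes, *Tcf7*, *Ccr6* and *Lta* among them, are on both this list and the paper's, and the study picked the latter from these libraries.

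**Figure D1:**
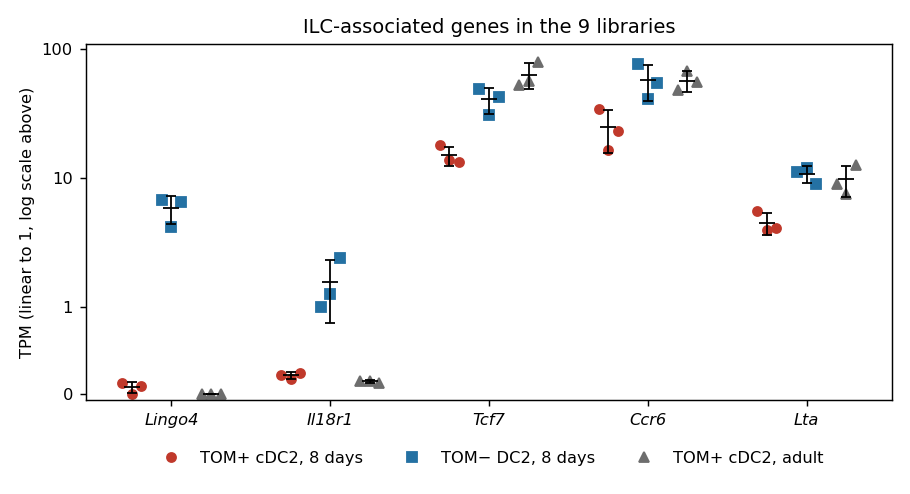
TPM of *Lingo4*, *Il18r1*, *Tcf7*, *Lta* and *Ccr6* in each library of TOM+ cDC2 from 8-day-old mice, TOM- DC2 from 8-day-old mice and adult TOM+ cDC2, with mean and SD (n = 3), on an axis that is linear up to 1 TPM and logarithmic above. *Lingo4* averages 5.86 TPM in TOM- DC2 and lies under 1 TPM in the libraries of both TOM+ groups, while *Tcf7*, *Lta* and *Ccr6* reach adult levels close to or above those of TOM- DC2.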

Using flow cytometry, we detected a fraction of RORγt-expressing cells in TOM^−^ DC2 but not in TOM^+^ cDC2 from 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice (Fig. 4d, E). These cells lacked the canonical ILC markers CD127 and CD90^83–85^ and expressed typical cDC2 markers, including CD11c, MHCII, CD172a, CLEC4A4, ESAM and CD26, unlike ILCs (lin^−^CD11b^−^CD90^+^CD127^+^), which are CD11c negative (Supplementary Fig. 4B, C). Notably, the frequency of RORγt^+^ cells within the TOM^−^ DC2 population decreased with age and RORγt^+^ cells were not found in the adult cDC2 pool (Fig. 4e), raising the possibility that these RORγt^+^ cells may constitute a unique population of DC2 that is transiently present in early life and disappears with age.

To address this, we next performed droplet-based single-cell RNA-sequencing (scRNA-seq). We sort-purified splenic MHCII^+^ cells from 9-day-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice, after excluding CD19^+^ B cells and F4/80^high^ macrophages (Supplementary Fig. 5A). Using this approach, we expected to identify all main DC subsets, including cDC1, non-canonical CD8^+^ cDCs, TOM^+^ cDC2, and TOM^−^ DC2 and CD11c^low^MHCII^low^ pDCs, as well as a fraction of RORγt-expressing type 3 ILCs that expresses MHCII but lacks CD11c (Supplementary Figs. 4B and  5a). Unsupervised graph-based clustering identified 15 clusters as visualized by dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) (Fig. 4f)^86,87^. We identified some proliferating cells (being in G2M and S phase) in all clusters, but excluded clusters 4, 7, 9, and 14 from comparative analyses, as they consisted predominately of proliferating cells (Fig. 4f). The identity of each cluster was determined using the top differentially expressed genes in combination with a priori knowledge about signature genes of cDCs and other immune cells (Supplementary Fig. 5B–E). Cluster 5 identified a contamination with *Cd19*-expressing B cells (Supplementary Fig. 5B), indicating a possible sort impurity or a discord between RNA and protein expression^88^. cDC1 were partitioned across 5 clusters (1, 2, 4, 9, and 13) based on expression of *Xcr1*, *Cd24a*, *Irf8*, and *Tlr3* (Supplementary Fig. 5B, C). We further added the sequence of *cre* as inserted in the *Clec9a* locus^48,89^ into the reference transcriptome and found *cre* expression exclusively in clusters 1, 2, 4, 9, and 13, consistent with *Clec9a* expression in early life cDC1^17^. Cluster 8 constituted *Siglech* and *Ccr9* expressing pDCs and clusters 6 and 14 showed high expression of *Rorc*, *Rora*, *Il7r*, *Il18r1*, and *Tox*, identifying them as ILC3s^83,84^. Cluster 12 resembled E2-2-dependent non-canonical CD8^+^ cDCs based on *Cx3cr1*, *Cd24a*, *Sirpa* (CD172a), and *Tcf4* (encoding for E2-2) expression^58,60^ (Supplementary Fig. 5B, C). cDC2 were spread across clusters 0, 3, and 7 based on expression of *Sirpa*, *Itgam*, *Irf4*, and published signature genes^90^ (Supplementary Fig. 5B, D). Notably, cluster 3 more closely resembled ESAM^low^, whereas cluster 0 resembled ESAM^high^ cDC2^59^ (Supplementary Fig. 5F). In addition, we identified cluster 10 as cells resembling migratory cDCs^90^ (Supplementary Fig. 5E). We were not able to assign a clear identity to cluster 11, although this cluster showed expression of core cDC2 and ESAM^high^ cDC2 signature genes (Supplementary Fig. 5D, F). Notably, *Rorc* was found among the genes characteristic for cluster 11 and this population showed an enrichment of genes with higher expression in TOM^−^ DC2 in the pairwise comparison of TOM^+^ cDC2 and TOM^−^ DC2 in bulk RNA-seq (Fig. 4g and Supplementary Fig. 5B).

We next identified TOM^+^ cDC2 and TOM^−^ DC2 by adding the sequence of *Tomato* and the predicted transcript of the unrecombined *Rosa* locus into the reference transcriptome^91^. Forming the ratio of normalized *Tomato* reads per cell to normalized reads per cell of the predicted transcript of the unrecombined *Rosa* locus (ratio Tom/unrec. Rosa) clearly separated B cells (cluster 5) and cDC1 (clusters 1, 2, 4, 9, and 13), which served as negative and positive controls for *Tomato* expression, respectively (Fig. 4h). Accordingly, we set a threshold and identified *Tom*^*−*^ (ratio Tom/unrec. Rosa < −0.5) and *Tom*^*+*^ cells (ratio Tom/unrec. Rosa > 0.5, Fig. 4h). *Tom*^*+*^ and *Tom*^*−*^ cells distributed evenly within the UMAP of cDC2 clusters 0, 3, and 7 (Fig. 4i), and pairwise comparison of *Tom*^*+*^ and *Tom*^*−*^ cells within clusters 0 and 3 revealed few differences in gene expression, indicating that these cells are transcriptionally similar (Supplementary Data 2). Notably, cells within cluster 11 were predominantly *Tom*^*−*^, again indicating that this cluster corresponds to RORγt-expressing TOM^−^ DC2 (Fig. 4i).

In adults, cDC2 can be divided into T-bet expressing cDC2A and T-bet-negative cDC2B, putatively controlled by RORγt and C/EBPα^92^. This division appeared to hold up in early life as cluster 0 showed an enrichment of T-bet^+^ cDC2A signature genes (Supplementary Fig. 5G), whereas cluster 3 more closely resembled T-bet^−^ cDC2B (Supplementary Fig. 5G). Interestingly, cells in cluster 11 did not correspond to T-bet^−^ cDC2B but more closely resembled T-bet^+^ cDC2A (Supplementary Fig. 5G), consistent with the high expression of ESAM on RORγt^+^ DC2 (Supplementary Fig. 4C). To gain insights into a putative developmental hierarchy between *Rorc-*expressing cluster 11, cDC2 (clusters 0, 3, and 7), and ILC3 (clusters 6 and 14), we applied Palantir algorithm^93^. Setting the starting point within cluster 11 identified two terminal states, one in ILC cluster 14 and one in cDC2 cluster 0 (Supplementary Fig. 5H). However, differentiation potential diminished quickly upon exit from cluster 11 and the branch probability that cells from cluster 11 reach the terminal states was low (Supplementary Fig. 5H). Accordingly, fate mapping in *Rorc*^*cre*^*Rosa*^*RFP*^ mice^94^ identified only few RFP^+^ cDC2 in 2-week-old mice that included a fraction that also stained positive for RORγt (Supplementary Fig. 5I). As RFP^+^ cells were only a minor fraction of the total splenic DC2 compartment in young mice, RORγt^+^ cells are unlikely to act as progenitors for TOM^−^ DC2 in early life.

Thus, in concordance with fluorescence-activated cell sorting (FACS) analyses, scRNA-seq revealed that cDC2 in 1-week-old mice contain the two main cDC2 subtypes also found in adults, and that, despite their distinct origin, TOM^+^ cDC2 and TOM^−^ DC2 distribute evenly across cDC2 clusters, indicating they constitute transcriptionally identical cells. Differences in gene expression between TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old mice in bulk RNA-seq correlated to a unique *Rorc*-expressing cluster of cDC2 that transcriptionally closely resembles but is distinct from ESAM^high^ cDC2 and present exclusively in early life.

### Age defines the strongest differences in gene expression

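Genes that differed with age in TOM+ cDC2 were followed in TOM- DC2 from 8-day-old mice, each group of young mice being compared with the same 3 adult libraries. Between TOM- DC2 and adult TOM+ cDC2, 1631 genes were called, 940 higher in TOM- DC2 and 691 higher in adults. Of the genes called between TOM+ cDC2 from 8-day-old and adult mice, 1819 (98.2%) moved in the same direction in TOM- DC2, 1223 (66.0%) were called there as well, and 7 were called in the opposite direction. Across all tested genes the log2FC of both comparisons correlated with r = 0.816, although genes are not independent replicates. A shared control raises such values without any effect. In 20 simulations of unchanged young groups against the same adult libraries, the same-direction share among as many top genes averaged 86.4% (85.2% to 88.3%), r averaged 0.545 (0.514 to 0.579), and at most 2 genes were called per comparison. Of the genes called with age in TOM+ cDC2, 68 were also called between TOM+ cDC2 and TOM- DC2 from 8-day-old mice. Across the alternatives tried, from 66.0% to 69.4% of the genes called with age in TOM+ cDC2 were also called in TOM- DC2, and from 62.3% to 70.5% with each library left out in turn. Genes most raised in TOM- DC2 over adults beyond those named above were *Pigr* (chromosome 1, 130826684 to 130852249), with 4.73 ± 0.344 TPM (SD, n = 3) and at least 43.3-fold, and *Htra3*, at least 73.2-fold. Genes most lowered were *Lyz1* (log2FC −4.96), whose reads the counting could divide with its paralog *Lyz2*, *Sel1l3* (log2FC −3.82), *Ryr3* (log2FC −3.63), *Kcnj16* (log2FC −3.29) and *Pydc4* (log2FC −3.01).

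**Figure D2:**
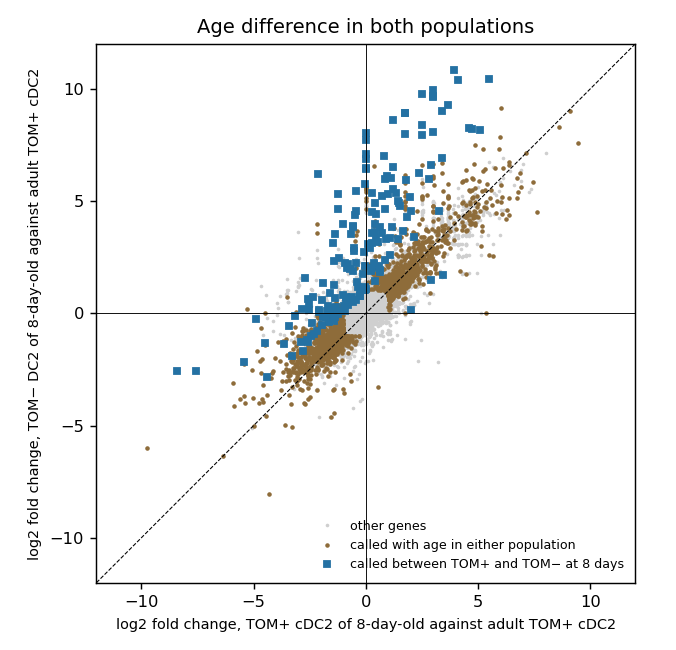
Log2FC of each tested gene between TOM+ cDC2 from 8-day-old and adult mice (horizontal axis) and between TOM- DC2 from 8-day-old mice and the same adult libraries (vertical axis). Brown points were called with age in either comparison, blue squares between TOM+ cDC2 and TOM- DC2 at 8 days, gray points in neither, and the dashed line marks equal values; across all tested genes r = 0.816.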

Having established ontogeny as a minor contributor to transcriptional variation, we next focused on differences in gene expression caused by age. Pairwise comparison of TOM^+^ cDC2 from 1-week-old and adult mice identified 1490 differentially expressed genes (log2FC > 1, padj < 0.05) (Fig. 5a and Supplementary Data 3). 

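In this comparison 1853 genes were called, 862 higher in TOM+ cDC2 from 8-day-old mice and 991 higher in adult TOM+ cDC2. The padj threshold alone was passed by 5861 genes, and an unadjusted p under 0.05 by 7025. Normalized counts of both groups did not overlap for 97.9% of the called genes, against 51.1% of the tested genes. For 198 called genes, 1 of the groups was at the floor. DESeq2 with apeglm-shrunk log2FC called 1564 genes, 1550 of them shared. The alternative that lowered the count most was glmTreat, edgeR's test of a log2FC beyond 1, with 641 genes. Log2FC between these groups are given as young relative to adult. *Htra3* on chromosome 5 (35652026 to 35679813) measured 12.0 ± 3.20 TPM (SD, n = 3) in TOM+ cDC2 from young mice and was at the floor in adults, at least 76.5-fold higher (edgeR padj = 6e-07). *Igf2bp3* on chromosome 6 (49085218 to 49215469) measured 32.7 ± 0.77 TPM against 0.193 ± 0.0643 TPM, a log2FC of 7.15 (standard error 0.16, edgeR padj = 1.1e-10). *Elavl4* on chromosome 4 (110203737 to 110351939) measured 3.43 ± 1.14 TPM against 0.10 ± 0.14 TPM, a log2FC of 4.78 (standard error 0.54, edgeR padj = 2.6e-05). *Sparc* and *Col4a1* also ranked among the largest rises. Their levels in TOM+ libraries 81, 91 and 92 were 12.8, 2.97 and 0.55 TPM for *Sparc* and 4.08, 0.53 and 0.19 TPM for *Col4a1*. Both calls were lost without TOM+ library 81 and without any single adult library. The edgeR padj of *Sparc* rose from 0.028 to 0.11 without TOM+ library 81 and to 0.091, 0.072 and 0.09 without adult libraries 91, 92 and 95, and that of *Col4a1* rose from 0.049 to 0.22 and to 0.13, 0.11 and 0.13. Under limma on log2(TPM + 1) the limma padj was 0.11 for *Sparc* and 0.23 for *Col4a1*, and *Col4a1* also did not pass with DESeq2's size factors in edgeR (0.051), with RSEM's expected counts (0.053) and under limma on log2(TPM + 0.1) (0.12). Among genes higher in adults, *Mmp9* had a log2FC of −8.41 (standard error 0.56, edgeR padj = 6e-07). *Cacna1e* on chromosome 1 (154390806 to 154884785) measured 1.32 ± 0.171 TPM in adults and was at the floor in TOM+ cDC2 from young mice, at least 71.5-fold lower (edgeR padj = 1.3e-07). *Dlg2* on chromosome 7 (90476188 to 92449246) had a log2FC of −5.45 (standard error 0.36, edgeR padj = 6e-07). *Sel1l3* on chromosome 5 (53107083 to 53213452) measured 0.15 ± 0.01 TPM in young and 3.61 ± 0.849 TPM in adult cells, and *Blk* on chromosome 14 (63372837 to 63417187) 0.603 ± 0.471 TPM and 13.3 ± 3.64 TPM. All 28 genes labeled in Fig. 5a were called, and all 28 passed padj adjusted over the list alone; these labels were picked from the same libraries.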

TOM^+^ cDC2 from 1-week-old mice showed an enrichment of genes involved in cell cycle (Fig. 5b), possibly reflecting increased homeostatic proliferation within the expanding DC pool. 

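The same cell cycle lists were tested between TOM+ cDC2 from 8-day-old and adult mice. Of 107 E2F target genes, 106 were higher at 8 days and 64 were called, with a median log2FC of 1.10 (camera padj = 4.2e-48). All 43 S-phase genes were higher and 26 were called, with a median of 1.09 (camera padj = 2.9e-30). Of 52 G2/M genes, 51 were higher and 39 were called, with a median of 1.31 (camera padj = 4.3e-28). With the correlation among genes estimated from the libraries, the padj of these sets was 0.015, 0.0067 and 0.058, so that the G2/M set no longer passed. Under fry it was 9.9e-06, 3e-06 and 0.00021. Of 75 MYC target and ribosome biogenesis genes, 70 were higher, with a median of 0.43 (camera padj = 4.6e-12, estimated correlation 0.033, fry 1.5e-05). Of 89 oxidative phosphorylation genes, 81 were higher, with a median of 0.38 (camera padj = 1.4e-06, fry 0.0035), but with an estimated correlation this set did not pass (0.29). Of single genes, picked here after their values were seen, Mki67 had a log2FC of 1.15 (edgeR padj = 5.1e-05) and Top2a of 1.33 (edgeR padj = 1.6e-05).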

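Genes of the inflammatory response were followed through a list of targets of TNF and NF-κB fixed before the data were examined. Of its 86 tested genes, 74 were higher in TOM+ cDC2 from adults than from 8-day-old mice and 35 were called, with a median log2FC of young relative to adult of −0.78 (camera padj = 1e-19). Under fry the padj was 0.00029, and with the correlation among its genes estimated from the libraries it was 0.058, so that the call held under fry but not with an estimated correlation. A Reactome set of 9 components of TNF signaling did not pass (camera padj = 0.98). With 1 gene of the list at the floor and set to its bound, the median was unchanged. The list includes 31 immediate early genes, which the handling of cells can also induce. Its mean log2 level relative to the mean of all 9 libraries was 0.52, 0.48 and 0.45 in the 3 adult libraries, and −0.54, −0.19 and −0.15 in TOM+ libraries 81, 91 and 92 of young mice.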

TOM^+^ cDC2 from adults were enriched for genes implicated in the inflammatory response, which could indicate an increased level of activation or functional maturation of adult cDC2^15^. 

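Of 53 type I interferon-induced genes, 52 were higher in TOM+ cDC2 from adults than from 8-day-old mice and 30 were called, with a median log2FC of young relative to adult of −1.14 (camera padj = 5.1e-41) or −1.11 with 1 gene at the floor set to its bound. Of 48 interferon-gamma-induced genes, 43 were higher in adults and 18 were called, with a median of −0.96 (camera padj = 5.9e-18) or −0.91 with 3 genes set to their bounds. Both calls held with an estimated correlation (padj of 0.0066 for each) and under fry (3.3e-06 and 3e-06). Of 63 IL-2 and STAT5 target genes, 43 were higher in adults, 20 were lower and 24 were called, with a median of −0.36 (camera padj = 0.00078) or −0.43 with 5 genes set to their bounds. This call held under fry (0.001) but not with an estimated correlation (0.12). For the interferon-gamma, IL-2 and type I interferon lists, Reactome sets of signaling components on the same subjects were also tested. The interferon sets kept their direction and their call, and the IL-2 set did not pass (camera padj = 0.076).

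**Figure D3:**
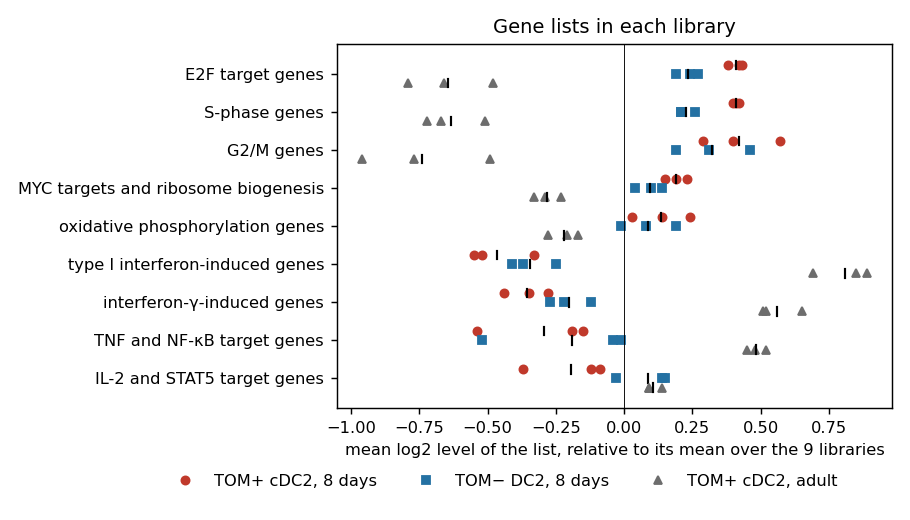
Mean log2 level of the genes of 9 lists in each of the 9 libraries, relative to the mean over all libraries. For type I interferon-induced genes the adult libraries lie at 0.69 to 0.89 and the libraries of young mice at −0.55 to −0.25, and cell cycle lists run the other way.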

Most notable was the identification of genes involved in signaling downstream of IFN-γ, tumor necrosis factor-α (TNF-α), IL-2, and IFN-α (Fig. 5b) enriched in cDC2 from adult mice. As expression of receptors for these cytokines was comparable in 1-week-old and adult mice (Supplementary Data 3), these data suggested a distinct cytokine environment acting on cDC2 in spleen from neonatal and adult mice. 

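Receptor subunits were compared between TOM+ cDC2 from 8-day-old and adult mice. For interferon-gamma, *Ifngr1* (chromosome 10, 19591949 to 19610229) measured 482 ± 36.5 TPM (SD, n = 3) in young and 749 ± 86.2 TPM in adult cells (log2FC −0.76, standard error 0.09, edgeR padj = 2.9e-05). *Ifngr2* measured 205 ± 4.53 TPM and 260 ± 49.4 TPM (log2FC −0.47, standard error 0.11, edgeR padj = 0.004). For type I interferon, *Ifnar1* measured 40.5 ± 2.18 TPM and 43.0 ± 4.47 TPM (log2FC −0.22, standard error 0.08, edgeR padj = 0.045), and its padj rose to 0.14 without TOM+ library 91 and to 0.14 without adult library 95, to 0.071 with no filter on low counts, to 0.07 when only these groups were fitted, and to 0.51 and 0.5 under limma on log2(TPM + 1) and log2(TPM + 0.1). *Ifnar2* measured 150 ± 15.4 TPM and 162 ± 22.2 TPM and showed no difference (log2FC 0.00, standard error 0.11, edgeR padj = 0.98). For TNF-α, *Tnfrsf1a* showed no difference beyond the spread (284 ± 65.3 TPM and 345 ± 56.7 TPM, log2FC −0.39, standard error 0.21, edgeR padj = 0.16). *Tnfrsf1b* (chromosome 4, 145212368 to 145246870) measured 153 ± 19.5 TPM and 313 ± 26.0 TPM and was called (log2FC −1.14, standard error 0.14, edgeR padj = 5.8e-05). For IL-2, *Il2ra* (chromosome 2, 11642792 to 11693194) was called from 8 to 28 counts per library (0.243 ± 0.0907 TPM and 0.693 ± 0.119 TPM, log2FC −1.64, standard error 0.38, edgeR padj = 0.0042), but not under limma on log2(TPM + 1), which gave a log2FC of −0.45. *Il2rb* was at 0.07 TPM or below in both groups (edgeR padj = 0.5). *Il2rg* measured 573 ± 29.7 TPM and 842 ± 12.4 TPM (log2FC −0.71, standard error 0.08, edgeR padj = 2.5e-05). Of the 9 subunits, 2 were called, 6 passed padj over all genes tested and 6 passed padj adjusted over the list alone. From the higher expression of cytokine target genes in adults and its reading of the receptors as comparable, the paper proposes that distinct cytokine environments act on cDC2 in neonatal and adult spleen.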

We confirmed higher expression of PD-L1 (encoded by the *Cd274* gene) and CD38 (*Cd38*), which are regulated by type I and II IFN signaling^95,96^, on TOM^+^ cDC2 from adult compared to 2-week-old mice (Fig. 5c). Importantly, expression of these markers was reduced on cDC2 from adult *Ifnar*^−/−^ compared to wild-type control mice (Fig. 5d), supporting the notion that distinct cytokine environments act on splenic cDC2 in early and adult life and indicating that age-dependent differences in gene expression are at least in part caused by IFN-α.

**Fig. 5:**
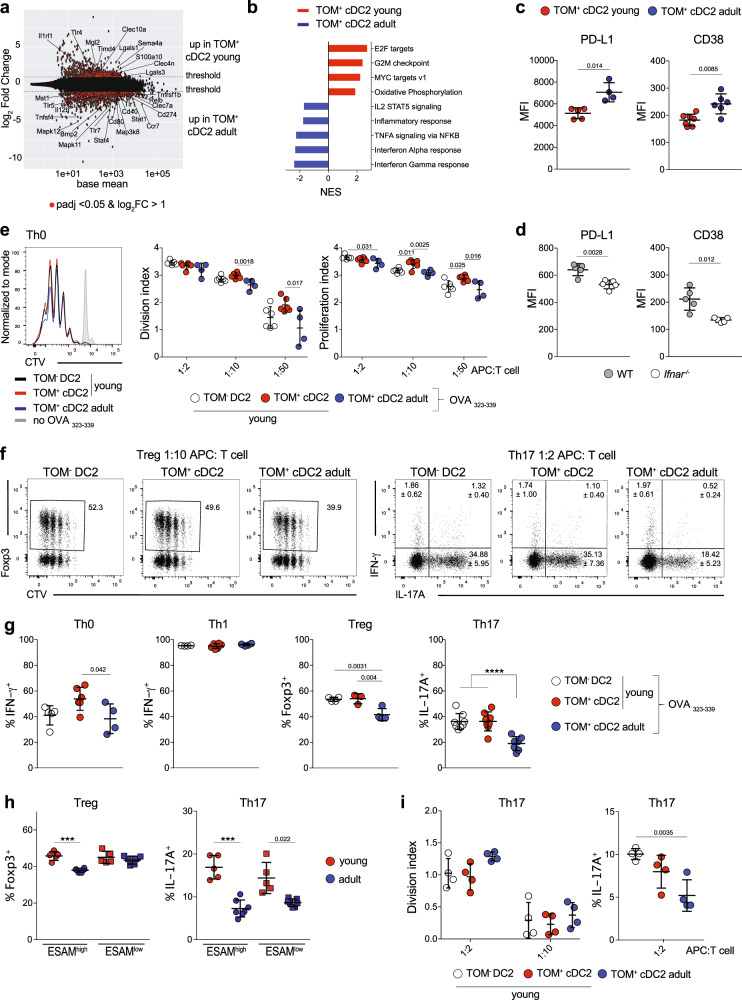
Age causes strongest differences in gene expression and cell function. **a**, **b** Bulk mRNA sequencing performed as in Fig. 4A–C. **a** Pairwise comparison of TOM^+^ cDC2 from 8-day-old and adult mice indicating genes with a log_2_FC > 1 and padj < 0.05 in red. **b** NES of gene sets enriched in TOM^+^ cDC2 from 8-day-old (red) or in cDC2 from adult mice (blue). **c** TOM^+^ cDC2 from 2-week-old and adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were analyzed for expression of PD-L1 (*n* = 5, 2-week-old; *n* = 4, adult) and CD38 (*n* = 7, 2-week-old; *n* = 6, adult) (MFI = mean fluorescence intensity). **d** Splenic cDC2 from adult wild-type and *Ifnar*^*−/−*^ mice were profiled for expression of PD-L1 and CD38 (*n* = 5). Expression levels are depicted as MFI. Each dot represents one mouse, horizontal bars represent mean, error bars represent SD. **e**–**g** TOM^−^ DC2 and TOM^+^ cDC2 from 2-week-old and TOM^+^ cDC2 from adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were sorted, pulsed with OVA_323–339_, and co-cultured with CTV-labeled OT-II cells under Th0 or polarizing conditions for 3.5 days. **e** Left: CTV dilution of OT-II cells co-cultured with the indicated populations or CD11c-enriched splenocytes without OVA_323–339_ (gray). Right: division and proliferation indexes of OT-II cells after co-culture with the indicated DC2 populations (*n* = 5/6, 2-week-old TOM^+^ and TOM^−^ cDC2, *n* = 4, adult TOM^+^ cDC2). **f** T cells were analyzed for expression of Foxp3 and IL-17A. For Th17 conditions (right) numbers in each quadrant represent the mean ± SD (*n* ≥ 7). **g** The percentage of cytokine or Foxp3-positive cells within proliferated OT-II cells is shown. APC : T-cell ratio 1 : 2 for Th0, Th1, Th17 and 1 : 10 for Treg (*n* = 6, Th0/Th1; *n* = 3, Treg; *n* = 8, Th17; for 2-week-old TOM^+^ cDC2; *n* = 5, Th0; *n* = 4, Treg/Th1; *n* = 8, Th17 for TOM^−^ DC2; *n* = 4, Th0/Th1/Treg ; *n* = 7, Th17 for adult TOM^+^ cDC2). **h** TOM^+^ cDC2 from 2-week-old (*n* = 5) and adult mice (*n* = 6, Treg; *n* = 7, Th17) were sorted as ESAM^high^ and ESAM^low^ cells, pulsed with OVA_323–339_ and cultured with CTV-labeled OT-II cells under Treg and Th17 polarizing conditions as above. The percentage of cytokine or Foxp3-positive cells within proliferated OT-II cells is shown. **i** TOM^−^ DC2 and TOM^+^ cDC2 from 2-week-old and TOM^+^ cDC2 from adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were co-cultured with OT-II cells in the presence of OVA under Th17 conditions for 4 days. The division index (left) and percentage of IL-17A producing OT-II cells (right, APC : T-cell ratio 1 : 2) are shown (*n* = 4). Each dot represents one biological replicate from four independent experiments, horizontal bars represent mean, error bars represent SD. ***p < 0.001, ****p < 0.0001. Statistical analysis was performed using two-tailed paired *t*-test (comparing TOM^−^DC2 and TOM^+^ cDC2 groups), one-way ANOVA (comparing 2-week-old and adult groups) or two-tailed *t*-test in (**c**, **d**, **h**). Only statistically significant comparisons are indicated. Source data are provided as a Source Data file.

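*Clec7a* on chromosome 6 of GRCm38 (129461591 to 129472785) measured 248 ± 42.3 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice and 680 ± 16.6 TPM in adult TOM+ cDC2, a log2FC of young relative to adult of −1.57 (standard error 0.17, edgeR padj = 2.4e-05). *Tlr7* on chromosome X (167303380 to 167330574) measured 3.60 ± 0.803 TPM and 35.4 ± 1.78 TPM, a log2FC of −3.43 (standard error 0.14, edgeR padj = 3e-08). *Tlr5* on chromosome 1 (182954752 to 182976044) measured 6.05 ± 1.34 TPM and 13.9 ± 0.573 TPM, a log2FC of −1.33 (standard error 0.14, edgeR padj = 1.7e-05). Each difference was larger than the spread between libraries, and every adult library exceeded every young library for all 3 genes. Of the 38 pattern recognition receptors in Supplementary Fig. 6A, 34 had enough counts to be tested, and 16 were called, 9 higher in adults and 7 higher at 8 days. The padj threshold was passed by 25 of them over all genes tested and by 26 adjusted over the list alone, a list selected in the study of these libraries and so not independent evidence.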

Among genes differentially expressed with age, we identified several pattern recognition receptors (PRRs) with higher expression in TOM^+^ cDC2 from adults, including *Clec7a* (encoding for Dectin-1), *Tlr7*, and *Tlr5* (Supplementary Fig. 6A). In contrast, expression of *Clec4n* (encoding for Dectin-2), *Tlr4*, and *Tlr2* was higher in early life (Supplementary Fig. 6A), whereas expression of other PRRs, such as *Tlr6*, *Tlr9*, and *Nod1* was comparable in cDC2 from 1-week-old and adult mice (Supplementary Fig. 6A). 

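*Clec4n* on chromosome 6 (123229843 to 123247024) measured 183 ± 29.8 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice and 55.4 ± 23.2 TPM in adults, a log2FC of 1.60 (standard error 0.28, edgeR padj = 0.00064). *Tlr4* on chromosome 4 (66827551 to 66846581) measured 4.59 ± 0.215 TPM and 1.94 ± 0.532 TPM, a log2FC of 1.10 (standard error 0.18, edgeR padj = 0.00035). It fell below the log2FC threshold without adult library 92 (0.95) and under limma on log2(TPM + 1) (0.94). *Tlr2* on chromosome 3 (83836272 to 83841824) measured 215 ± 9.31 TPM and 129 ± 25.1 TPM, and its log2FC of 0.61 (standard error 0.13, edgeR padj = 0.0025) passed the padj threshold but not the log2FC threshold. *Tlr6* on chromosome 5 (64953092 to 64970942) measured 8.22 ± 0.82 TPM and 10.2 ± 2.19 TPM and showed no difference beyond the spread between libraries (log2FC −0.41, standard error 0.17, edgeR padj = 0.083), though padj was 0.04 without adult library 91. The log2FC of *Tlr9* was −0.24 (standard error 0.21, edgeR padj = 0.40), and 0.03 without adult library 95. *Nod1* on chromosome 6 (54923942 to 54972674) measured 101 ± 11.3 TPM and 127 ± 4.18 TPM, lower at 8 days with a log2FC of −0.45 (standard error 0.09, edgeR padj = 0.0014) that was below the log2FC threshold.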

In line with previous observations in the lung^32,35–37^, cDC2 from adult mice showed higher expression of several costimulatory molecules, including *Cd80*, *Cd40*, *Cd274* (encoding for PD-L1) and *Tnfsf4* (encoding for OX40L) (Fig. 5a). 

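*Cd80* on chromosome 16 of GRCm38 (38457430 to 38495958) measured 50.0 ± 2.27 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice and 131 ± 12.5 TPM in adults, a log2FC of −1.51 (standard error 0.11, edgeR padj = 8.8e-07). *Cd274* on chromosome 19 (29362107 to 29388095) measured 75.1 ± 14.1 TPM and 193 ± 32.7 TPM, a log2FC of −1.49 (standard error 0.13, edgeR padj = 4.8e-06). *Cd40* on chromosome 2 (165055614 to 165071654) measured 64.6 ± 7.41 TPM and 126 ± 19.6 TPM, a log2FC of −1.08 (standard error 0.11, edgeR padj = 1.7e-05) that was −0.95 under limma on log2(TPM + 1) and so below the threshold. *Tnfsf4* on chromosome 1 (161395438 to 161418206) had 1 to 5 counts per library in young and 25 to 74 in adult cells, or 0.167 ± 0.105 TPM and 3.49 ± 1.44 TPM, a log2FC of −4.47 (standard error 0.52, edgeR padj = 3.4e-05). All 3 adult libraries exceeded all 3 young libraries for each gene.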

Lower expression of costimulatory molecules could indicate a reduced ability of early-life cDC2 to activate T cells but costimulatory signals also balance effector T-cell responses. *Tnfsf4* and *Cd274* for instance can suppress IL-17A production in T cells^97,98^. Interestingly, adult cDC2 further showed higher expression of bone morphogenic protein 2 (*Bmp2*), which also suppresses IL-17A production from T cells^99^ (Supplementary Fig. 6B). 

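*Bmp2* on chromosome 2 of GRCm38 (133552159 to 133562896) measured 5.29 ± 0.659 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice and 26.4 ± 3.63 TPM in adult TOM+ cDC2. The log2FC of young relative to adult was −2.44 (standard error 0.16, edgeR padj = 6.3e-07).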

On the contrary, TOM^+^ cDC2 from 1-week-old mice showed higher levels of factors that promote Th17 and Treg differentiation, such as *Lgals3*, *Il6ra*, *Lgals1*, and *Sema4a*^100–106^ (Supplementary Fig. 6B). 

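*Lgals1* on chromosome 15 of GRCm38 (78926725 to 78930465) measured 362 ± 32.3 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice and 40.9 ± 2.33 TPM in adults, a log2FC of 3.01 (standard error 0.13, edgeR padj = 3.8e-08). *Sema4a* on chromosome 3 (88435959 to 88461182) measured 103 ± 8.44 TPM and 18.7 ± 1.21 TPM, a log2FC of 2.34 (standard error 0.11, edgeR padj = 4.8e-08). *Lgals3* on chromosome 14 (47373860 to 47386167) measured 411 ± 28.3 TPM and 172 ± 1.98 TPM, a log2FC of 1.14 (standard error 0.11, edgeR padj = 8.4e-06). *Il6ra* on chromosome 3 (89869324 to 89913196) measured 115 ± 10.8 TPM and 79.8 ± 9.89 TPM, a smaller log2FC of 0.39 (standard error 0.12, edgeR padj = 0.019) whose padj rose to 0.073 without TOM+ library 91 and to 0.065 without adult library 95. Of the 8 genes in Supplementary Fig. 6B, 6 were called and 8 passed padj, both over all genes tested and adjusted over the list alone, a list selected in the study of these libraries.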

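For the genes above, TOM+ cDC2 and TOM- DC2 from 8-day-old mice were also compared directly. Of the 28 genes labeled in Fig. 5a, 0 were called between them with the libraries taken as unpaired, while 8 had an unadjusted p under 0.05, 2 passed padj over all genes tested and 3 passed padj adjusted over the list alone. With the pairs of young libraries as a block, 7 passed padj and 2 were called, *Timd4* (log2FC 1.06, edgeR padj = 0.0002, against 0.22 unpaired) and *Mst1* (log2FC −1.29, edgeR padj = 0.0049, against 0.16 unpaired). Without TOM+ library 81 both were also called unpaired (log2FC 1.32 and −1.69). Of the 8 genes in Supplementary Fig. 6B, 0 were called unpaired or with the block, 3 had an unadjusted p under 0.05 in either fit, and 1 passed padj unpaired and 3 with the block. Among these, *Sema4a* passed padj, with 74.6 ± 3.97 TPM (SD, n = 3) in TOM- DC2 and a log2FC of TOM+ relative to TOM- of 0.49 (standard error 0.10, edgeR padj = 0.024). Its padj rose to 0.13 without TOM+ library 91, 0.084 without TOM+ library 92, 0.085 without TOM- library 81, 0.11 without TOM- library 92 and 0.063 when only these groups were fitted, and was 3e-05 with the block. *Tlr7* measured 6.83 ± 1.26 TPM in TOM- DC2, a log2FC of −0.89 (standard error 0.14, edgeR padj = 0.0057) that passed the log2FC threshold without TOM+ library 81 (−1.04) and without TOM- library 91 (−1.01). Its padj did not pass under limma on log2(TPM + 1) (limma padj = 0.059) or log2(TPM + 0.1) (limma padj = 0.051), and was 2.6e-05 with the block. Of the 34 pattern recognition receptors tested, 3 were called, 1 higher in TOM+ cDC2 and 2 higher in TOM- DC2, and 4 passed padj; with the block 3 were called and 7 passed padj. In TOM- DC2, *Clec4n* measured 197 ± 57.7 TPM, *Tlr4* 5.17 ± 0.392 TPM, *Tlr2* 239 ± 13.1 TPM, *Bmp2* 5.39 ± 1.38 TPM, *Lgals1* 346 ± 31.4 TPM, *Lgals3* 340 ± 31.7 TPM and *Il6ra* 107 ± 5.23 TPM, none of which differed from TOM+ cDC2 at an adjusted p under 0.05 in the unpaired fit. With the block *Lgals3* passed padj (log2FC 0.31, edgeR padj = 0.0044), and the others had a padj from 0.3 for *Il6ra* to 1 for *Bmp2*.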

In line with age being the foremost contributor to transcriptional variation, expression of the aforementioned genes was similar between TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old mice. Taken together, these data suggest that distinct cytokine environments in early and adult life act on cDC2 to shape their transcriptional profile and ability to induce immune responses.

### Early-life cDC2 induce distinct T-cell responses in vitro compared to adult-life cDC2

The above data suggested that cDC2 in early and adult life may differ in their ability to induce effector T-cell differentiation. To address this possibility in vitro, we sort-purified TOM^+^ cDC2 and TOM^−^ DC2 from young and TOM^+^ cDC2 from adult mice, and pulsed them with Ovalbumin (OVA) peptide 323–339 (OVA_323–339_). cDC2 populations were sorted from two to 2.5-week-old mice, because at this age ESAM^high^ to ESAM^low^ subset distribution had reached adult levels and ESAM^high^ cells dominated the cDC2 compartment (Fig. 1e). Although DNGR-1 has no known function in DC development and is not expressed in cDC2, we used mice heterozygous for *cre* in functional assays, because *Clec9a*^*cre/cre*^ mice lack functional DNGR-1^48^. Peptide pulsed DC2 populations were subsequently cultured with naive OT-II transgenic T cells from adult mice in the absence or presence of T-cell polarizing cytokines. Adult T cells were chosen as responders, because neonatal T cells exhibit an intrinsic Th2 bias^2^. Notably, TOM^+^ cDC2 and TOM^−^ DC2 from young mice and TOM^+^ cDC2 from adult mice stimulated similar proliferation of naive T cells in all conditions tested (Fig. 5e, f and Supplementary Fig. 6C, D), indicating that adult cDC2 do not exhibit an increased level of activation in terms of their ability to stimulate T cells. Compared to adult cDC2, TOM^+^ cDC2, and TOM^−^ DC2 from young mice also induced similar effector differentiation of OT-II cells under non-polarizing (Th0) and Th1 conditions, as assessed by IFN-γ production (Fig. 5g and Supplementary Fig. 6D). We did not observe IL-4 production from T cells stimulated under Th0 conditions by intracellular staining but Th2 cytokine levels in culture supernatants from T cells stimulated with cDC2 from young and adult mice were similar (Supplementary Fig. 6F). Thus, early life splenic cDC2 do not exhibit an intrinsic Th2 bias, which is in contrast to neonatal cDC2 from lung^30^. In line with higher expression of positive regulators of Th17 differentiation, TOM^+^ cDC2 and TOM^−^ DC2 from young mice induced twofold higher IL-17A production from T cells under Th17 conditions than cDC2 from adult mice (Fig. 5f, g). Similarly, under Treg conditions more OT-II T cells were positive for Foxp3 when stimulated with DC populations from young mice (Fig. 5f, g). Thus, despite exhibiting increased expression of proliferation related genes (Fig. 5b), cDC2 from young mice induce similar proliferation of T cells as their adult counterparts, whereas inducing higher Th17 and Treg differentiation, indicating qualitative, rather than quantitative differences in the ability to polarize T cells.

As ESAM^high^ and ESAM^low^ cDC2 have different transcriptional programs and may stimulate different types of T-cell responses^62^, we next addressed whether both subsets have different functions with age. We therefore sorted ESAM^high^ and ESAM^low^ TOM^+^ cDC2 from 2-week-old and adult mice and assessed their ability to stimulate Th17 and Treg differentiation as above. ESAM^high^ and ESAM^low^ cDC2 from young mice induced higher Th17 differentiation than their counterparts from adult mice (Fig. 5h). Similarly, ESAM^high^ cDC2 from young mice induced higher Treg differentiation than their adult counterparts, whereas ESAM^low^ cDC2 from young and adult mice induced similar Treg differentiation (Fig. 5h). Thus, functional differences between early and adult life exist for ESAM^high^ and ESAM^low^ cDC2, although there appears to be some level of subset specific functional regulation. As ESAM^high^TOM^−^ DC2 contain a unique fraction RORγt-expressing cells of unknown function (1.15 ± 0.38%, Fig. 4e), we next crossed *Rorc-eGFP* mice to *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice. We then sorted ESAM^high^TOM^+^ cDC2 and ESAM^high^TOM^−^DC2 from 2-week-old *Rorc*^*eGFP*^*Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice, whereas excluding GFP^+^ cells and compared their ability to promote Th17 and Treg differentiation. Importantly, despite excluding RORγt^+^ cells ESAM^high^TOM^+^ cDC2 and ESAM^high^TOM^−^DC2 had similar ability to induce Th17 and Treg differentiation (Supplementary Fig. 6G), confirming that the presence RORγt^+^ cells does not influence the ability of TOM^−^ cDC2 to induce T-cell differentiation.

To determine whether early-life cDC2 are also capable of antigen uptake and processing, we first cultured TOM^+^ cDC2 and TOM^−^ DC2 from 2-week-old and TOM^+^ cDC2 from adult *Clec9a*^*cre/+*^*Rosa*^*Tom*^ mice with fluorescently labeled latex beads in vitro for 2 h in the presence or absence of cytochalasin D. All populations took up fluorescently labeled beads with similar efficiency (Supplementary Fig. 6H). Bead uptake was mediated by phagocytosis, as it was inhibited by cytochalasin D (Supplementary Fig. 6H). Thus, TOM^+^ cDC2 and TOM^−^ DC2 do not differ in their phagocytic ability. We next cultured TOM^+^ cDC2 and TOM^−^ DC2 from young mice and adult TOM^+^ cDC2 with CellTrace Violet (CTV)-labeled OT-II T cells in the presence of OVA under Th17 conditions (Fig. 5i). As observed before, TOM^+^ cDC2 and TOM^−^ DC2 from young mice induced a higher frequency of IL-17A-producing T cells than adult cDC2 (Fig. 5i). Thus, TOM^+^ cDC2 and TOM^−^ DC2 from young mice are comparable to their adult counterparts in their ability to process antigen and induce naive T-cell proliferation in an antigen-specific manner. TOM^+^ cDC2 and TOM^−^ DC2 from young mice promoted similar Th17 and Treg differentiation; however, compared to adult cDC2, Th17 and Treg differentiation was increased, supporting the notion that distinct environmental cues in young and adult mice shape the ability of DCs to induce T-cell differentiation. Although such cytokines could be regulated in response to the microbiota, cDC2 from adult mice housed in germ-free (GF) and specific pathogen-free (SPF) conditions induced similar OT-II cell differentiation under Th0, Th17, and Treg conditions, and did not recapitulate the phenotype of young cDC2 in terms of PDL-1 and CD38 expression (Supplementary Fig. 6I, J). These data suggest that functional differences of cDC2 in early life are not simply due to a lower microbial load at this age.

### Early-life cDC2 induce distinct T-cell responses upon targeted antigen delivery compared to adult-life cDC2

Having established that cDC2 from young mice can activate T cells in vitro, we next asked whether cDC2 from young mice have this capacity upon direct delivery of antigens in vivo. We relied on an established method to target the model antigen OVA to cDC2 by coupling it to an antibody directed against the C-type lectin receptor CLEC4A4/DCIR2^25,107^. As TOM^+^ cDC2 and TOM^−^ DC2 were phenotypically identical, we were unable to target either cell population individually but CLEC4A4 was expressed by both TOM^+^ cDC2 and TOM^−^ DC2 (Fig. 3a). We injected 2-week-old *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice with anti-DCIR2-OVA or isotype-matched control antibody of irrelevant specificity. Twelve hours later, we sort-purified splenic TOM^+^ cDC2 and TOM^−^ DC2, and co-cultured them with CTV-labeled OT-II T cells from adult mice (Fig. 6a) to overcome any T-cell intrinsic differentiation bias in early life^2^. In this experimental set up, TOM^+^ cDC2 and TOM^−^ DC2 induced OT-II proliferation upon targeting with anti-DCIR2-OVA but not isotype-matched control antibody (Fig. 6a). Thus, TOM^+^ cDC2 and TOM^−^ DC2 from 2-week-old mice could be targeted with anti-DCIR2 and process antibody–antigen complexes for presentation to CD4^+^ T cells, although OT-II proliferation in the absence of adjuvant was low, as expected^107^.

**Fig. 6:**
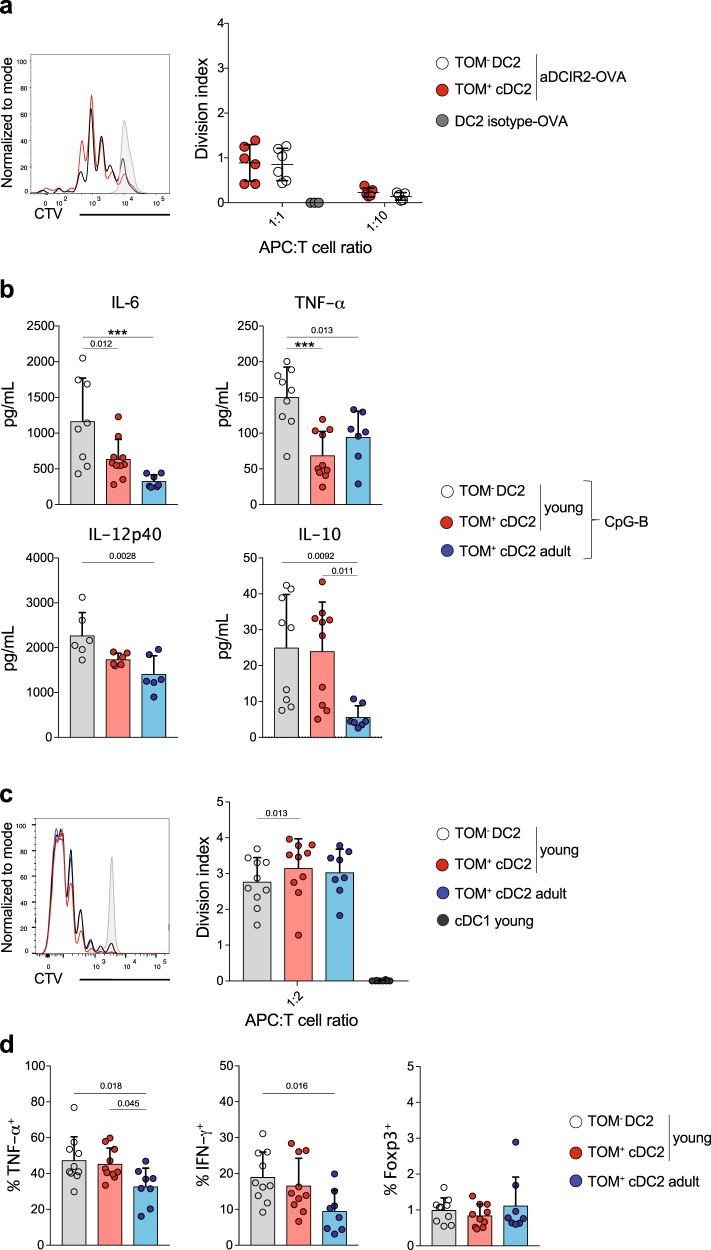
Early-life cDC2 induce distinct T-cell responses upon targeted antigen delivery compared to adult-life cDC2. **a** 2-Week-old *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were injected i.p. with aDCIR2-OVA or isotype-OVA control antibody. After 12 h, TOM^+^ cDC2 and TOM^−^ DC2 were sorted and co-cultured with OT-II cells for 3.5 days. CTV dilution (left) and division index of OT-II cells after co-culture with the indicated DC2 populations (right) are shown (*n* = 6, 1:1 ratio; *n* = 5, 1:10 ratio; *n* = 3, isotype-OVA). **b** TOM^+^ cDC2 and TOM^−^ DC2 from 2-week-old and TOM^+^ cDC2 from adult C*lec9a*^*cre/+*^*Rosa*^*TOM*^ mice were sorted and stimulated with CpG-B. Cytokine production was analyzed 18−20 h later. Each dot represents a biological replicate from 4 (IL-6, TNF-α, and IL-10) or two (IL-12p40) independent experiments. **c**, **d** 2-Week-old and adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were injected i.p with anti-DCIR2-OVA antibody plus CpG-B. After 12 h DC populations were sorted and co-cultured with OT-II T cells as in **a**. **c** CTV dilution (left) and division index (right) of OT-II cells after co-culture with the indicated DC populations (*n* = 10, 2-week-old; *n* = 8, adult and cDC1 from 2-week-old mice). **d** Percentage of TNF-α, IFN-γ, and Foxp3-positive cells within proliferated OT-II cells (*n* = 10, 2-week-old; *n* = 8, adult). Each dot represents one biological replicate from at least three independent experiments, horizontal bars represent mean, error bars represent SD. ***p < 0.001. Statistical analysis was performed using two-tailed paired *t*-test (comparing TOM^−^DC2 and TOM^+^ cDC2 groups) or one-way ANOVA (comparing 2-week-old and adult groups). Only statistically significant comparisons are indicated. Source data are provided as a Source Data file.

Immune responses in early life are Th2 biased but such predisposition can be overcome through the use of Th1 adjuvants, such as CpG-B^108,109^. 

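*Tlr9* on chromosome 9 of GRCm38 (106222598 to 106226876) measured 2.19 ± 0.361 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice, 2.37 ± 0.215 TPM in TOM- DC2 from 8-day-old mice and 2.33 ± 0.777 TPM in adult TOM+ cDC2, from 47 to 107 counts per library. Between TOM+ cDC2 and TOM- DC2 from young mice the log2FC was −0.11 (edgeR padj = 0.96). Between TOM- DC2 and adult TOM+ cDC2 it was −0.13 (edgeR padj = 0.67), and it changed direction under limma on log2(TPM + 1) (0.04) and log2(TPM + 0.1) (0.07), with the number of the libraries as a block (0.08) and without adult library 95 (0.14). No difference was detectable at this depth.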

CpG-B signals through TLR9, which was similarly expressed between the profiled cDC2 populations in bulk mRNA sequencing (Supplementary Fig. 6A). Nonetheless, TOM^+^ cDC2 and TOM^−^ DC2 from 2-week-old and TOM^+^ cDC2 from adult mice showed a distinct cytokine profile after CpG-B stimulation. In response to CpG-B TOM^−^ DC2 from young mice were the most efficient cytokine producers and secreted higher amounts of IL-6, IL-12p40, and TNF-α than cDC2 from adults (Fig. 6b). Interestingly, IL-6 and TNF-α production were significantly higher in TOM^−^ DC2 compared to TOM^+^ cDC2 from young mice, raising the possibility that these cells have distinct inflammatory potential. Independent of origin cDC2 from young mice produced higher IL-10 and IL-27 than their adult counterparts (Fig. 6b and Supplementary Fig. 7A). Although IL-27 production was low and not detectable in all samples, it is noteworthy, because DCs from peripheral blood of children show increased IL-27 production compared to DCs from adults^110^. Thus, despite exhibiting similar *Tlr9* expression cDC2 from young mice have different cytokine response to CpG-B than cDC2 from adults, indicating distinct signaling downstream of TLR9 and supporting the hypothesis that age imprints cDC2 with distinct immune reactivity.

We next tested whether the distinct response to CpG-B stimulation would influence the ability of cDC2 to activate T cells and induce their differentiation. We injected 2.5-week-old or adult mice with anti-DCIR2-OVA in the presence of CpG-B as adjuvant. Twelve hours later, we sorted TOM^+^ cDC2 and TOM^−^ DC2 from young mice, as well as TOM^+^ cDC2 from adult mice and co-cultured them with CTV-labeled OT-II T cells isolated from adult mice (Fig. 6c, d). After 3.5 days, T-cell proliferation, cytokine production, and Foxp3 expression were analyzed. In this assay, TOM^+^ cDC2 and TOM^−^ DC2 from young mice and cDC2 from adult mice induced similar OT-II T-cell proliferation (Fig. 6c). Targeting was cell-type specific as cDC1 did not promote T-cell proliferation (Fig. 6c). Importantly, T cells stimulated with TOM^+^ cDC2 and TOM^−^ DC2 from young mice produced more TNF-α than T cells stimulated with cDC2 from adult mice (Fig. 6d). Notably, this is in contrast to splenic human cDC2 from fetal tissue, which suppress T-cell-derived TNF-α through ARGINASE 2^43^. T cells stimulated with TOM^−^ DC2 from young mice also produced more IFN-γ than T cells stimulated with cDC2 from adult mice (Fig. 6d and Supplementary Fig. 7B). Increased IFN-γ production was also observed for T cells stimulated with TOM^+^ cDC2 from young mice compared to cDC2 from adults (Fig. 6d and Supplementary Fig. 7B), although differences did not reach statistical significance. Thus, TOM^+^ cDC2 and TOM^−^ DC2 from young mice induced more TNF-α production from T cells and greater Th1 differentiation than adult cDC2. Increased Th1 differentiation could be related to the slight increase in IL-12p40 production in cDC2 from young compared to adult mice upon CpG-B stimulation (Fig. 6b); however, it is likely that other factors, such as costimulatory molecules (Fig. 5a), also contribute. Notably, production of Th2 cytokines and Foxp3 expression was similar between T cells stimulated with cDC2 from young and adult mice (Fig. 6d and Supplementary Fig. 7B) and Th17 cytokine production was not observed. Taken together, early-life TOM^+^ cDC2 and TOM^−^ DC2 are fully capable of inducing T-cell proliferation upon targeted antigen delivery in vivo but in the context of CpG-B stimulation early-life cDC2 induce an increased Th1 response compared to adult-life cDC2.

## Discussion

The cDC compartment in early, compared to adult life, exhibits quantitative and qualitative differences in its ability to induce immunity, leading some to suggest that cDCs in early life may be functionally immature. Here we set out to define the reasons underlying age-dependent functional differences of cDCs. We demonstrate that early-life cDC2 exhibit a distinct hematopoietic origin and, similar to other myeloid and lymphoid cells, develop sequentially at specified times during development. In contrast to other cell types that develop in waves^42,80–82^, cell origin appeared negligible for cell function, as ontogenetically distinct cDC2 in early life were transcriptionally and functionally similar and within 2 weeks after birth could prime naive T cells at levels comparable to cDC2 from adult mice. Instead our data suggest that cytokine environments in early and adult life imprint cDC2 with a distinct gene expression profile that alters their ability to respond to pathogenic stimuli, secrete cytokines, and induce T-cell differentiation. Thus, cDC2 in early life are functionally capable but transcriptionally pre-disposed to respond differently to pathogens and induce distinct T-cell responses than their adult counterparts.

In early life, the majority of cDC2 originated from *Clec9a*-negative progenitors denoted here as TOM^−^ DC2. These cells were replaced within the first few weeks after birth by cells arising from bona fide *Clec9a*-expressing myeloid cDC progenitors, denoted as TOM^+^ cDC2. Coinciding with the increase in *Clec9a-cre* expression history, we found evidence of a lymphoid contribution to the early-life cDC2 compartment using *Rag1*^*cre*^ and *Il7r*^*cre*^ mice that declined with age. *Rag1*^*cre*^ also labels the progeny of yolk sac-derived lymphomyeloid primed progenitors^66^ and *Il7r*^*cre*^ expression history is found in macrophages of yolk sac origin^111^. As we exclude a yolk sac origin but demonstrate cDCs to be *Myb*-dependent, our data indicate an HSC-derived lymphoid contribution to early-life cDCs. Such lymphoid progenitors likely arise from fetal liver-resident progenitors, as we find splenic cDC2 as early as E16.5 (Fig. 2c and Supplementary Fig. 1D), at which stage hematopoiesis has yet to colonize bone marrow^112,113^. This notion is further supported by in utero *Cxcr4*^*creER*^ fate mapping^77^. A lymphoid path to generating cDCs has been suggested^69,71–74^ but does not contribute to the steady-state cDC pool in adult mice^48,74,76^. Our data suggest that lymphopoiesis contributes to the cDC compartment of mice in early life. Such layered ontogeny is reminiscent of other immune cells that develop in waves during development, including macrophages, mast cells, ILCs, B, and T cells^42,80,81,114,115^. Although layered immune development can generate progressively adapted immune populations^80–82^, TOM^+^ cDC2 and TOM^−^ DC2 exhibit apparently identical phenotype, transcriptional profile, and similar cell function, which is consistent with other studies comparing human and murine cDCs generated from lymphoid or myeloid progenitors^74,116^. It is possible that functional differences exist between TOM^+^ cDC2 and TOM^−^ DC2 in situations that we have not yet explored; however, lymphopoiesis may compensate DC poiesis when bona fide cDC progenitors are not present in sufficient quantities to generate a full repertoire of cDCs^74^. This hypothesis is consistent with the low frequency of CDPs and pre-cDCs in bone marrow from neonatal compared to adult mice. Whether cDC-like cells in early life arise from lymphoid-committed progenitors, such as CLPs, or from conversion of already differentiated lymphoid cells, such as pDCs or ILCs^117–119^ needs to be investigated. We and others have proposed that cDCs and other mononuclear phagocytes should predominantly be defined on the basis of their ontogeny^5,114,120^; however, our data imply that an ontogenetic view to cell definition may not be plausible if populations with different origins turn out to be identical by all measures examined^74,79,121–123^.

In continuation of earlier studies^9,10,17^, we profiled the cDC compartment by flow cytometry with age using large marker panels. We demonstrate that the major subsets of splenic cDCs, including cDC1, non-canonical CD8^+^ cDCs, as well as ESAM^high^ and ESAM^low^ cDC2, are present in murine spleen as early as 1 week after birth. These findings were further substantiated using unbiased dissection of the cDC compartment of 1-week-old mice using scRNA-seq. In this analysis, cDC1 segregated across several clusters, possibly reflecting functional heterogeneity within this compartment^17,124^. Non-canonical CD8^+^ cDCs were positioned more closely to cDC2 than pDCs or cDC1, which is consistent with bulk transcriptome profiling in adult mice^59,60^. Although non-canonical CD8^+^ cDCs were recently suggested to constitute a transitional cell type with pDC and cDC2 characteristics in adult mice^125^, our data indicate non-canonical CD8^+^ cDCs as a unique DC subset with close resemblance to cDC2 in early life. In scRNA-seq, early-life cDC2 spread across two main clusters resembling ESAM^high^ and ESAM^low^ subsets found in adult spleen^62^, which, despite being profiled at a different age, also resembled the T-bet-positive and T-bet-negative cDC2, respectively^92^. We also identified a cluster of cells resembling migratory cDCs, which has recently been observed in adult spleen^92^. Importantly, scRNA-seq revealed TOM^−^ DC2 and TOM^+^ cDC2 as transcriptionally identical. Although bulk RNA-seq identified differences in gene expression between TOM^−^ DC2 from TOM^+^ cDC2, we could correlate these genes to a unique cluster of *Rorc*-expressing cells that transcriptionally resembles cDC2 but lacks *Clec9a*^*cre*^ expression history. Accordingly, RORγt^+^ cells could be identified by flow cytometry within TOM^−^ DC2 in early life but RORγt^+^ cDC2 were not found in adult spleen. *Rorc*^*cre*^-mediated fate mapping and trajectory analyses indicate that these cells are unlikely to serve as progenitors for cDC2 or other cDC subsets. The fact that *Rorc*-expressing cluster 11 segregated away from the putative RORγt-regulated cDC2B^92^ (cluster 3) further supports that RORγt^+^ TOM^−^ DC2 constitute a unique cDC subtype present transiently during early life.

Although in adult spleen ESAM^high^ cells constituted the dominant cDC2 population, this subset was a minority of cDC2 in mice under 1 week of age. ESAM^high^ and ESAM^low^ cDC2 can activate CD4^+^ T cells but they may differ in their ability to promote effector differentiation^62,92,126^. We mostly characterized bulk cDC2 in 2- to 2.5-week-old mice when ESAM^high^ and ESAM^low^ subset distribution had reached adult levels, because sufficient TOM^+^ cDC2 and TOM^−^ DC2 could be isolated to probe cell function. At this time, splenic TOM^+^ cDC2 and TOM^−^ DC2 were fully capable of initiating T-cell activation but they induced greater Th17 and Treg differentiation under in vitro polarizing conditions than adult cDC2. These observations could be correlated to the unique gene expression profile of cDC2 in early and adult life. 

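*Aldh2* on chromosome 5 of GRCm38 (121566027 to 121593824) measured 135 ± 6.45 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice, 121 ± 4.75 TPM in TOM- DC2 from 8-day-old mice and 64.5 ± 2.30 TPM in adult TOM+ cDC2. The log2FC of young relative to adult TOM+ cDC2 was 0.94 (standard error 0.08, edgeR padj = 3e-06), below the log2FC threshold of 1, and 1.05 under limma on log2(TPM + 1), which passed it (limma padj = 7e-06).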

Early-life cDC2 expressed higher levels of factors known to promote Tregs, such as *Lgals1*, *Aldh2*, and *Sema4a*^100–103,106^, suggesting increased tolerogenic potential of cDC2 in early life, which is also consistent with their greater IL-10 production in response to CpG-B stimulation. Higher levels of *Il6ra* on cDC2 from young mice could increase IL-6 transpresentation^104^ and promote Th17 differentiation in conjunction with reduced expression of *Tnfsf4* (OX40L) and *Cd274* (PD-L1) in early life, which can suppress Th17 differentiation^97,98,127,128^. Some of these age-dependent transcriptional changes could be related to small differences in the composition of cDC2 in 1-week-old and adult mice. We nonetheless consider age to be the most prominent contributor to variation, because we demonstrated that both ESAM^high^ and ESAM^low^ cDC2 function differently in early and adult life.

The notion that cDC2 are equipped with an age-dependent gene expression profile that alters their ability to induce T-cell differentiation was further supported using targeted antigen delivery to cDC2 in early and adult life followed by ex vivo antigen presentation^25,107^. This approach allowed us to (a) compare cell function in vivo across age, while excluding age-dependent functional regulation of other immune components as confounding factor and (b) to demonstrate the potential to target cDC2 to induce T-cell responses. CpG-B was chosen as adjuvant, because despite similar *Tlr9* expression across age, TOM^+^ cDC2, and TOM^−^ DC2 from 2-week-old mice showed distinct cytokine production after CpG-B stimulation in vitro, including higher levels of IL-12p40, IL-6, IL-10, and IL-27, supporting a distinct immune reactivity of cDC2 with age. IL-27 is a pleiotropic cytokine with pro- and anti-inflammatory properties in multiple cell types^129^, but after vaccination in mice its expression correlates with protective CD8^+^ T-cell responses^130^. DCs from peripheral blood of children show higher IL-27 production than DCs from adults^110^ but whether cDC2-derived IL-27 plays a role in early-life immunity needs to be investigated. Despite producing increased amounts of IL-10, which dampens CD4^+^ T-cell responses^131^, early-life TOM^+^ cDC2 and TOM^−^ DC2 induced similar OT-II T-cell proliferation compared to cDC2 from adults upon DCIR2-mediated antigen targeting in the context of CpG stimulation. However, early-life cDC2 induced greater Th1 differentiation and TNF-α production from T cells. Human fetal DC2 suppress TNF-α production from T cells^43^, suggesting that cDC2 function changes dynamically after birth. Transcriptional profiling of fetal and neonatal cDC2, possibly at the single-cell level, may provide further insights into the processes involved in shaping early-life cDC2 function. Differences in cytokine production and T-cell stimulatory capacity between cDC2 from young and adult mice were not simply regulated at the level of PRR expression but most probably involve downstream signaling events, costimulatory molecules, or epigenetic modification. Therefore, it is likely that age-dependent differences in cDC2 function will be magnified when cells are stimulated through PRRs with differential gene expression across age and additional adjuvants must be tested for their ability to promote cDC2-mediated T-cell priming and differentiation with age.

Our studies indicate that splenic cDC2 do not exhibit a Th2 bias, which is in contrast to cDC2 in the developing lung. In this organ, IL-33 induces OX40L expression on cDC2, which promotes Th2 skewing^30^. Therefore, site-specific cytokine environments appear to play a major role in imprinting cDC function in different organs and with age. This is consistent with previous studies^38,92^ and our observation that cDC2 from adult compared to young mice showed an enrichment of genes involved in signaling downstream of IL-2, IFN-γ, TNF-α, and IFN-α. In our hands, cDC2 from GF mice did not recapitulate the phenotypic and functional features of neonatal cDC2. Although GF mice have a complete absence of commensals, in an SPF environment cDC2 are expected to encounter a variety of microbial signals within the first days of birth. We therefore believe that these observations do not exclude the possibility that microbially derived signals or signals induced in response to commensals play a role in imprinting cDC2 function with age. During weaning, the intestinal microbiota induces a cytokine response termed the “weaning reaction,” which is required for normal immune development^132^. As cDC2 function in our hands has been assessed before this period, it is intriguing to speculate that cytokines or other factors that change in response to alterations in commensals or diet during weaning are involved in shaping cDC function with age. Such effects could even be mediated by lasting alterations on progenitor populations similar to the concept of trained immunity.

Neonates are highly susceptible to infections with *Candida albicans*, *Bordetella pertussis*, and *Streptococcus pneumoniae*, which can cause life-threatening complications in early life^1,133,134^. Defense against these pathogens requires Th17 responses^135,136^. Our demonstration that early-life cDC2 are fully capable of activating naive CD4^+^ T cells, and supporting Th1 and Th17 differentiation highlights the potential of harnessing these cells for boosting protective immunity in early life. This could for instance be achieved by delivering antigens specifically to cDC2 in the context of adjuvants that target age-specific parameters of cDC2 function.

## Methods

### Mice

Clec9a^tm2.1(icre)Cr*s*^ *(Clec9a-cre)*^48^ (Jackson Laboratory Stock No: 025523), Gt(ROSA)26Sor^tm1(EYFP)Cos^ *(Rosa26*^*lox-STOP-lox-EYFP*^*)*^137^ (Jackson Laboratory Stock No: 006148), Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^ *(Rosa26*^*lox-STOP-lox-tdtomato*^*)*^91^ (Jackson Laboratory Stock No: 007909), Tg(Csf1r-cre/Esr1*)1Jwp (*Csf1r*^*Mer-iCre-Mer*^*)*^138^ (Jackson Laboratory Stock No: 019098), Flt3l^tm1Imx^ *(Flt3l*^−/−^*)*^65^ (MMRRC Stock No: 37395-JAX), Myb^tm1Ssp^ (*Myb*^*+/−*^*)*^68^ (Jackson Laboratory Stock No: 004757), Rag1^tm1(cre)Thr^ *(Rag1*^*cre*^*)*^139^, Tg(TcraTcrb)425Cbn (OT-II)^140^ (Jackson Laboratory Stock No: 004194) crossed to a Thy1.1 (CD90.1) background, Tg(Rorc-EGFP)1Ebe *(Rorc*^*eGFP*^*)*^141^, *Cxcr4*^*creER*77^, Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J (*Rosa*^*mTmG*^*)*^142^ (Jackson Laboratory Stock No: 007576), Ly5.1 (CD45.1) B6.SJL (Jackson Laboratory Stock No: 002014), and C57BL/6J mice were bred at the Biomedical Center or Walter-Brendel-Centre for Experimental Medicine. Tg(Rorc-cre)1Litt *(Rorc-cre)*^94^ (Jackson Laboratory Stock No: 022791), Il7r^tm1.1(icre)Hrr^ *(Il7r*^*cre*^*)*^76^, and Gt(ROSA)26Sor^tm1Hjf^ (*Rosa26*^*lox-STOP-lox-RFP*^*)*^143^ (EMMA strain ID EM:02112) mice were bred at the University of Birmingham, UK. Ifnar1^tm1Agt^ *(Ifnar*^−/−^*)*^144^ (MMRRC Stock No: 32045-JAX) mice were bred at the University Hospital Erlangen, Germany. Mice were maintained in SPF conditions with a 12 h dark/light cycle, in individually vented cages (type II long, measuring 18 × 30 × 13 cm with stocking density according to EU guideline 2010/63) supplied with autoclaved bedding, play tunnels, nestles, and mouse houses. Irradiated food and sterile filtered and ultraviolet-light exposed water were provided ad libitum. Cage manipulations took place in laminar flow hoods. Air temperature was 22 ± 2 °C and humidity 55 ± 10% with daily control and record. GF mice were provided by Dirk Haller. For timed matings, mice of desired genotypes were mated overnight. Embryonic development was estimated considering the day of vaginal plug formation as E0.5. Mice over the age of 8 weeks were considered adults. The neonatal period was defined as the first 10 days of life. Mice younger than 3 weeks of age were killed by decapitation. Adult mice were killed by cervical dislocation. Mice were sex-matched but male and female mice were used for all experiments. In most experiments, littermates were used. When littermates could not be used, e.g., in experiments involving mice of different age, mice were kept under the same barrier conditions and in the same racks. All animal procedures were performed in accordance with national and institutional guidelines for animal welfare and approved by the Regierung of Oberbayern.

### Cell isolation for flow cytometry

Spleens were minced into small pieces and digested in 1 mL of RPMI (Thermo Fisher Scientific) with 200 U/mL collagenase IV (Worthington) and 0.2 mg/mL DNAse I (Roche) for 30 min at 37 °C while shaking. After digestion, cells were passed through a 70 µm strainer and washed once with FACS buffer (phosphate-buffered saline (PBS), 1% fetal calf serum (FCS), 2.5 mM EDTA, 0.02% sodium azide). Erythrocytes were lysed with Red Blood Cell Lysing Buffer Hybri-Max (Sigma-Aldrich) for 2 min at room temperature (RT), washed once, and resuspended in FACS buffer for further analysis. Bone marrow from adult mice was isolated from femurs and tibiae by flushing, and bone marrow from mice under 2 weeks of age was isolated by crushing the bones through a 70 μm cell strainer. Erythrocytes were lysed as above and cells were resuspended in FACS buffer for further analysis. Liver was minced into small pieces and digested in 2 mL PBS containing Mg^2+^ and Ca^2+^ (Sigma-Aldrich) with 1 mg/mL collagenase IV (Worthington), 60 U/mL DNAse I (Roche), 2.4 mg/mL Dispase II (Roche), and 3% FCS (Sigma-Aldrich) for 30 min at 37 °C while shaking. After digestion, cells were passed through a 100 µm strainer and centrifuged for 3 min at 50 g at 4 °C, to pellet hepatocytes. The supernatant was collected and recentrifuged for 7 min at 320 × *g* at 4 °C. Pelleted cells were resuspended in FACS buffer for further analysis.

### Cell isolation for cell sorting and functional analyses

Cell isolation from spleen was performed as above but FACS buffer without sodium azide was used for all functional and RNA profiling experiments. For sorting of cDC2 CD11c^+^ cells were enriched from splenic single-cell suspensions by positive selection using anti-CD11c magnetic beads and LS columns (Miltenyi) according to the manufacturer’s instructions. For OT-II cell isolation, the spleen was mechanically disrupted through a 70 µm strainer and washed once with FACS buffer without sodium azide. OT-II cells were then enriched from total splenocytes using the EasySep™ Mouse Naive CD4^+^ T Cell Isolation Kit (Stemcell Technologies) according to the manufacturer’s instructions. Erythrocytes were not lysed prior to OT-II cell enrichment, following the manufacturer’s recommendations.

### Flow cytometry

For staining of surface epitopes, cells were incubated first in 50 μL with purified anti-mouse CD16/32 (FcBlock) for 10 min at 4 °C, before additional antibodies were added to a final staining volume of 100 μL in a 2× Mastermix. Cells were stained at 4 °C for 20 min then washed twice and resuspended in FACS buffer for analysis. CCR6 staining was performed at 37 °C for 45 min before staining with additional antibodies. For intracellular staining, cells were first stained with antibodies against surface epitopes in the presence of fixable viability dye eFluor™ 780 (Thermo Fisher Scientific) and then washed with FACS buffer. Intracellular staining for cytokines was performed using intracellular Fixation & Permeabilization Buffer Set and intranuclear staining was performed with the Foxp3 transcription factor staining set (both Thermo Fisher Scientific) according to the manufacturer’s instructions. A pre-fixation step with 2% paraformaldehyde at RT for 15 min was performed after surface epitope staining to preserve TOMATO signal during intranuclear staining. Dead cells were excluded from analysis by 4′,6-diamidino-2-phenylindole staining (Sigma-Aldrich) for live samples or fixable viability dye eFluor™ 780 (Thermo Fisher Scientific). Data were collected on an LSR Fortessa (BD Biosciences) using BD FACSDiva Software (BD BioSciences, Version 8) and data analysis was performed using FlowJo software (Tree Star, Inc.). Cell sorting was performed on an Aria III Fusion (BD Biosciences). Cells counts were quantified using CountBright™ Absolute Counting Beads (Thermo Fisher Scientific). Mean fluorescence intensity was calculated as the geometric mean of the indicated fluorescent parameter using FlowJo software (Tree Star, Inc.). Antibodies used for flow cytometry are provided in Supplementary Data 4.

### Immunofluorescence microscopy

Spleens were fixed overnight at 4 °C in paraformaldehyde, then dehydrated in P-buffer (0.2 M Na_2_HPO_4_ and 0.2 M NaH_2_PO_4_ at an 81 : 19 analogy), containing 30% sucrose overnight at 4 °C as described^145^, transferred to Tissue-Tek O.C.T. (Sakura), and frozen on dry ice. Twelve-micrometer-thick frozen sections were cut on a cryostat at −20 °C (Leica CM3050S), rehydrated in PBS, and permeabilized with Acetone (Sigma-Aldrich). Afterwards, the sections were circled with a PAP Pen (Kisker Biotech GmbH) and blocked for 1 h at RT in the dark with blocking buffer containing 10% goat serum in PBS. Antibodies were diluted in blocking buffer and sections were incubated for 2 h at RT in the dark with the antibody mixture. Finally, stained sections were washed with PBS, mounted with ProLong™ Diamond Antifade Mountant (Thermo Fisher Scientific), cured at RT for 24 h in the dark, and stored at 4 °C until imaging. Confocal microscopy was performed at the Core Facility Bioimaging of the Biomedical Center with an upright Leica SP8X WLL microscope, equipped with 405 nm laser, WLL2 laser (470 - 670 nm), and acusto-optical beam splitter. Three-dimensional tile scans were acquired with a 20 × 0.75 objective, image voxel size was 180 nm in *x*/*y* direction and 0.5 in *z* direction. The following channel settings were used: BV421 (excitation 405 nm; emission 415–470 nm), AF488 (500; 510–542), TOMATO (553; 563–591), AF594 (592; 605–640), and AF647 (650; 656–718). Recording was done sequentially to avoid bleed-through. BV421, AF488, AF594, AF647, and TOMATO were recorded with hybrid photo detectors. Tile scans were merged in LAS X (Leica, Version 3.4.1.17670). Images were imported in Fiji^146^ to create maximum projections, adjust brightness/contrast, and to add scale bars. Antibodies used for microscopy are provided in Supplementary Data 4.

### Pulse labeling of yolk sac progenitors

For labeling of yolk sac-derived macrophages, heterozygous *Csf1r*^Mer-iCre-Mer^ mice were crossed with homozygous *Rosa*^*YFP*^ reporter mice. Pregnant females were injected at E8.5 with a single dose of 75 μg per gram body weight 4-hydroxytamoxifen (4′OHT, Sigma-Aldrich) supplemented with 37.5 μg per gram body weight progesterone (Sigma-Aldrich)^41^. The spleen and liver of F1 mice were analyzed at embryonic day 18.5, as well as at 2 and 4 weeks after birth by flow cytometry.

### RNA isolation, library construction, and RNA-seq analysis

CD11c^+^ cells were enriched from splenocytes of adult and 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice. cDC2 were identified as live, single, autofluorescence-negative, CD11c^+^MHCII^+^CD11b^+^ cells, and divided based on TOMATO expression into TOM^+^ cDC2 and TOM^−^ DC2. Spleens from 1-week-old mice were pooled to increase the yield of sorted cells. Total RNA was isolated using column-based PicoPure™ RNA Isolation Kit (Thermo Fisher Scientific). RNA quality was assessed using a 2100 Bioanalyzer (Agilent) and samples with RNA Integrity Number > 8 were used for cDNA synthesis by using ultra-low input RNA SMART-seq v4 kit (Clontech) according to the manufacturer’s instructions. cDNA was transferred to AFA Fiber Pre-Slit Snap-Cap 6 × 16 mm microTUBEs (Covaris) and sheared by sonication. Sheared cDNA was cleaned using ethanol precipitation and sonication efficiency was determined using the 2100 Bioanalyzer. A maximum of 10 ng sheared cDNA was used to generate libraries for RNA-seq with the MicroPlex Library Preparation kit v2 (Diagenode). The libraries were amplified until a DNA concentration above 5 ng/µL was reached as determined by Qubit 2 DNA quantification (Thermo Fisher Scientific). Amplified libraries were cleaned using AMPure XP beads (Beckman Coulter) as described in the SMART-seq v4 kit (Clontech) protocol and the final concentration, as well as the purity of the libraries were assessed by using the 2100 Bioanalyzer. Sequencing was performed on an Illumina HiSeq1500 sequencer with 50 base pair single-end reads and a sequencing depth of 20 million reads per sample. For analysis, RNA-seq reads were mapped to the mouse genome (mm10) using STAR^147^. Expression of genes in transcripts per million was calculated with RSEM^148^. RNA-seq analysis was performed in R (Version 3.5.3) with R-Studio (R-Studio, Inc., Version 1.1.383). Differential gene expression analysis and PCA was performed using DESeq2 (Version 1.22.2). Genes with average gene counts < 1 were discarded and log_2_ FC shrinkage was performed using the Apeglm package^149^. Heatmaps were generated using pheatmap (Version 1.0.12) and graphs were plotted with ggplot2 (Version 3.0.2). Tables containing differentially expressed genes were created using Microsoft Excel version 16.34.

### scRNA-seq and data processing

MHCII^+^ cells from splenocytes of 9-day-old female *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were sorted after gating out CD19^+^ B cells and autofluorescence^+^F4/80^hi^ macrophages. To increase cell yield, spleens from three mice were pooled. Sorted cells were pelleted, resuspended at 1 × 10^3^ cells/μL in PBS containing 0.04% bovine serum albumin, and loaded onto the Chromium Controller (10X Genomics). Samples were processed for single-cell encapsulation and cDNA library generation using the Chromium Single Cell 3′ v3 Reagent Kits (10X Genomics). The constructed library was sequenced on an Illumina HiSeq2500 (Rapid Run) sequencer with 28 (read 1) + 91(read 2) base pair paired-end reads and a sequencing depth of 320 million reads in total. Sequencing data were processed using 10X Genomics Cell Ranger v3.0.2 pipeline. Sequencing reads were mapped to the mouse genome (mm10) using STAR^147^ after spiking in the sequences of iCRE (GenBank ID: AY056050.1), the predicted transcript of the unrecombined *Rosa* locus and *Tomato* sequence (GenBank ID: AY678269.1). Cell Ranger’s count pipeline was run under default parameters. The output of Cell Ranger’s count pipeline was a gene-barcode matrix consisting of ~1788 cellular barcodes with 179,245 mean reads per barcode. This matrix was inserted to the R (Version 3.5.3) software package Seurat (v3.0.2)^86,87^ for all downstream analyses. Cells expressing <200 genes, having >7.5% of mitochondrial associated genes and genes detected in <3 cells were removed from further analysis according to the software suggestions. In addition, cells were scored based on their cell cycle score and the differences between G2M and S phase cells were regressed. The SCtransform package was used to normalize, scale, and find the variable features of the dataset before PCA. Genes associated with the top 40 PCs were used for graph-based cluster identification (resolution 1.3) and subsequent dimensionality reduction using UMAP. Identification of cluster defining markers and differential expression analysis were performed using the FindAllMarkers and FindMarkers commands of the Seurat package. To score single cells based on their *Tomato* expression, we calculated the ratio of normalized *Tomato* reads per cell to normalized reads per cell of the predicted transcript of the unrecombined *Rosa* locus (Ratio Tom/unrec. Rosa). Cells with a ratio above 0.5 or below −0.5 were denoted *Tom*^+^ or *Tom*^−^, respectively. The selected thresholds included more than 90% of the total cells in each cluster. Tables containing differentially expressed genes were created using Microsoft Excel version 16.34.

For trajectory analysis using Palantir, we selected clusters 0, 3, 6, 7, 11, and 14, and generated diffusion maps as described^93^. We provided a defined starting point in cluster 11 and used Palantir to characterize potential pseudo-time trajectories from this point. The terminal states found in the analysis were automatically calculated by the Palantir algorithm.

### Cytospins and Hemacolor staining

TOM^+^ cDC2 and TOM^−^ DC2 were sorted from CD11c^+^ enriched splenocytes from 11-day-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice as live, single, autofluorescence-negative, CD11c^+^MHCII^+^CD11b^+^ TOM^+^ or TOM^−^ cells. Cells (2 × 10^4^) were spun onto a microscope slide in a Shandon Cytospin 2 for 5 min at 8000 r.p.m. and stained with Hemacolor® rapid staining kit (Merck). Microscopy was performed at the Core Facility Bioimaging of the Biomedical Center using a Leica DM 2500 LED microscope with a ×100 magnification.

### Bone marrow FLT3L cultures

Bone marrow cells from adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ (CD45.2) were isolated as described above.

After lineage depletion using negative selection (lineage: CD3, TER119, Ly6G, CD19), CLPs were sorted as live, single, lin^−^CD115^−^CD117^int^CD135^+^CD127^+^B220^−^TOMATO^−^ cells. CLPs (10^4^) were seeded in 300 μL complete medium (RPMI supplemented with 10% FCS, penicillin/streptomycin, 1% non-essential amino acids, 1% sodium pyruvate, 1% l-glutamine, 0.05 mM β-mercaptoethanol) in a 48-well plate together with 1.5 × 10^5^ total bone marrow cells isolated from congenic B6.SJL (CD45.1) mice. As controls, total bone marrow cells from *Clec9a*^*cre/+*^*Rosa*^*TOM*^ and B6.SJL congenic mice were seeded at a 1 : 1 ratio. FLT3L (purified from supernatant of CHO-flk2 cell line, a kind gift from Dr. Anne Krug, Institute for Immunology, Biomedical Center, Munich) was added to all wells at a concentration of 50 ng/mL. Culture wells were left unperturbed for 7 days and then the culture output was analyzed by flow cytometry.

### In vitro T-cell proliferation

DCs were sorted from CD11c^+^ enriched cells from spleen of 2-week-old and adult *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice, as live, single, autofluorescent-negative, CD11c^+^MHCII^+^CD11b^+^ TOMATO^+^, or TOMATO^−^ cells. In some experiments, DCs were further subset based on ESAM and RORγt expression, as indicated. In experiments comparing cDC2 from SPF and GF mice, cDC2 were sorted from CD11c-enriched splenocytes as live, single, autofluorescence-negative, CD11c^+^MHCII^+^CD11b^+^ cells. Sorted cells were incubated in the wells of a V-bottom 96-well plate with 10 μg/mL chicken OVA peptide (OVA_323–339_, InvivoGen) for 3 h in complete medium (prepared as indicated above). After washing two times to remove any residual OVA_323–339_ DCs were resuspended in complete medium, serially diluted, and co-cultured at the indicated ratios with naive CTV-labeled OT-II cells from adult mice. Naive OT-II cells were isolated as described above and labeled with CTV (Thermo Fisher Scientific). First, OT-II cells were resuspended in PBS at 20 × 10^6^ cells/mL and an equal volume of CTV working solution was added to a final concentration of 5 mM. Cells were incubated for 20 min at 37 °C in the dark and were mixed at the midpoint of the incubation. An excess of pre-warmed complete medium was added and after a 5 min incubation, cells were washed with PBS. Cultures were supplemented with 20 ng/mL IL-12 (PeproTech) and 10 μg/mL anti-IL-4 (Biolegend) for Th1; 5 ng/mL TGF-β, 10 μg/mL anti-IL-4, and 10 μg/mL anti-IFN-γ for Treg; 5 ng/mL TGF-β, 20 ng/mL IL-6, 10 μg/mL anti-IL-4, and 10 μg/mL anti-IFN-γ (all Biolegend) for Th17 conditions. After 3.5 days of culture, supernatant was collected from each well and cells were restimulated with 10 ng/mL phorbol 12-myristate 13-acetate (PMA) (Calbiochem) and 1 μg/mL ionomycin (Sigma-Aldrich) for 5 h. After 2 h, brefeldin A (5 μg/mL, Biolegend) was added for the remaining 3 h. Cytokines and Foxp3 expression were detected by intracellular staining. Cytokine secretion in culture supernatants was quantified using LEGENDplex^TM^ Mouse Th Cytokine Panel (Biolegend) according to the manufacturer’s instructions. For co-culture experiments with OVA, DCs were sorted as above resuspended in complete medium in the wells of a V-bottom 96-well plate, serially diluted and co-cultured at the indicated ratios with CTV-labeled naive OT-II cells in the presence of 20 μg/mL OVA (Hyglos). After 4 days of culture, cytokine production was assessed as above.

### Antigen targeting

Antigen targeting was performed as described^25,107^. To establish targeting specificity 2-week-old *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were injected intraperitoneally (i.p.) with 10 μg αDCIR2-OVA or 10 μg OVA coupled isotype control antibody. Mice were killed 12 h later and splenocytes were isolated by mechanically disrupting the spleens through a 70 µm strainer and washing once with PBS containing 1% FCS. Splenic single-cell suspensions were then enriched for CD11c^+^ cells by positive selection using anti-CD11c magnetic beads and LS columns (Miltenyi). PBS containing 1% FCS was used throughout the procedures of isolation, enrichment and preparation of cells for sorting. TOM^+^ cDC2 and TOM^−^ DC2 were sorted as CD11c^+^B220^−^Ly6G^−^Ly6C^−^CD90.2^-^CD11b^+^ TOMATO^+^ or TOMATO^−^ cells and cDC1 were sorted as CD11c^high^B220^−^Ly6G^−^ Ly6C^−^CD90.2^-^CD24^+^XCR-1^+^ cells. Sorted DCs were co-cultured with CTV-labeled naive CD90.1 OT-II cells in complete medium. After 3.5 days, supernatant was collected from each well and OT-II proliferation analyzed by flow cytometry. For targeting experiments with adjuvant, 2-week-old and adult, *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were injected i.p. with 10 μg of αDCIR2-OVA plus 0.2 μg/g body weight of CpG-B ODN 1826 (Sigma-Aldrich). DC populations were sorted and co-cultured with CTV-labeled naive CD90.1 OT-II cells as above. After 3.5 days, OT-II cells were restimulated with PMA/ionomycin for 5 h in the presence of Brefeldin A and cytokine production and Foxp3 expression assessed by flow cytometry as described above. T-cell proliferation, cytokine production after restimulation, and quantification of secreted cytokines in culture supernatants were assessed as above.

### TOMATO stability in vitro

TOM^+^ cDC2 and TOM^−^ DC2 from 1-week-old *Clec9a*^*cre/cre*^*Rosa*^*TOM*^ mice were sorted as above. Cells (2.5 × 10^3^) were seeded in 200 μL complete medium together with 10^5^ total splenocytes from CD45.1 congenic mice. Cultures were supplemented with 50 ng/mL murine recombinant GM-CSF (PeproTech) and 200 ng/mL murine recombinant FLT3L (R&D Systems). After 24 h, cells were collected and analyzed by flow cytometry.

### In vitro phagocytosis

CD11c-enriched splenocytes (5 × 10^4^) from 2-week-old and adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice cells were cultured with beads (FluoSpheres®, Polystyrene Microspheres, 1.0 μm, yellow–green fluorescent (505/515)), Invitrogen) at a 50 : 1 bead to cell ratio for 2 h at 37 °C in humidified atmosphere containing 5% CO_2_ in complete medium. To inhibit phagocytosis, cells were pre-treated with 10 µg/ml cytochalasin D (Sigma-Aldrich) for 1 h at 37 °C. After incubation, antibody staining for surface epitopes was performed as described above and phagocytosis of beads by cDC2 was quantified by flow cytometry.

### In vitro stimulation and cytokine production

TOM^+^ cDC2 and TOM^−^ DC2 from 2-week-old *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice and TOM^+^ cDC2 from adult *Clec9a*^*cre/+*^*Rosa*^*TOM*^ mice were sorted as above. Then, 0.7 × 10^6^ cells/mL were stimulated in a total volume of 50 μL complete medium in 96-well V-bottom plates with 0.5 μg/mL CpG-B ODN 1826 (Sigma). After 18–20 h, cytokine secretion was quantified using LEGENDplex^TM^ Mouse Inflammation Panel and LEGENDplex^TM^ Mouse Cytokine Panel 2 for IL-12p40 (both from Biolegend) according to the manufacturer’s instructions.

### Statistical analysis

Statistical significance was calculated in Prism 7 software (GraphPad) using two-tailed *t*-test with Welch’s correction (unless otherwise stated) or two-tailed paired *t*-test. For multiple comparisons, one-way analysis of variance with Tukey’s test (unless otherwise stated) was performed. A *p*-value < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its Supplementary Files. Raw data are available from the authors upon reasonable request. Datasets related to bulk and single-cell sequencing experiments that were generated and analyzed for the current study have been deposited and made publicly available in the Gene Expression Omnibus under the accession number GSE151595. The sequences of iCRE and Tomato used for the single-cell RNA sequencing analysis are publicly available and can be found under the GenBank IDs AY056050.1 and AY678269.1, respectively. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Whittaker E, Goldblatt D, McIntyre P, Levy O (2018). Neonatal immunization: rationale, current future prospects. Front. Immunol..

[2] Zaghouani H, Hoeman CM, Adkins B (2009). Neonatal immunity: faulty T-helpers and the shortcomings of dendritic cells. Trends Immunol..

[3] Zhang X, Zhivaki D, Lo-Man R (2017). Unique aspects of the perinatal immune system. Nat. Rev. Immunol..

[4] Coffman RL, Sher A, Seder RA (2010). Vaccine adjuvants: putting innate immunity to work. Immunity.

[5] Guilliams M (2014). Dendritic cells, monocytes and macrophages: a unified nomenclature based on ontogeny. Nat. Rev. Immunol..

[6] Merad M, Sathe P, Helft J, Miller J, Mortha A (2013). The dendritic cell lineage: ontogeny and function of dendritic cells and their subsets in the steady state and the inflamed setting. Annu. Rev. Immunol..

[7] Lehmann C (2016). Direct delivery of antigens to dendritic cells via antibodies specific for endocytic receptors as a promising strategy for future therapies. Vaccines.

[8] Kastenmuller W, Kastenmüller K, Kurts C, Seder RA (2014). Dendritic cell-targeted vaccines-hope or hype?. Nat. Rev. Immunol..

[9] Dakic A (2004). Development of the dendritic cell system during mouse ontogeny. J. Immunol..

[10] Sun C-M, Fiette L, Tanguy M, Leclerc C, Lo-Man R (2003). Ontogeny and innate properties of neonatal dendritic cells. Blood.

[11] Prabhu SB (2016). Comparison of human neonatal and adult blood leukocyte subset composition phenotypes. PLoS ONE.

[12] Muthukkumar S, Goldstein J, Stein KE (2000). The ability of B cells and dendritic cells to present antigen increases during ontogeny. J. Immunol..

[13] Langrish CL, Buddle JC, Thrasher AJ, Goldblatt D (2002). Neonatal dendritic cells are intrinsically biased against Th-1 immune responses. Clin. Exp. Immunol..

[14] Goriely S (2001). Deficient IL-12(p35) gene expression by dendritic cells derived from neonatal monocytes. J. Immunol..

[15] Granot T (2017). Dendritic cells display subset and tissue-specific maturation dynamics over human life. Immunity.

[16] Lee H-H (2008). Delayed maturation of an IL-12–producing dendritic cell subset explains the early Th2 bias in neonatal immunity. J. Exp. Med..

[17] Torres D (2016). IL-12p40/IL-10 producing preCD8α/Clec9A+ dendritic cells are induced in neonates upon *Listeria monocytogenes* infection. PLoS Pathog..

[18] Upham JW (2002). Development of interleukin-12-producing capacity throughout childhood. Infect. Immun..

[19] Vollstedt S (2003). Flt3 ligand–treated neonatal mice have increased innate immunity against intracellular pathogens and efficiently control virus infections. J. Exp. Med..

[20] Vollstedt S (2004). Treatment of neonatal mice with Flt3 ligand leads to changes in dendritic cell subpopulations associated with enhanced IL-12 and IFN-α production. Eur. J. Immunol..

[21] Durai V, Murphy KM (2016). Functions of murine dendritic cells. Immunity.

[22] Hildner K (2008). Batf3 deficiency reveals a critical role for CD8α+ dendritic cells in cytotoxic T cell immunity. Science.

[23] Reis e Sousa C (1997). In vivo microbial stimulation induces rapid CD40 ligand-independent production of interleukin 12 by dendritic cells and their redistribution to T cell areas. J. Exp. Med..

[24] Mashayekhi M (2011). CD8α+ dendritic cells are the critical source of interleukin-12 that controls acute infection by *Toxoplasma gondii* Tachyzoites. Immunity.

[25] Dudziak D (2007). Differential antigen processing by dendritic cell subsets in vivo. Science.

[26] Shin C (2016). Intrinsic features of the CD8α− dendritic cell subset in inducing functional T follicular helper cells. Immunol. Lett..

[27] Persson EK (2013). IRF4 transcription-factor-dependent CD103+CD11b+ dendritic cells drive mucosal T helper 17 cell differentiation. Immunity.

[28] Schlitzer A (2013). IRF4 transcription factor-dependent CD11b+ dendritic cells in human and mouse control mucosal IL-17 cytokine responses. Immunity.

[29] Tussiwand R (2015). Klf4 expression in conventional dendritic cells is required for T helper 2 cell responses. Immunity.

[30] de Kleer IM (2016). Perinatal activation of the interleukin-33 pathway promotes type 2 immunity in the developing lung. Immunity.

[31] Pakalniškytė D, Schraml BU (2017). Tissue-specific diversity and functions of conventional dendritic cells. Adv. Immunol..

[32] Ruckwardt TJ, Morabito KM, Bar-Haim E, Nair D, Graham BS (2018). Neonatal mice possess two phenotypically and functionally distinct lung-migratory CD103+ dendritic cell populations following respiratory infection. Mucosal Immunol..

[33] Lau-Kilby AW (2019). Type I IFN ineffectively activates neonatal dendritic cells limiting respiratory antiviral T-cell responses. Mucosal Immunol..

[34] Papaioannou NE, Pasztoi M, Schraml BU (2019). Understanding the functional properties of neonatal dendritic cells: a doorway to enhance vaccine effectiveness?. Front. Immunol..

[35] Ruckwardt TJ, Malloy AMW, Morabito KM, Graham BS (2014). Quantitative and qualitative deficits in neonatal lung-migratory dendritic cells impact the generation of the CD8+ T cell response. PLoS Pathog..

[36] Sharma P, Levy O, Dowling DJ (2020). The TLR5 agonist Flagellin shapes phenotypical and functional activation of lung mucosal antigen presenting cells in neonatal mice. Front. Immunol..

[37] Gollwitzer ES (2014). Lung microbiota promotes tolerance to allergens in neonates via PD-L1. Nat. Med..

[38] Bachus H (2019). Impaired tumor-necrosis-factor-α-driven dendritic cell activation limits lipopolysaccharide-induced protection from allergic inflammation in infants. Immunity.

[39] Lewis SM, Williams A, Eisenbarth SC (2019). Structure and function of the immune system in the spleen. Sci. Immunol..

[40] Popescu D-M (2019). Decoding human fetal liver haematopoiesis. Nature.

[41] Schulz C (2012). A lineage of myeloid cells independent of Myb and hematopoietic stem cells. Science.

[42] Gentek R (2018). Hemogenic endothelial fate mapping reveals dual developmental origin of mast cells. Immunity.

[43] McGovern N (2017). Human fetal dendritic cells promote prenatal T-cell immune suppression through arginase-2. Nature.

[44] Naik SH (2007). Development of plasmacytoid and conventional dendritic cell subtypes from single precursor cells derived in vitro and in vivo. Nat. Immunol..

[45] Onai N (2007). Identification of clonogenic common Flt3+M-CSFR+ plasmacytoid and conventional dendritic cell progenitors in mouse bone marrow. Nat. Immunol..

[46] Breton G (2015). Circulating precursors of human CD1c+ and CD141+ dendritic cells. J. Exp. Med..

[47] Lee J (2015). Restricted dendritic cell and monocyte progenitors in human cord blood and bone marrow. J. Exp. Med..

[48] Schraml BU (2013). Genetic tracing via DNGR-1 expression history defines dendritic cells as a hematopoietic lineage. Cell.

[49] Liu K (2009). In vivo analysis of dendritic cell development and homeostasis. Science.

[50] Caminschi I (2008). The dendritic cell subtype-restricted C-type lectin Clec9A is a target for vaccine enhancement. Blood.

[51] Joffre, O. P., Sancho, D., Zelenay, S., Keller, A. M. & Reis e Sousa, C. Efficient and versatile manipulation of the peripheral CD4+ T-cell compartment by antigen targeting to DNGR-1/CLEC9A. *Eur. J. Immunol*. **40**, 1255–1265 (2010)..10.1002/eji.201040419PMC306498120333625

[52] Sancho D (2008). Tumor therapy in mice via antigen targeting to a novel, DC-restricted C-type lectin. J. Clin. Invest..

[53] Cabeza-Cabrerizo M (2019). Tissue clonality of dendritic cell subsets and emergency DCpoiesis revealed by multicolor fate mapping of DC progenitors. Sci. Immunol..

[54] Salei N (2020). The kidney contains ontogenetically distinct dendritic cell and macrophage subtypes throughout development that differ in their inflammatory properties. J. Am. Soc. Nephrol..

[55] Meredith MM (2012). Expression of the zinc finger transcription factor zDC (Zbtb46, Btbd4) defines the classical dendritic cell lineage. J. Exp. Med.

[56] Satpathy AT (2012). Zbtb46 expression distinguishes classical dendritic cells and their committed progenitors from other immune lineages. J. Exp. Med..

[57] Adkins B, Leclerc C, Marshall-Clarke S (2004). Neonatal adaptive immunity comes of age. Nat. Rev. Immunol..

[58] Bachem A (2012). Expression of XCR1 characterizes the Batf3-dependent lineage of dendritic cells capable of antigen cross-presentation. Front. Immunol..

[59] Lau CM (2016). Leukemia-associated activating mutation of Flt3 expands dendritic cells and alters T cell responses. J. Exp. Med..

[60] Bar-On L (2010). CX3CR1+ CD8 + dendritic cells are a steady-state population related to plasmacytoid dendritic cells. Proc. Natl Acad. Sci. USA.

[61] Dicken J (2013). Transcriptional reprogramming of CD11b+Esamhi dendritic cell identity and function by loss of Runx3. PLoS ONE.

[62] Lewis KL (2011). Notch2 receptor signaling controls functional differentiation of dendritic cells in the spleen and intestine. Immunity.

[63] Satpathy AT (2013). Notch2-dependent classical dendritic cells orchestrate intestinal immunity to attaching-and-effacing bacterial pathogens. Nat. Immunol..

[64] Liu J (2013). Non-parallel recombination limits cre-loxP-based reporters as precise indicators of conditional genetic manipulation. Genesis.

[65] McKenna HJ (2000). Mice lacking flt3 ligand have deficient hematopoiesis affecting hematopoietic progenitor cells, dendritic cells, and natural killer cells. Blood.

[66] Böiers C (2013). Lymphomyeloid contribution of an immune-restricted progenitor emerging prior to definitive hematopoietic stem cells. Stem Cell.

[67] Gomez-Perdiguero E (2015). Tissue-resident macrophages originate from yolk-sac-derived erythro-myeloid progenitors. Nature.

[68] Mucenski ML (1991). A functional c-myb gene is required for normal murine fetal hepatic hematopoiesis. Cell.

[69] Ardavín C, Wu L, Li C-L, Shortman K (1993). Thymic dendritic cells and T cells develop simultaneously in the thymus from a common precursor population. Nature.

[70] Becker AM (2012). IRF-8 extinguishes neutrophil production and promotes dendritic cell lineage commitment in both myeloid and lymphoid mouse progenitors. Blood.

[71] Manz MG, Traver D, Miyamoto T, Weissman IL, Akashi K (2001). Dendritic cell potentials of early lymphoid and myeloid progenitors. Blood.

[72] Wu L (2001). Development of thymic and splenic dendritic cell populations from different hemopoietic precursors. Blood.

[73] Izon D (2001). A common pathway for dendritic cell and early B cell development. J. Immunol..

[74] Salvermoser J (2018). Clec9a-mediated ablation of conventional dendritic cells suggests a lymphoid path to generating dendritic cells in vivo. Front. Immunol..

[75] Igarashi H, Gregory SC, Yokota T, Sakaguchi N, Kincade PW (2002). Transcription from the RAG1 locus marks the earliest lymphocyte progenitors in bone marrow. Immunity.

[76] Schlenner SM (2010). Fate mapping reveals separate origins of T cells and myeloid lineages in the thymus. Immunity.

[77] Werner Y (2020). Cxcr4 distinguishes HSC-derived monocytes from microglia and reveals monocyte immune responses to experimental stroke. Nat. Neurosci..

[78] Gibbings SL (2015). Transcriptome analysis highlights the conserved difference between embryonic and postnatal-derived alveolar macrophages. Blood.

[79] Lavin Y (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[80] Smith NL (2018). Developmental origin governs CD8+ T cell fate decisions during infection. Cell.

[81] Mold JE (2010). Fetal and adult hematopoietic stem cells give rise to distinct T cell lineages in humans. Science.

[82] Beaudin AE (2016). A transient developmental hematopoietic stem cell gives rise to innate-like B and T cells. Stem Cell.

[83] Gury-BenAri M (2016). The spectrum and regulatory landscape of intestinal innate lymphoid cells are shaped by the microbiome. Cell.

[84] Robinette ML (2015). Transcriptional programs define molecular characteristics of innate lymphoid cell classes and subsets. Nat. Immunol..

[85] Spits H, Cupedo T (2012). Innate lymphoid cells: emerging insights in development, lineage relationships, and function. Annu. Rev. Immunol..

[86] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[87] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[88] Liu Y, Beyer A, Aebersold R (2016). On the dependency of cellular protein levels on mRNA abundance. Cell.

[89] Shimshek DR (2002). Codon-improved Cre recombinase (iCre) expression in the mouse. Genesis.

[90] Miller JC (2012). Deciphering the transcriptional network of the dendritic cell lineage. Nat. Immunol..

[91] Madisen L (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat. Neurosci..

[92] Brown CC (2019). Transcriptional basis of mouse and human dendritic cell heterogeneity. Cell.

[93] Setty M (2019). Characterization of cell fate probabilities in single-cell data with Palantir. Nat. Biotechnol..

[94] Eberl G, Littman DR (2004). Thymic origin of intestinal αß T cells revealed by fate mapping of RORγt+ cells. Science.

[95] Bazhin AV (2018). Interferon-α up-regulates the expression of PD-L1 molecules on immune cells through STAT3 and p38 signaling. Front. Immunol..

[96] Nguyen-Pham T-N (2011). Type I and II interferons enhance dendritic cell maturation and migration capacity by regulating CD38 and CD74 that have synergistic effects with TLR agonists. Cell. Mol. Immunol..

[97] Xiao X (2016). The costimulatory receptor OX40 inhibits interleukin-17 expression through activation of repressive chromatin remodeling pathways. Immunity.

[98] D’Addio F (2011). The link between the PDL1 costimulatory pathway and Th17 in fetomaternal tolerance. J. Immunol..

[99] Browning LM (2018). TGF-β–mediated enhancement of TH17 cell generation is inhibited by bone morphogenetic protein receptor 1α signaling. Sci. Signal..

[100] Blois SM (2007). A pivotal role for galectin-1 in fetomaternal tolerance. Nat. Med..

[101] Cedeno-Laurent F, Dimitroff CJ (2012). Galectin-1 research in T cell immunity: past, present and future. Clin. Immunol..

[102] Delgoffe GM (2013). Stability and function of regulatory T cells is maintained by a neuropilin-1–semaphorin-4a axis. Nature.

[103] Garín MI (2006). Galectin-1: a key effector of regulation mediated by CD4+CD25+ T cells. Blood.

[104] Heink S (2016). Trans-presentation of IL-6 by dendritic cells is required for the priming of pathogenic TH17 cells. Nat. Immunol..

[105] Jiang H-R (2009). Galectin-3 deficiency reduces the severity of experimental autoimmune encephalomyelitis. J. Immunol..

[106] Lynch JP (2017). Plasmacytoid dendritic cells protect from viral bronchiolitis and asthma through semaphorin 4a–mediated T reg expansion. J. Exp. Med.

[107] Lehmann CHK (2017). DC subset–specific induction of T cell responses upon antigen uptake via Fcγ receptors in vivo. J. Exp. Med..

[108] Kovarik J (2001). Adjuvant effects of CpG oligodeoxynucleotides on responses against T-independent type 2 antigens. Immunology.

[109] Kovarik J (1999). CpG oligodeoxynucleotides can circumvent the Th2 polarization of neonatal responses to vaccines but may fail to fully redirect Th2 responses established by neonatal priming. J. Immunol..

[110] Meyer CU (2015). Dendritic cells change IL-27 production pattern during childhood. BMC Res. Notes.

[111] Leung GA (2019). The lymphoid-associated interleukin 7 receptor (IL7R) regulates tissue-resident macrophage development. Development.

[112] Christensen JL, Wright DE, Wagers AJ, Weissman IL (2004). Circulation and chemotaxis of fetal hematopoietic stem cells. PLoS Biol..

[113] Perdiguero EG, Geissmann F (2016). The development and maintenance of resident macrophages. Nat. Immunol..

[114] Ginhoux F, Guilliams M (2016). Tissue-resident macrophage ontogeny and homeostasis. Immunity.

[115] Schneider C (2019). Tissue-resident group 2 innate lymphoid cells differentiate by layered ontogeny and in situ perinatal priming. Immunity.

[116] Helft J (2017). Dendritic cell lineage potential in human early hematopoietic progenitors. Cell Rep..

[117] Villani A-C (2017). Single-cell RNA-seq reveals new types of human blood dendritic cells, monocytes, and progenitors. Science.

[118] Dress RJ (2019). Plasmacytoid dendritic cells develop from Ly6D+ lymphoid progenitors distinct from the myeloid lineage. Nat. Immunol..

[119] Rodrigues PF (2018). Distinct progenitor lineages contribute to the heterogeneity of plasmacytoid dendritic cells. Nat. Immunol..

[120] Schraml BU, Reis E, Sousa C (2015). ScienceDirect defining dendritic cells. Curr. Opin. Immunol..

[121] Gosselin D (2017). An environment-dependent transcriptional network specifies human microglia identity. Science.

[122] Gosselin D (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[123] van de Laar L (2016). Yolk sac macrophages, fetal liver, and adult monocytes can colonize an empty niche and develop into functional tissue-resident macrophages. Immunity.

[124] Janela B (2019). A subset of type I conventional dendritic cells controls cutaneous bacterial infections through VEGFα-mediated recruitment of neutrophils. Immunity.

[125] Leylek R (2019). Integrated cross-species analysis identifies a conserved transitional dendritic cell population. Cell Rep..

[126] Briseño CG (2018). Notch2-dependent DC2s mediate splenic germinal center responses. Proc. Natl Acad. Sci. USA.

[127] Hirahara K (2012). Interleukin-27 priming of T cells controls IL-17 production in trans via induction of the ligand PD-L1. Immunity.

[128] Francisco LM, Sage PT, Sharpe AH (2010). The PD-1 pathway in tolerance and autoimmunity. Immunol. Rev..

[129] Hunter CA (2005). New IL-12-family members: IL-23 and IL-27, cytokines with divergent functions. Nat. Rev. Immunol..

[130] Kilgore AM (2018). IL-27p28 production by XCR1+ dendritic cells and monocytes effectively predicts adjuvant-elicited CD8+ T cell responses. Immunohorizons.

[131] Ng THS (2013). Regulation of adaptive immunity; the role of interleukin-10. Front. Immunol..

[132] Nabhani Al,Z (2019). A weaning reaction to microbiota is required for resistance to immunopathologies in the adult. Immunity.

[133] Bogaert D, Weinberger D, Thompson C, Lipsitch M, Malley R (2009). Impaired innate and adaptive immunity to *Streptococcus pneumoniae* and its effect on colonization in an infant mouse model. Infect. Immun..

[134] Tsai M-H (2017). Clinical and microbiological characteristics, and impact of therapeutic strategies on the outcomes of children with candidemia. Sci. Rep..

[135] Fedele, G., Cassone, A. & Ausiello, C. M. T-cell immune responses to *Bordetella pertussis* infection and vaccination. *Pathog. Dis*. **73**, ftv051 (2015).10.1093/femspd/ftv05126242279

[136] Vogel K (2018). Developmental induction of human T-cell responses against *Candida albicans* and *Aspergillus fumigatus*. Sci. Rep..

[137] Srinivas S (2001). Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. BMC Dev. Biol..

[138] Qian B-Z (2011). CCL2 recruits inflammatory monocytes to facilitate breast-tumour metastasis. Nature.

[139] McCormack MP, Forster A, Drynan L, Pannell R, Rabbitts TH (2003). The LMO2 T-cell oncogene is activated via chromosomal translocations or retroviral insertion during gene therapy but has no mandatory role in normal T-cell Development. Mol. Cell Biol..

[140] Barnden MJ, Allison J, Heath WR, Carbone FR (1998). Defective TCR expression in transgenic mice constructed using cDNA-based α- and β-chain genes under the control of heterologous regulatory elements. Immunol. Cell Biol..

[141] Lochner M (2008). In vivo equilibrium of proinflammatory IL-17+and regulatory IL-10+Foxp3+RORγt+T cells. J. Exp. Med..

[142] Muzumdar MD, Tasic B, Miyamichi K, Li L, Luo L (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[143] Luche, H., Weber, O., Rao, T. N., Blum, C. & Fehling, H. J. Faithful activation of an extra-bright red fluorescent protein in ‘knock-in’ Cre-reporter mice ideally suited for lineage tracing studies. *Eur. J. Immunol*. **37**, 43–53 (2007)..10.1002/eji.20063674517171761

[144] Muller U (1994). Functional role of type I and type II interferons in antiviral defense. Science.

[145] Bajénoff M, Glaichenhaus N, Germain RN (2008). Fibroblastic reticular cells guide T lymphocyte entry into and migration within the splenic T cell zone. J. Immunol..

[146] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[147] Dobin A (2012). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[148] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[149] Zhu A, Ibrahim JG, Love MI (2018). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

# Supplementary material for: Environmental signals rather than layered ontogeny imprint the function of type 2 conventional dendritic cells in young and adult mice
**Source:** Nat Commun. 2021 Jan 19;12:464. doi: 10.1038/s41467-020-20659-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

Environmental signals rather than layered ontogeny imprint the function of type 2 conventional dendritic cells in young and adult mice

**First author:** Nikos E. Papaioannou

Supplementary Figure 1

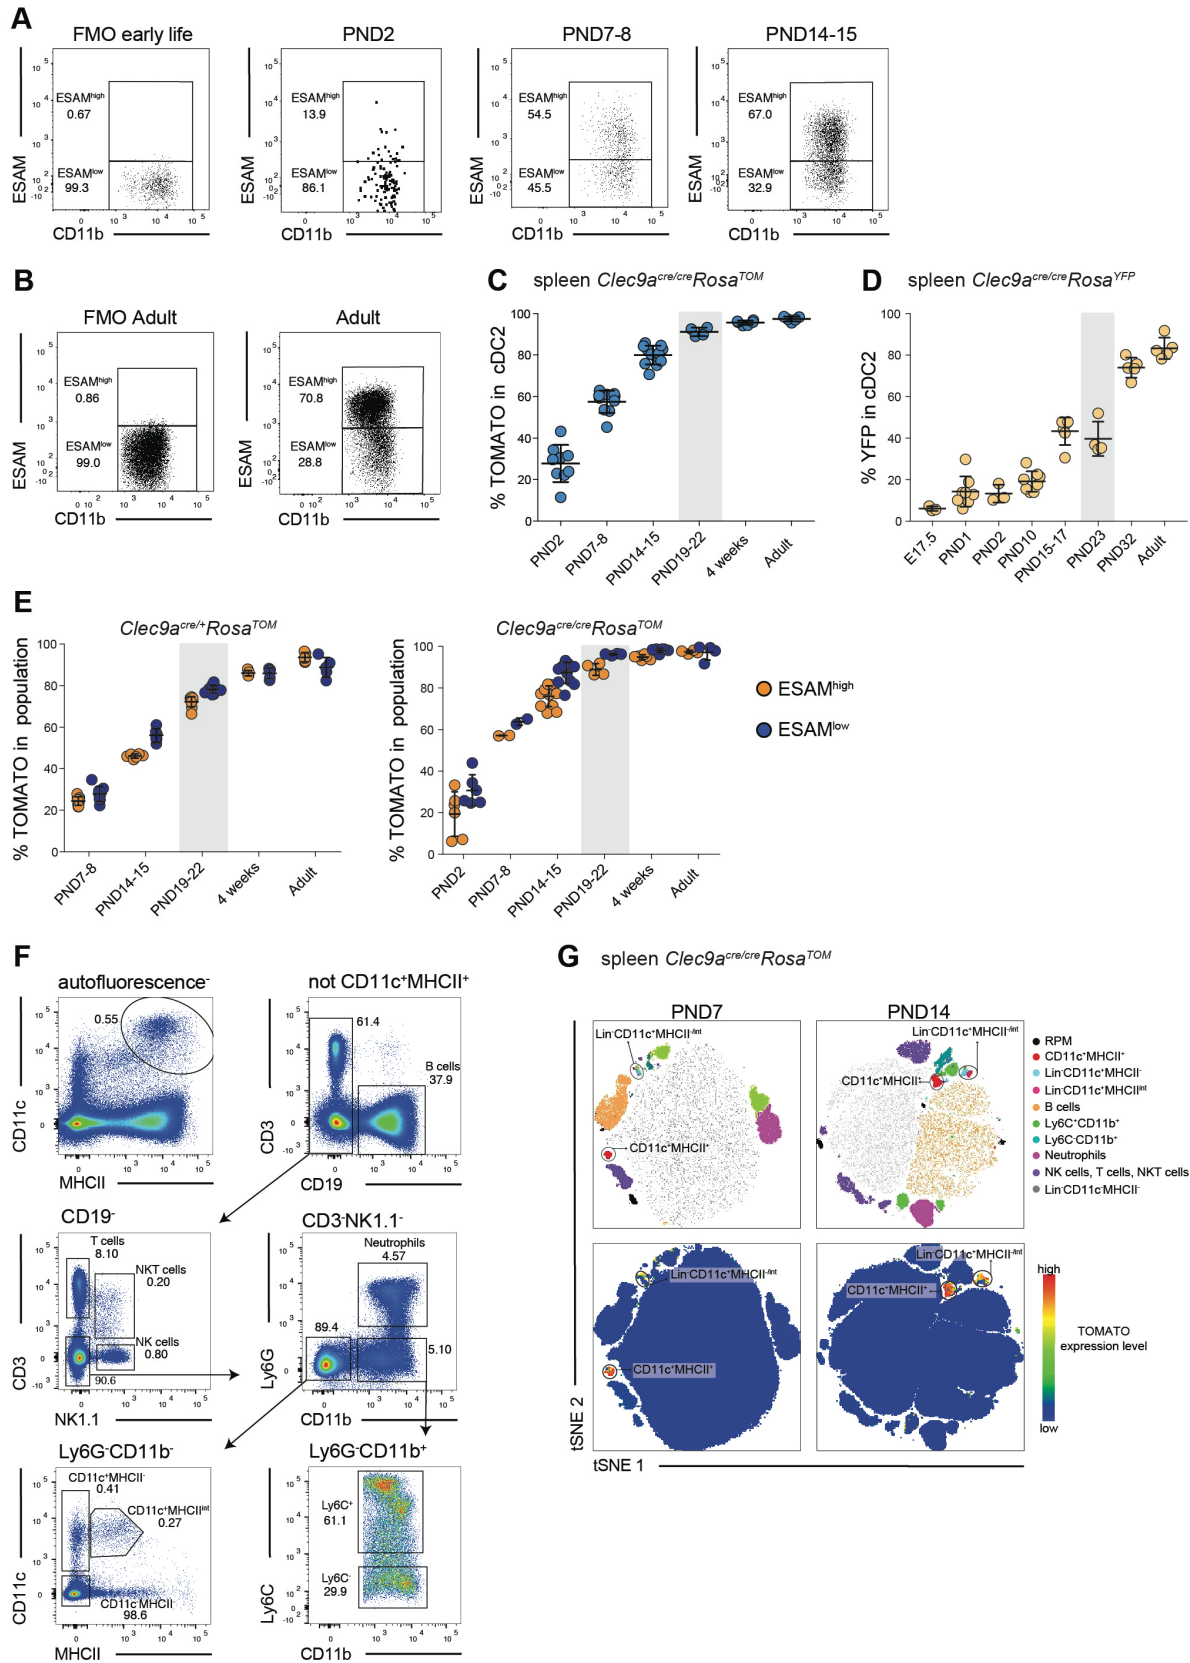

**Supplementary Figure 1. *Clec9<sup>cre</sup>* mice faithfully trace cDCs in early life.** (A, B) Splenic cDC2 (CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>+</sup>) from *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* or *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice of the indicated ages were analyzed for ESAM expression. Fluorescence minus one (FMO) controls used to set the gates are shown. (C-E) Splenic cDC2 from *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* (C) and *Clec9a<sup>cre/cre</sup>Rosa<sup>YFP</sup>* mice (D) were analyzed for TOMATO and YFP expression at the indicated ages (n=9, PND2; n=10, PND7-8; n=12, PND14-15; n=4, PND19-22; n=6, 4 weeks; n=5, adult (C) and n=3, E17.5; n=8, PND1; n=3, PND2; n=8, PND10; n=6, PND15-17; n=4, PND23; n=5, PND32; n=5, adult (D)). (E) Splenic ESAM<sup>high</sup> and ESAM<sup>low</sup> cDC2 from *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* (left) and *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* (right) mice were analyzed for TOMATO expression at the indicated ages (n=9, PND7-8; n=6, PND14-15; n=10, PND19-22; n=5, 4 weeks; n=5, adult for left plot and n=6, PND2; n=2, PND7-8; n=12, PND14-15; n=4, PND19-22; n=6, 4 weeks; n=4, adult for right plot). Each dot represents one mouse, horizontal bars represent mean, error bars represent SD, grey rectangles indicate weaning. (F, G) Spleens from one- and two-week-old *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice were analyzed by flow cytometry as indicated, to profile TOMATO expression in lymphoid and myeloid populations. (F) Representative gating strategy. (G) t-Distributed Stochastic Neighbor Embedding (tSNE) of splenocytes from PND7 and PND14 *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice. Cells were clustered independent of TOMATO. Manually gated populations were overlaid on the tSNE plot and indicated by color. Blue-to-red gradient indicates increasing intensity of TOMATO expression. Source data are provided as a Source Data file.

## Supplementary Figure 2

### A Gating strategy for cDC progenitors

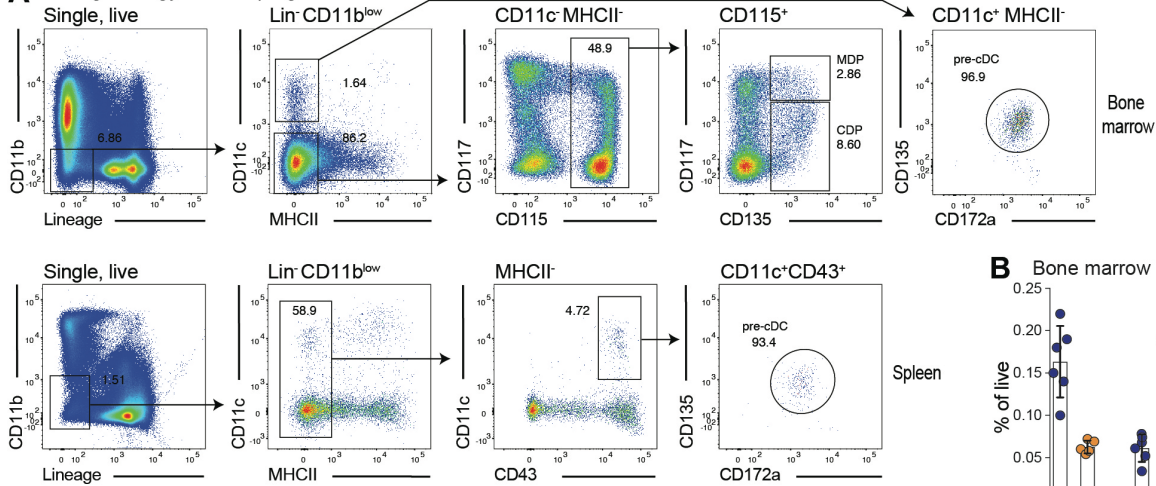

### C Bone marrow

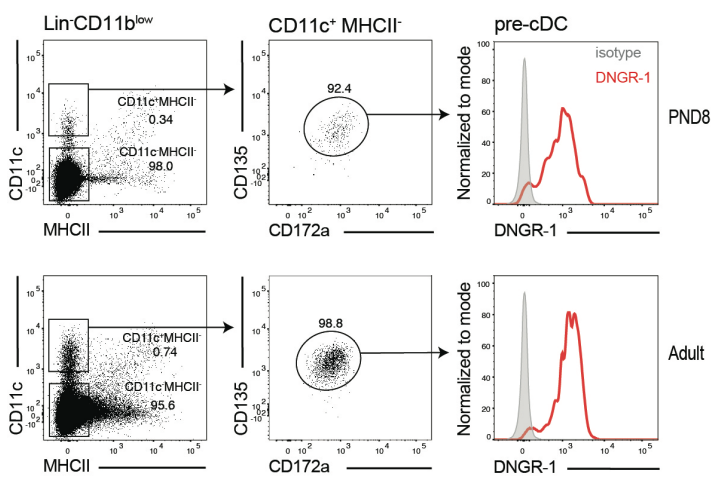

### E Bone marrow

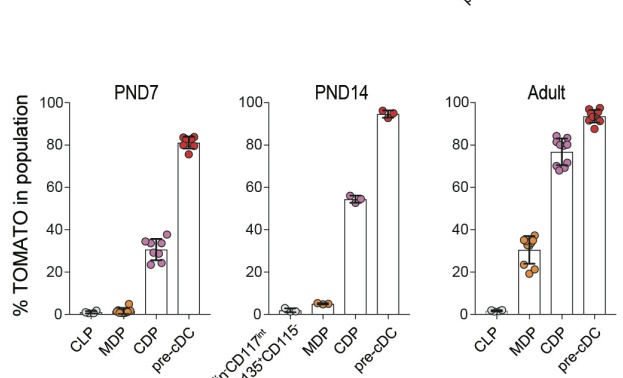

### D Spleen

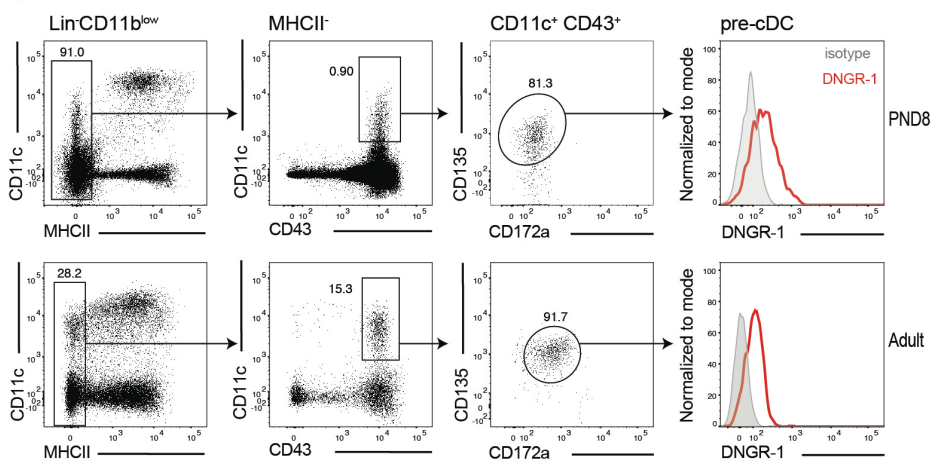

### F Spleen

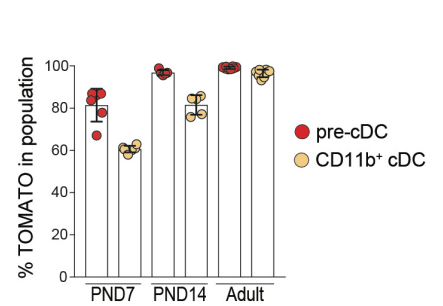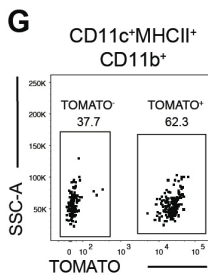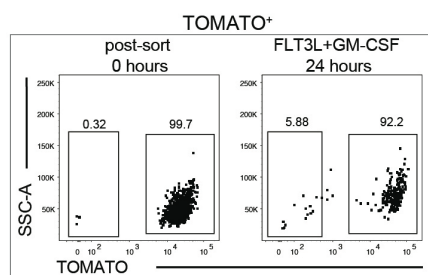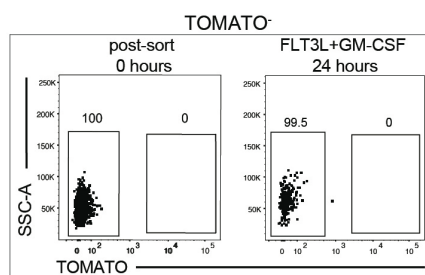

**Supplementary Figure 2. Identification of cDC progenitors in early life.** (A) Representative gating strategy for the identification of cDC progenitors in bone marrow (upper row) and spleen (lower row) of adult mice. (B) Frequency of cDC progenitors as identified in (A) in the bone marrow of wild type mice at the indicated ages (n=6, MDP and CDP PND2; n=3, pre-cDC PND2; n=5, adult). Each dot represents one biological replicate, horizontal bars represent mean, error bars represent SD. (C, D) Bone marrow (C) and spleen (D) from wild type mice of the indicated ages were analyzed by flow cytometry. Lin<sup>-</sup> cells were gated, pre-cDCs were identified as indicated and stained with anti-DNGR-1 (red) or isotype-matched control antibody (grey). Lineage: CD3, B220, NK1.1, CD4, CD8 $\alpha$ , TER119. (E, F) Bone marrow (E) and spleen (F) of *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice was analyzed by flow cytometry at the indicated ages. (E) CLPs (lin<sup>-</sup>CD11b<sup>-</sup>CD115<sup>-</sup>CD117<sup>int</sup>Sca-1<sup>int</sup>CD135<sup>+</sup>CD127<sup>+</sup>), MDPs (lin<sup>-</sup>CD11c<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD115<sup>+</sup>CD135<sup>+</sup>CD117<sup>high</sup>), CDPs (lin<sup>-</sup>CD11c<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD115<sup>+</sup>CD135<sup>+</sup>CD117<sup>low</sup>) and pre-cDCs (lin<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD11c<sup>+</sup>CD135<sup>+</sup>CD172a<sup>int</sup>) were analyzed for TOMATO expression. The lin<sup>-</sup>CD11b<sup>-</sup>CD117<sup>int</sup>CD115<sup>-</sup>CD135<sup>+</sup> fraction of bone marrows that contains CLPs was used to assess TOMATO expression in PND14 and adult mice (n=8, PND7; n=3, PND14; n=10, adult; n=4, CLP PND7 and adult). (F) TOMATO expression was analyzed in splenic pre-cDCs (lin<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD11c<sup>+</sup>CD43<sup>+</sup>CD135<sup>+</sup>CD172a<sup>int</sup>) and CD11b<sup>+</sup> cDCs (n=6, PND7; n=5, PND14; n=8, adult). Each dot represents one mouse, horizontal bars represent mean, error bars represent SD. Lineage: CD3, B220, NK1.1, CD4, CD8 $\alpha$ , TER119. (G) TOM<sup>-</sup> and TOM<sup>+</sup> CD11b<sup>+</sup> cDC2 cells were sorted from spleens of one-week-old *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice and cultured *in vitro* with congenic CD45.1 filler splenocytes in the presence of FLT3L and GM-CSF. After 24 hours, TOM<sup>-</sup> and TOM<sup>+</sup> cells were analyzed for TOMATO labeling. FACS plots show TOMATO labeling in CD11b<sup>+</sup> cDC2 before sorting (left), sort purity of TOMATO<sup>-</sup> and TOMATO<sup>+</sup> fractions (right upper plots) and TOMATO labeling after 24 hours in culture (right bottom plots). Data are representative of two independent experiments with at least 2 biological replicates each. Source data are provided as a Source Data file.

## Supplementary Figure 3

### A *Csf1r<sup>MerCreMer</sup>Rosa<sup>YFP</sup>*

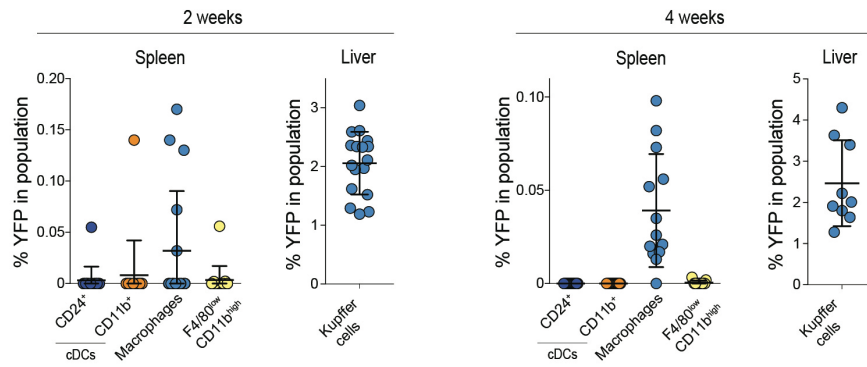

### B *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>*

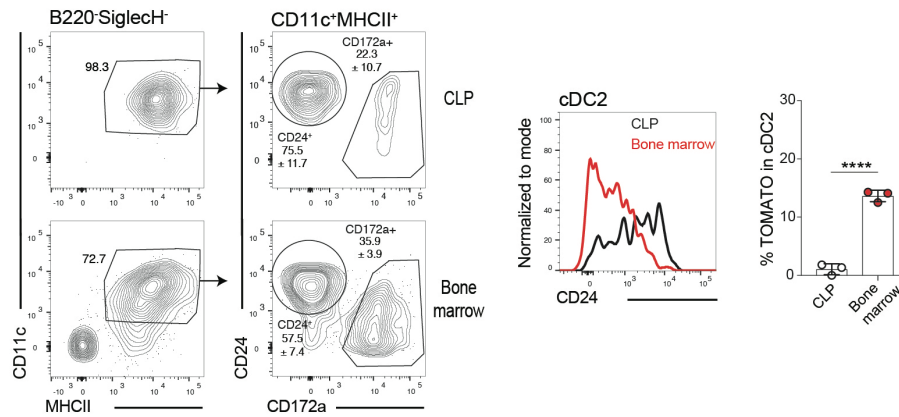

### C *Rag1<sup>cre</sup>Rosa<sup>YFP</sup>*

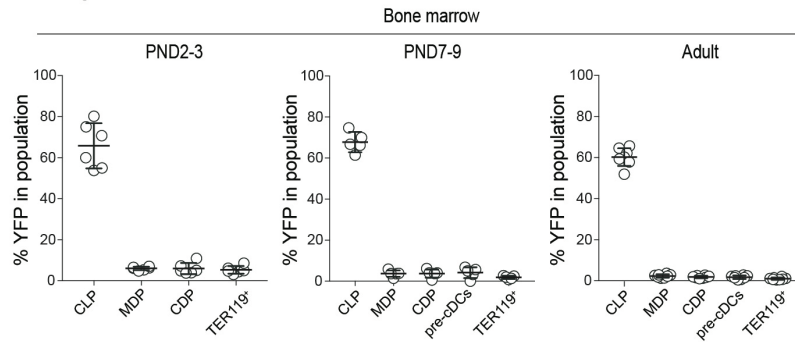

### D *Rag1<sup>cre</sup>Rosa<sup>YFP</sup>*

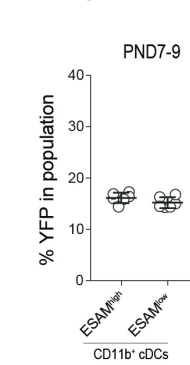

### E *Cxcr4<sup>creER</sup>Rosa<sup>mTmG</sup>*

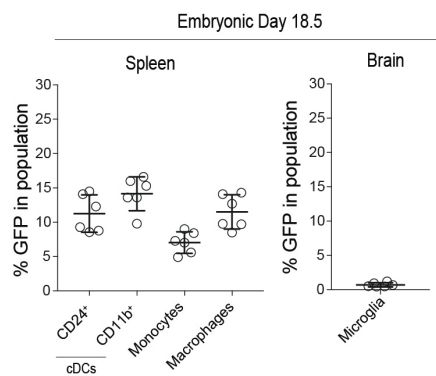

### F PND11 spleen *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>*

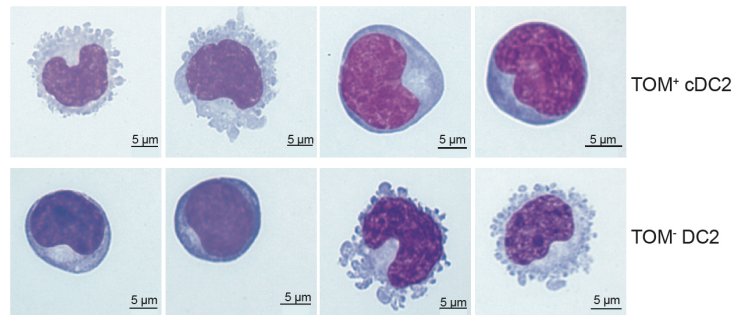

**Supplementary Figure 3. Fate mapping reveals a lymphoid contribution to cDC2 in early life and TOM<sup>-</sup> DC2 morphologically resemble TOM<sup>+</sup> cDC2.** (A) *Csf1r*<sup>Mer-iCre-Mer</sup> dams were mated with male *Rosa*<sup>YFP</sup> mice and injected with 4OH-tamoxifen on E8.5. Spleen and liver from offspring mice were analyzed by flow cytometry two (n=17) or four weeks (n=13, n=9 for liver) after birth. The percentage of YFP<sup>+</sup> cells in the indicated populations is plotted. (B) Unfractionated bone marrow and 10<sup>4</sup> CLPs (lin<sup>-</sup>CD11b<sup>-</sup>CD115<sup>-</sup>CD117<sup>int</sup>CD135<sup>+</sup>CD127<sup>+</sup>B220<sup>-</sup>TOMATO<sup>-</sup>) from adult CD45.2<sup>+</sup> *Clec9a*<sup>cre/+</sup>*Rosa*<sup>TOM</sup> mice were cultured with FLT3L for 7 days in the presence of CD45.1<sup>+</sup> congenic bone marrow filler cells. Left: CD11c<sup>+</sup>MHCII<sup>+</sup> cells were identified by FACS and divided into CD24<sup>+</sup> cDC1 and CD172a<sup>+</sup> cDC2 equivalents. Numbers indicate mean frequency±SD. Middle: Expression of CD24 on cDC2 equivalents. Right: The frequency of TOMATO positive cells in cDC2 equivalents derived from bone marrow and CLP is shown. Data are representative of two independent experiments (n=3). Statistical analysis was performed using two-tailed t test. (C, D) Bone marrow (C) and spleen (D) from *Rag1*<sup>cre</sup>*Rosa*<sup>YFP</sup> mice at the indicated ages was analyzed by flow cytometry. (C) CLPs (lin<sup>-</sup>CD11b<sup>-</sup>CD115<sup>-</sup>CD117<sup>int</sup>Sca-1<sup>int</sup>CD135<sup>+</sup>CD127<sup>+</sup>), MDPs (lin<sup>-</sup>CD11c<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD115<sup>+</sup>CD135<sup>+</sup>CD117<sup>high</sup>), CDPs (lin<sup>-</sup>CD11c<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD115<sup>+</sup>CD135<sup>+</sup>CD117<sup>low</sup>), pre-cDCs (lin<sup>-</sup>MHCII<sup>-</sup>CD11b<sup>low</sup>CD11c<sup>+</sup>CD135<sup>+</sup>CD172a<sup>int</sup>), as well as TER119<sup>+</sup> erythroid cells were analyzed for YFP expression (n=6, PND2-3; n=5, PND7-9; n=8, adult; lineage: Ly6G, CD3, B220, NK1.1, CD8α). (D) cDC2 from spleen of *Rag1*<sup>cre</sup>*Rosa*<sup>YFP</sup> mice on PND7-9 were divided into ESAM<sup>high</sup> and ESAM<sup>low</sup> populations and analyzed for YFP expression (n=6). (E) Male *Cxcr4*<sup>creER</sup> mice were mated with female *Rosa*<sup>mTmG</sup> mice. Pregnant dams were injected with tamoxifen on E12.5. On E18.5 spleen and brain from offspring mice were analyzed by flow cytometry for GFP expression (n=6). Each dot in (A-E) represents one mouse, horizontal bars represent mean, error bars represent SD. \*\*\*\* p<0.0001. (F) Cytopsin analysis of splenic TOM<sup>+</sup> cDC2 and TOM<sup>-</sup> DC2 of 11-day-old *Clec9a*<sup>cre/cre</sup>*Rosa*<sup>TOM</sup> mice. Scale bar 5μm. Data are representative of two independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 4

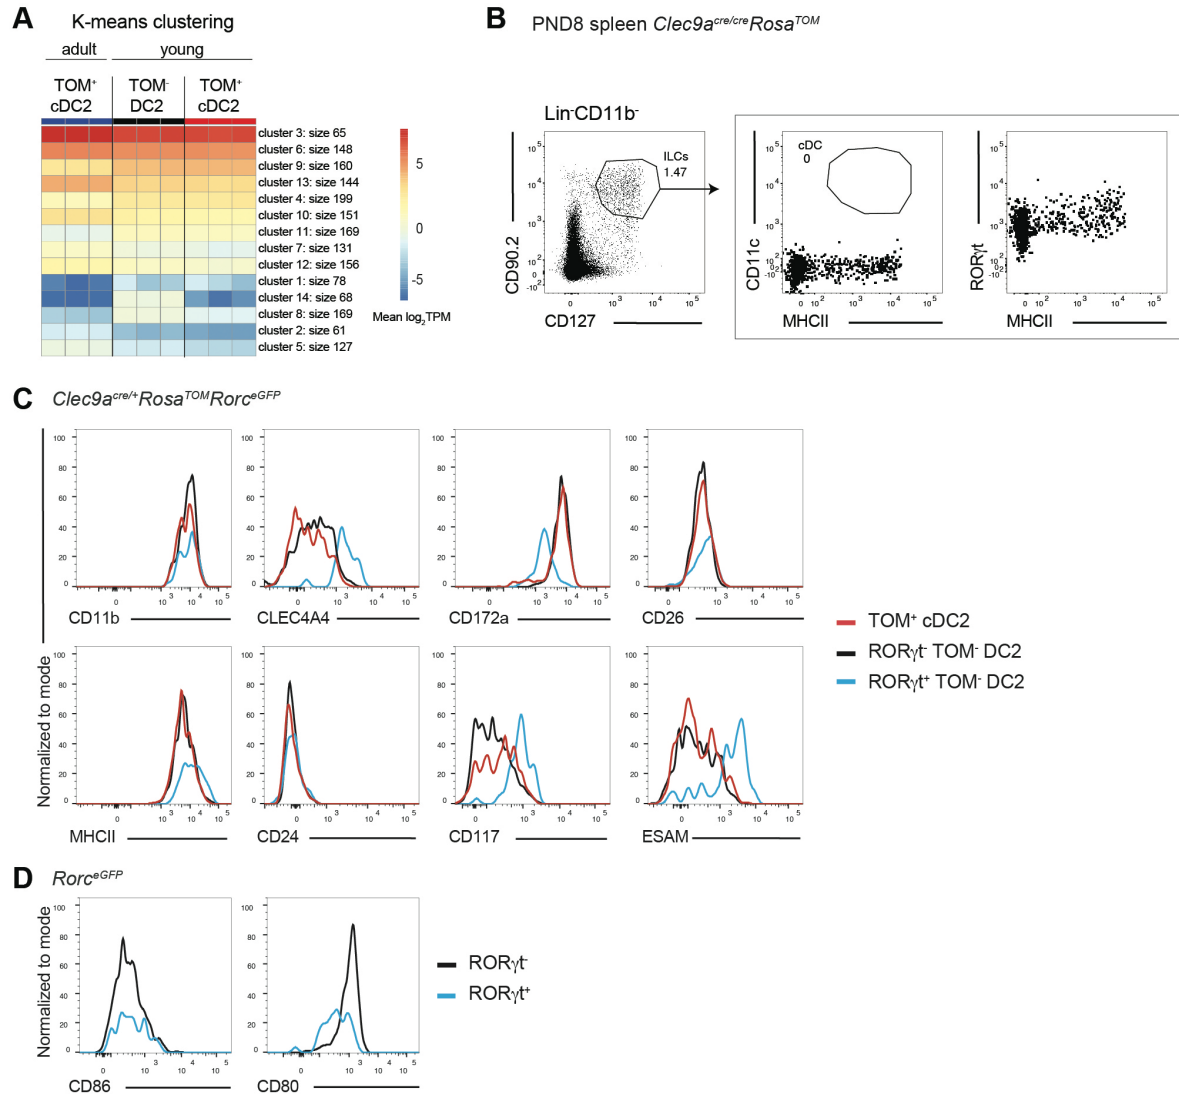

**Supplementary Figure 4. ROR $\gamma$ t<sup>+</sup>TOM<sup>-</sup> DC2 in early life are distinct from ILCs and exhibit phenotypic profile that resembles ESAM<sup>hi</sup> cDC2.** (A) TOM<sup>-</sup> DC2 and TOM<sup>+</sup> cDC2 from 8-day-old and TOM<sup>+</sup> cDC2 from adult *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice were sorted and analyzed by mRNA sequencing. k-means clustering of differentially expressed genes ( $\log_2$  FC >1 and padj <0.05) between TOM<sup>+</sup> cDC2 from young mice, TOM<sup>-</sup> DC2 from young mice and TOM<sup>+</sup> cDC2 from adult mice. Significance of differentially expressed genes was tested using default commands of DESeq2. (B) Splenic ILCs, identified as lin<sup>-</sup> (CD3, B220, NK1.1) CD11b-CD90.2<sup>+</sup>CD127<sup>+</sup>, from one-week-old *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice were analyzed for expression of CD11c, MHCII and ROR $\gamma$ t. Plots are representative of three biological replicates. (C) TOM<sup>+</sup> cDC2 (red), ROR $\gamma$ t<sup>-</sup>TOM<sup>-</sup> DC2 (black) and ROR $\gamma$ t<sup>+</sup>TOM<sup>-</sup> DC2 (blue) from one-week-old *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>Rorc<sup>eGFP</sup>* mice were identified and analyzed for surface expression of the indicated markers. (D) ROR $\gamma$ t<sup>-</sup>CD11b<sup>+</sup> DCs (black) and ROR $\gamma$ t<sup>+</sup>CD11b<sup>+</sup> DCs (blue) from one-week-old *Rorc<sup>eGFP</sup>* mice were identified and compared for expression of indicated surface markers. (C, D) Data are representative of n=2.

**A** Sort strategy for scRNAseq. PND9 spleen *Clec9a<sup>cre/cre</sup> Rosa<sup>Tom</sup>*

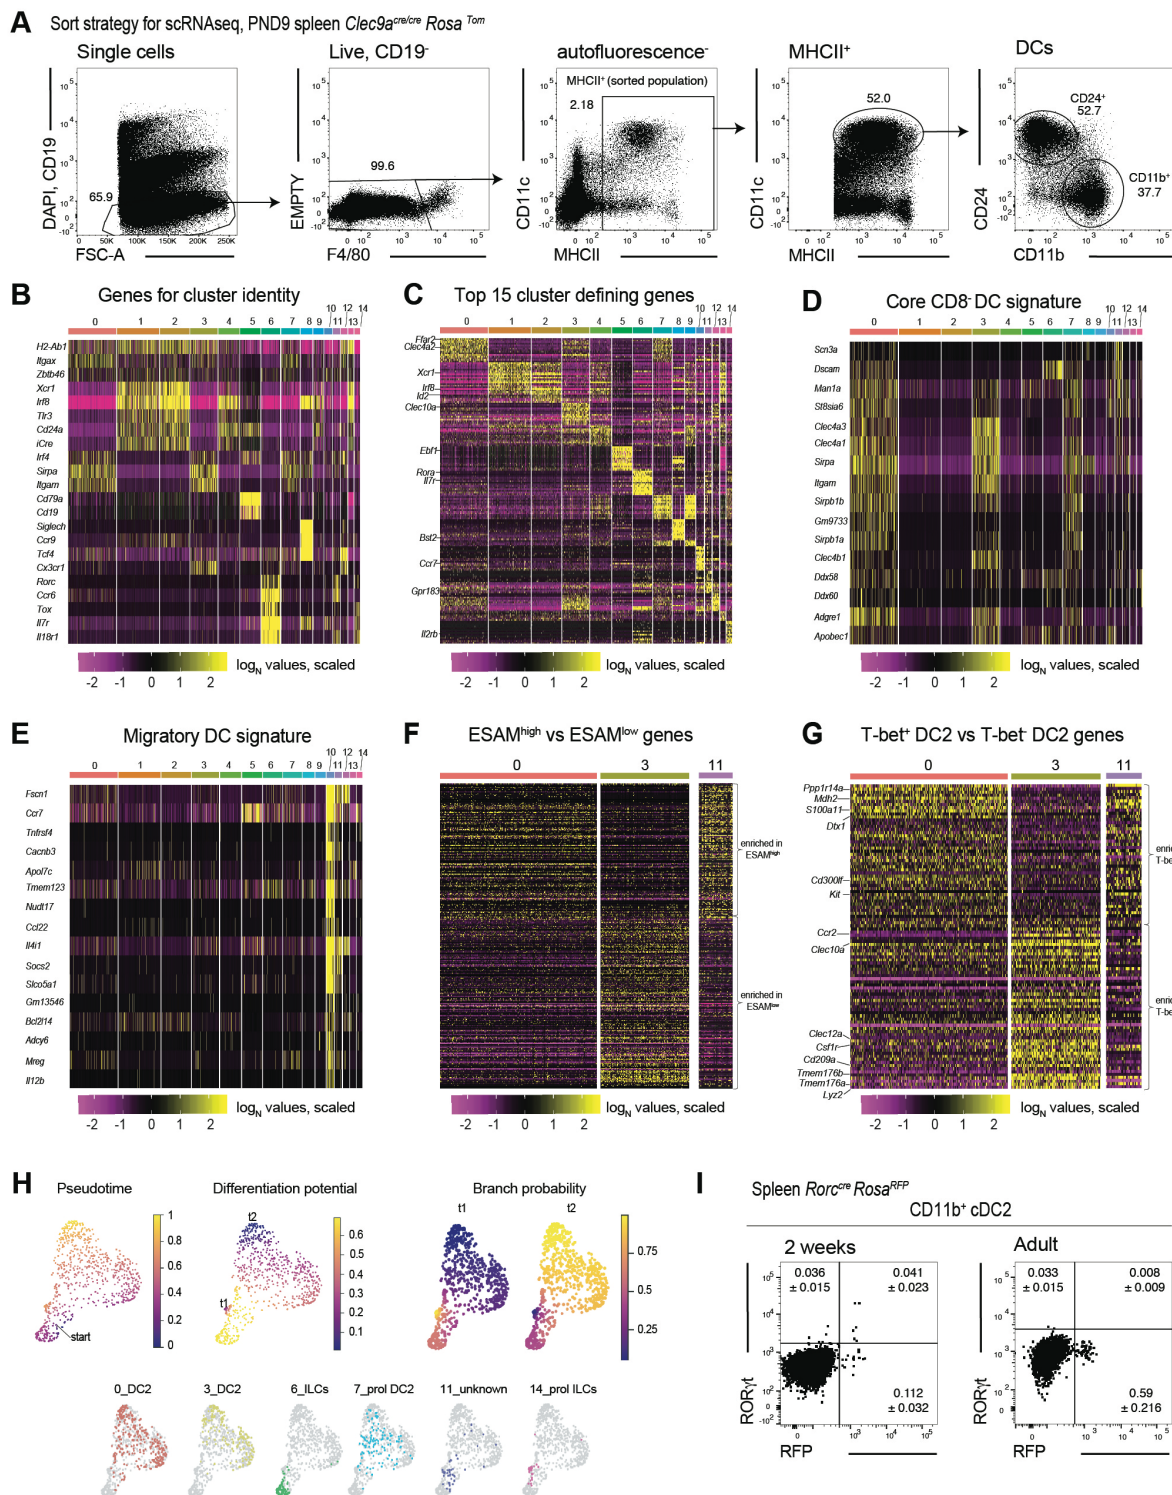

**Supplementary Figure 5. TOM<sup>+</sup> cDC2 and TOM<sup>-</sup> DC2 in early life are transcriptionally identical.** (A) Sort strategy for MHCII<sup>+</sup> cells from spleens of 9-day-old *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice for single cell RNA-seq. (B) Heatmap showing expression of genes used for cluster identification. (C) Heatmap displaying expression of the top 15 cluster defining genes. (D-G) Heatmaps displaying the expression of (D) core CD8<sup>-</sup> DC genes, (E) core migratory DC genes, (F) genes characteristic for ESAM<sup>high</sup> and ESAM<sup>low</sup> cDC2, as well as genes characteristic for T-bet<sup>+</sup> and T-bet<sup>-</sup> cDC2 (G) among cells of indicated clusters. (B-G) Expression is shown in logN values scaled by row. (H) Palantir pseudo-time analysis of differentiation potential and branch probabilities from cluster 11 (upper row). Start point and terminal states are indicated. The positioning of clusters 0, 3, 6, 7, 11 and 14 used for Palantir analysis is shown in tSNE embedding of the diffusion map (lower row). (I) Spleen from two-week-old and adult *Rorc<sup>cre</sup>Rosa<sup>RFP</sup>* mice were analyzed by flow cytometry. CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>+</sup> cDC2 were identified and analyzed for the expression of RORγt and RFP. Numbers represent mean ± SD (n=7, two-week-old; n=4, adult). Source data are provided as a Source Data file.

Supplementary Figure 6

**A** Expression of selected PRRs

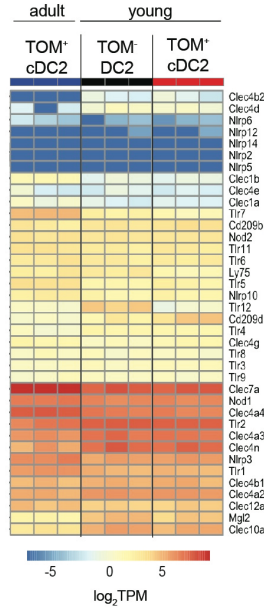

**B**

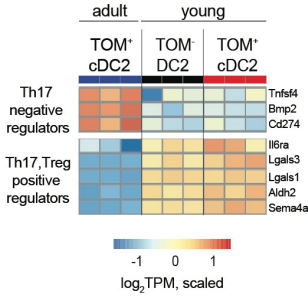

**C**

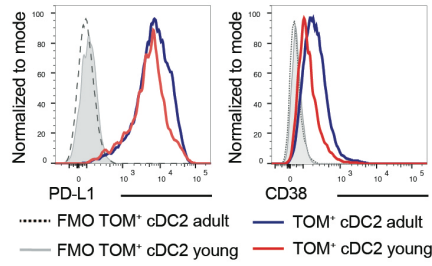

**D**

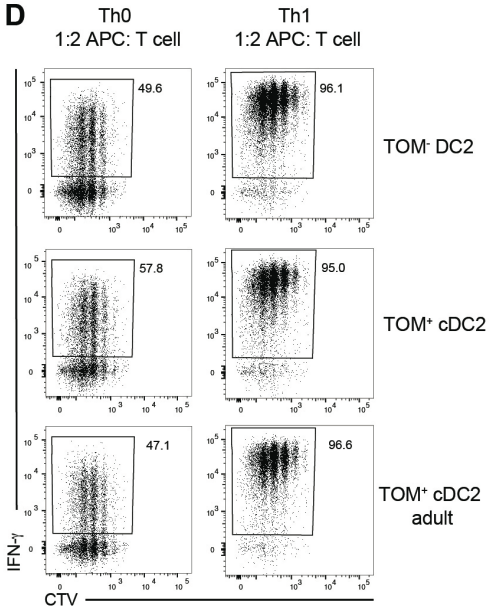

**E**

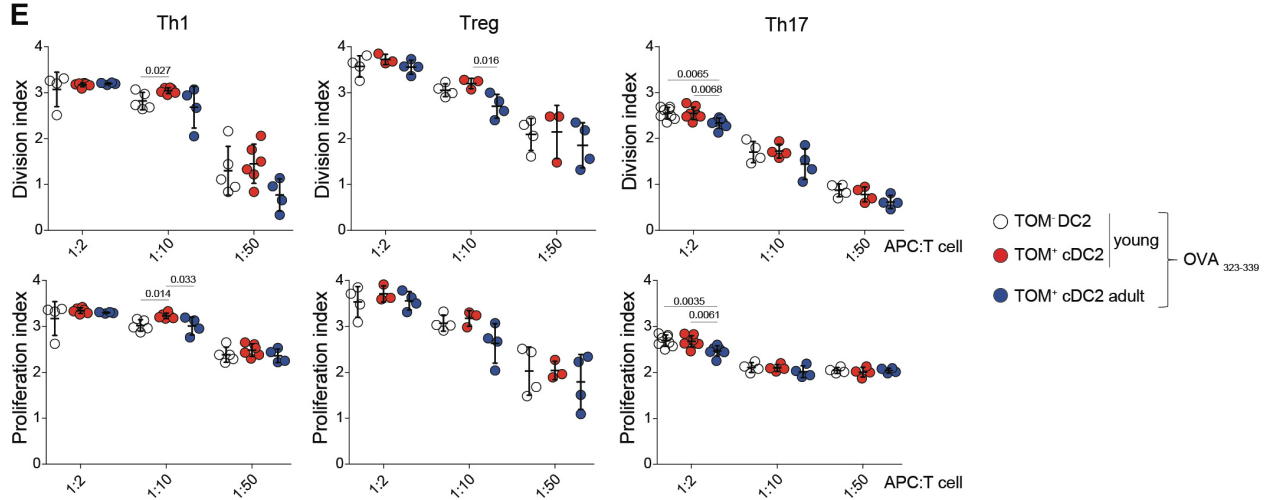

**F**

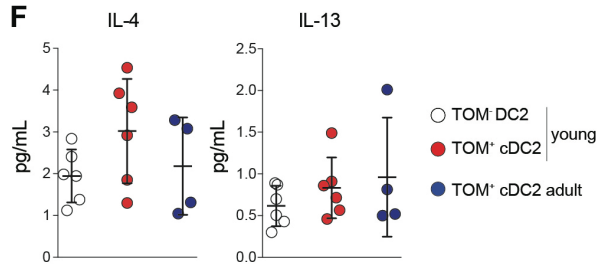

**G**

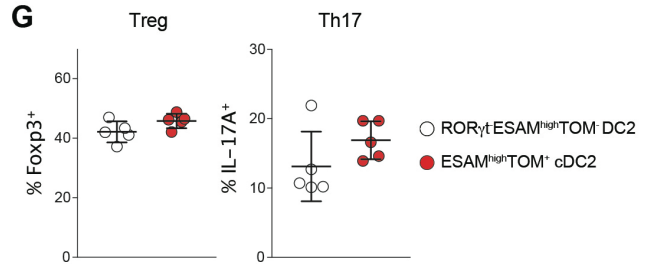

**H**

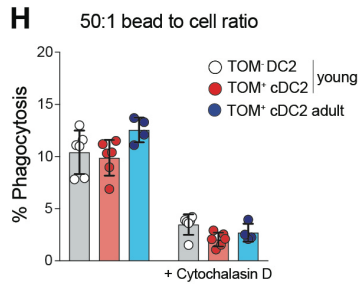

**I**

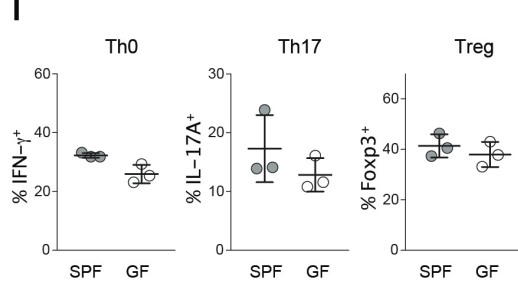

**J**

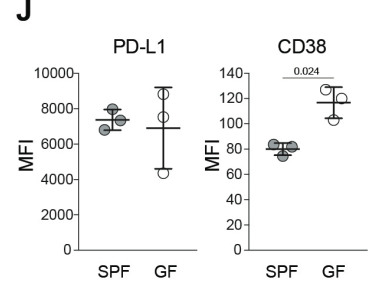

**Supplementary Figure 6. TOM<sup>+</sup> cDC2 and TOM<sup>-</sup> DC2 can prime naïve T cell proliferation comparable to cDC2 from adults. (A, B)** Sort-purified TOM<sup>-</sup> DC2 and TOM<sup>+</sup> cDC2 from 8-day-old and TOM<sup>+</sup> cDC2 from adult *Clec9a<sup>cre/cre</sup>Rosa<sup>TOM</sup>* mice were analyzed by mRNA sequencing. Heatmaps showing expression of selected pattern recognition receptors (log<sub>2</sub>TPM values) **(A)** and genes involved in Th17 and Treg differentiation (log<sub>2</sub>TPM values, scaled by row) **(B)**. **(C)** TOM<sup>+</sup> cDC2 from two-week-old and adult *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* mice were analyzed by flow cytometry for PD-L1 and CD38 expression (n=4-7). **(D-F)** TOM<sup>-</sup> DC2 and TOM<sup>+</sup> cDC2 from two-week-old and TOM<sup>+</sup> cDC2 from adult *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* mice were sorted, pulsed with OVA<sub>323-339</sub> and co-cultured with CTV-labelled OT-II cells as indicated. 3.5 days later OT-II cells were analyzed for cytokine expression **(D)** and cell division **(E)**. **(F)** Cytokine levels in supernatants of OT-II cells co-cultured with the indicated DC2 populations under Th0 conditions. Data in **(D-F)** are pooled from four independent experiments. **(G)** Sort-purified RORγt<sup>+</sup>ESAM<sup>high</sup>TOM<sup>-</sup> DC2 and ESAM<sup>high</sup>TOM<sup>+</sup> cDC2 from two-week-old *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>Rorc-eGFP* mice were co-cultured with CTV-labelled OT-II cells in Treg or Th17 conditions for 3.5 days. The percentage of cytokine or Foxp3 positive proliferated OT-II cells is shown (n=5). **(H)** CD11c-enriched splenocytes from two-week-old (n=6) and adult (n=4) *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* mice were cultured with yellow fluorescent beads at the indicated bead to cell ratio *in vitro* for 2 hours +/- cytochalasin D. Bead uptake was quantified by flow cytometry in TOM<sup>+</sup> cDC2 (Autofluorescence<sup>-</sup>CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>+</sup>TOMATO<sup>+</sup>) and TOM<sup>-</sup> DC2 (Autofluorescence<sup>-</sup>CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>+</sup>TOMATO<sup>-</sup>). **(I)** Sort-purified splenic CD11c<sup>+</sup>MHCII<sup>+</sup>CD11b<sup>+</sup> cDC2 from SPF or GF mice were co-cultured with CTV-labelled OT-II cells as indicated. 3.5 days later proliferated OTII cells were analyzed for cytokines and Foxp3 expression (n=3). **(J)** PD-L1 and CD38 expression on splenic cDC2 from SPF and GF mice (n=3). Each dot represents individual biological replicates **(E-H)** or mice **(I-J)**, horizontal bars represent mean, error bars represent SD. Comparison of TOM<sup>-</sup> DC2 and TOM<sup>+</sup> cDC2 was performed using two-tailed paired t test. Comparison of two-week-old and adult groups was performed using one-way ANOVA. Statistical analysis in **(I-J)** was performed using two-tailed t test. Only statistically significant comparisons are indicated. Source data are provided as a Source Data file.

Supplementary Figure 7

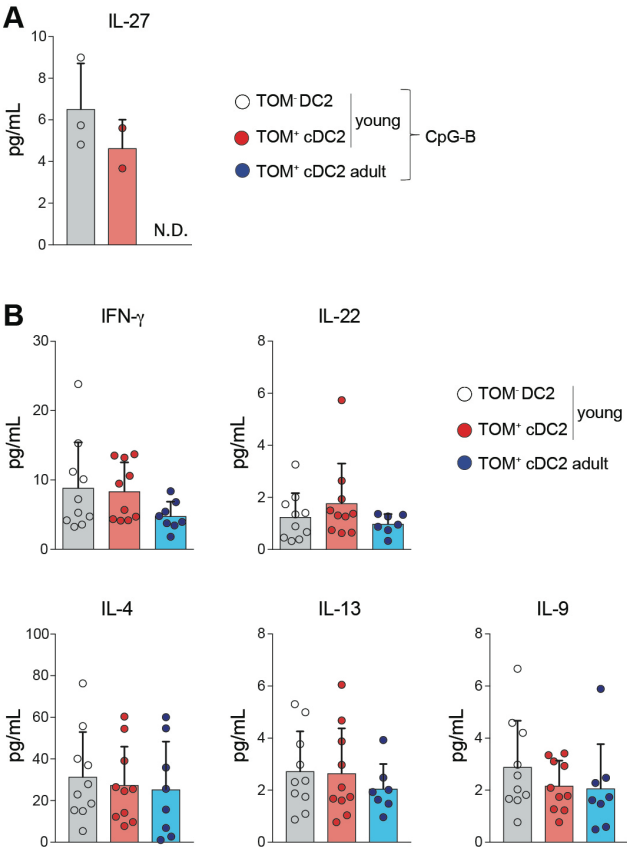

**Supplementary Figure 7. Early life cDC2 show distinct responsiveness to CpG and induce distinct T cell responses upon targeted antigen delivery compared to adult life cDC2. (A)** TOM<sup>+</sup> cDC2 and TOM<sup>-</sup> DC2 from two-week-old and TOM<sup>+</sup> cDC2 from adult *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* mice were sorted and stimulated with CpG-B. Cytokine production was analyzed 18-20h later (n=4, with IL-27 detected in 3 out of 4 replicates from two-week-old TOM<sup>-</sup> DC2, 2 out of 4 replicates from two-week-old TOM<sup>+</sup> cDC2, while it was not detected in supernatants from adult TOM<sup>+</sup> cDC2). Each dot represents one biological replicate. **(B)** Two-week-old and adult *Clec9a<sup>cre/+</sup>Rosa<sup>TOM</sup>* mice were injected i.p. with anti-DCIR2-OVA antibody plus CpG-B. After 12 hours DC populations were sorted and co-cultured with OT-II T cells for 3.5 days. The indicated cytokines were quantified in supernatants from co-cultures (n=10, two-week-old; n=8, adult; IL-22 and IL-13 were detected in 7 out 8 adult replicates). Each dot represents one biological replicate from two independent experiments, horizontal bars represent mean, error bars represent SD. Statistical analysis was performed using two-tailed paired t test (comparing TOM<sup>-</sup> DC2 and TOM<sup>+</sup> cDC2 groups) or one-way ANOVA (comparing two-week-old and adult groups). No statistically significant differences were found. Source data are provided as a Source Data file.

# Supplementary material for: Environmental signals rather than layered ontogeny imprint the function of type 2 conventional dendritic cells in young and adult mice
**Source:** Nat Commun. 2021 Jan 19;12:464. doi: 10.1038/s41467-020-20659-2
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Supplementary Data 1: Differentially expressed genes comparing TOM+ cD C2 and TOM- DC2 from 8-day-old mice.

Supplementary Data 2: Differentially expressed genes comparing TOM+ and TOM- cells from clusters 0,3,11 of single cell RNA-Sequencing data.

Supplementary Data 3: Differentially expressed genes comparing TOM+ cD C2 from 8-day-old mice and TOM+ cDC2 from adult mice.

Supplementary Data 4: List of antibodies used in this study

How the deposited data were processed for this re-analysis (not part of the article)

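Gene expression was measured by mRNA sequencing in 9 libraries of splenic type 2 dendritic cells from *Clec9a* cre/cre*Rosa* TOM mice: 3 of TOM+ cDC2 and 3 of TOM- DC2 from 8-day-old mice, and 3 of TOM+ cDC2 from adult mice. Groups were taken from the sample labels, which give cell type, age and sorting strategy, and from the legend of Fig. 4. The labels give no replicate numbers, and the paper states that mice were sex-matched and that both sexes were used for all experiments, without naming the sex of the mice behind these libraries. The number carried by each deposited name (81, 91, 92 or 95) is used to name libraries, to test for pairing and as a replicate block in an alternative fit. Single-cell libraries, flow cytometry and culture data of the study were not analysed here, and neither were the gene tables of Supplementary Data 1 to 3.

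The authors aligned the reads to mm10 with STAR. The first kind of file the authors deposited holds STAR's counts of reads per gene, without normalization, for 24054 genes listed by symbol. The unstranded column was used, because each stranded column held about the same part of the reads. STAR's 4 summary lines for unmapped, multimapping, ambiguous and no-feature reads were kept out of library sizes and tests. Multimapping reads were 12.86% to 13.41% of all reads in TOM+ cDC2 from young mice, 12.68% to 13.16% in TOM- DC2 and 10.44% to 10.85% in adults, and reads on no feature 8.84% to 11.81%, 10.68% to 12.83% and 15.18% to 17.12%. The second kind of file the authors deposited holds RSEM's expected counts, TPM and FPKM per gene on RefSeq transcripts. RSEM divides reads that match several transcripts, and its expected counts were rounded to whole numbers where they were tested. The deposited TPM are relative to the total of each library and were used for levels, clustering and limma. The deposited FPKM were not used. Because STAR counted only reads with a single best position, genes with near-identical copies (hemoglobins, *Lyz1* and *Lyz2*, *Mgl2* and *Clec10a*, and the *Clec4a* and *Cd209* families) are uncertain, and so are overlapping and antisense genes, since the counting used no strand.

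Reads counted on genes ranged from 12783252 to 22809401 per library, and all reads from 18327969 to 31524617. Cd74 took the largest share of gene counts in every library, from 2.81% to 4.46%. TMM factors were 1.02 to 1.06 in TOM+ cDC2 and 1.04 to 1.08 in TOM- DC2 from young mice, and 0.894 to 0.928 in adults. No libraries of the same group were copies of each other: the lowest chi-square per gene between any 2 libraries of a group was 8.743, where counting noise alone gives about 1. Floors of 3 counts cover counting error only.

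Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood test with TMM normalization on the STAR counts of all 9 libraries in 3 groups, so that the groups share an estimate of the spread. Genes with an average count of at least 1, the filter the paper states, were kept, which left 14452. Genes were called at a log2FC beyond 1 in either direction and a Benjamini-Hochberg adjusted p under 0.05. The 3 comparisons were TOM+ cDC2 against TOM- DC2 at 8 days, TOM+ cDC2 at 8 days against adult, and TOM- DC2 at 8 days against adult TOM+ cDC2. Principal components were computed on the 500 most variable genes after DESeq2 1.42.0's variance-stabilizing transformation, and k-means with 14 clusters and 100 starts on log2(TPM + 1) of all called genes. Gene sets were tested with limma 3.58.1's camera at a correlation of 0.01, with fry and with camera's estimated correlation beside it. The 9 sets were S-phase and G2/M genes as shipped with Seurat 5.3.0, E2F targets, MYC targets and ribosome biogenesis, oxidative phosphorylation, and genes induced by type I interferon, interferon-gamma, TNF and NF-κB, and IL-2 and STAT5, listed before the data were examined because the hallmark sets were not used here. Reactome sets shipped with fgsea 1.28.0 served as an alternative. The gene tests and the gene set test were tested on simulated data, and the principal components, the clustering and the correction for GC content and length were not. For 14272 genes of which 200 were changed, edgeR recovered 97.0% with 5 false calls, DESeq2 with apeglm 96.5% with 4 and limma 93.5% with 1. The simulated changes had a single size above the log2FC threshold, in genes away from the floor. Counts were drawn gene by gene, without pairs of libraries. These values therefore do not cover genes at the floor, changes near the threshold, paired libraries or sets whose genes vary together.

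Genes named in the text follow a rule set before the data were examined: every gene the paper names for these libraries or labels in Fig. 4b, Fig. 5a or Supplementary Fig. 6, every gene of the marker lists, and for each comparison the 5 largest rises and 5 largest falls among called genes with an average count of at least 50 whose groups do not overlap. Marker lists for B cells, T cells, cDC1, pDC, monocytes, macrophages, neutrophils, erythroid cells, ILC3, ESAM high cDC2, ESAM low cDC2 and sex were fixed before the data were examined. Lists of stromal and endothelial genes, early-life LIN28B and imprinted growth genes and immediate early genes were added afterwards. Some genes, and the tests that rest on them, are not reported here. Gene positions are those of the GRCm38 annotation.

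Alternatives set before the data were examined were DESeq2 with and without apeglm 1.24.0 shrinkage, 2 other normalizations, no filter and edgeR's own filter, RSEM's expected counts, limma on log2(TPM + 1) and on log2(TPM + 0.1), a fit of only the groups compared, glmTreat, padj alone, a replicate block, and each library left out in turn. Gene set tests with the block under fry, with an estimated correlation and with a pair of young libraries left out were added after seeing the data. The numbers were tested for pairing by correlating over genes the deviations of same-numbered libraries from their group means. For TOM+ cDC2 and TOM- DC2 from young mice these were 0.5 for number 81, 0.18 for 91 and 0.33 for 92, all above the 0.1 set for pairing, and the libraries are taken as paired on that criterion. Of the 6 pairs of these libraries with different numbers, TOM+ library 92 with TOM- library 91 reached 0.19, so that the pair numbered 91 is not set apart from it, and the other 5 ran from −0.41 to 0.046. This pairing comes from the deposited names and the correlations alone.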

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

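Both results below concern genes that the paper does not discuss, and all tests in this part were chosen after the result was seen.

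Hemoglobin transcripts summed to 1170 TPM in TOM- library 81. In the other 8 libraries their sum was between 1.11 and 119 TPM. The sum was taken because the hemoglobin genes are near-identical copies whose reads cannot be assigned one by one. A wider sign of erythroid RNA was looked for: all 6 of the 6 detected erythroid genes other than hemoglobin and *Car2* were highest in this library among the 9, which is consistent with RNA of erythroid cells. Neutrophil genes rose there too, with 8 of 12 detected genes highest in this library and a summed level of 43.1 TPM, so RNA from more than 1 kind of cell may have entered it. The depth of this library, 14270110 gene counts, lies within the range of the others. A single library cannot separate a biological cause from sorting or handling, and the sister libraries of its group, with 119 and 51.6 TPM, argue against a property of all TOM- DC2. The levels of young mice also exceed the 1.11 to 13.1 TPM of adults; age is an open explanation for this that was not tested. The comparison of TOM+ cDC2 with TOM- DC2 does not rest on this library: of the 170 genes called with all libraries, 145 were also called without it.

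*Igf2bp3*, an mRNA-binding protein gene, averaged 32.9 TPM over the 6 libraries of young mice, from 30.67 to 35.59 TPM, and lay between 0.12 and 0.24 TPM in adults. Reads of its paralogs are argued against, since the highest level of *Igf2bp1* or *Igf2bp2* in any library was 0.23 TPM. RNA of stromal cells in the libraries numbered 81 is argued against as well: the log2 ratio of these libraries to the other 4 young libraries was 0.10 for *Igf2bp3*, against 3.24 for *Sparc* and 3.66 for *Col4a1*. Erythroid RNA would follow hemoglobin, yet *Igf2bp3* was at 35.6 TPM in the library with 1170 TPM of hemoglobin and at 30.7 TPM in TOM- library 92 with 51.6 TPM. Whether the early-life regulator *Lin28b* is still transcribed stays open. Its highest count in any library was 5, too few to show or exclude a low level. Age is the difference that the design names, and a program of early life kept by both groups of young cells is a hypothesis found on these same data.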

How the results depend on the processing

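Alternatives were set before the data were examined, except the blocked gene set tests under fry, with an estimated correlation and without a pair of young libraries, which were chosen after seeing the data. Of 1500 values of named genes under the alternatives that used all libraries, 1427 kept their direction and their call, which takes both thresholds together, 56 lost their call, 8 gained 1 and 9 reversed. With each library left out in turn, 1088 of 1125 kept both, 23 lost their call, 4 gained 1 and 10 reversed. With the call unchanged, padj alone crossed 0.05 in 13 values under the alternatives with all libraries other than glmTreat (11 lost, 2 gained), in 16 under glmTreat (all lost) and in 16 with a library left out (15 lost, 1 gained). None of the genes that reversed was called with all libraries. Between TOM+ cDC2 and TOM- DC2, the log2FC of *Bmp2* was −0.02 with upper quartile normalization and 0.00 with RSEM's counts, both limma fits and the replicate block. That of *Ifnar2* with age was 0.10 with the block, and that of *Tlr9* between TOM- DC2 and adult TOM+ cDC2 0.04 and 0.07 with limma on log2(TPM + 1) and log2(TPM + 0.1) and 0.08 with the block. With each library left out, these ran from −0.17 to 0.18, from −0.07 to 0.13 and from −0.27 to 0.14. Between TOM+ cDC2 and TOM- DC2, *Clec4n* ran from −0.23 to 0.23 and *Lgals1* from 0.00 to 0.19, and between TOM+ cDC2 from 8-day-old and adult mice *Il2rb* ran from −0.06 to 1.36 and *Tlr9* from −0.38 to 0.03.

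The count of genes called between TOM+ cDC2 and TOM- DC2 was 88 under glmTreat and 274 with the replicate block. Under the other alternatives that used all libraries it was 120 to 231. Between TOM+ cDC2 from 8-day-old and adult mice it was 1122 with limma on log2(TPM + 1), 641 under glmTreat and 5861 by padj alone, and between TOM- DC2 and adult TOM+ cDC2 986, 535 and 5247. GlmTreat asks for evidence of a log2FC beyond 1 and padj alone drops the log2FC threshold, which by construction lowers and raises the counts. For limma on log2(TPM + 1) the added 1 understates changes of low genes. With each library left out, these counts were 126 to 176, 1638 to 1887 and 1486 to 1679. Of the genes called with age in TOM+ cDC2, 46.5% were higher at 8 days, against 57.4% with limma on log2(TPM + 0.1). For TOM- DC2 these shares were 57.6% and 70.3%. The same scaling moved the median log2FC of all genes from 0.049 to 0.172 in TOM+ cDC2 and from 0.07 to 0.22 in TOM- DC2, and directions of small changes with age are to be read against that shift.

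With the replicate block, the count of 274 exceeded 1.5 times the 170. *Alox5* (edgeR padj = 0.016), *Timd4* (0.0002) and *Mst1* (0.0049) gained their call, *Lgals3* (0.0044) and *Il7r* (0.016) passed padj below the log2FC threshold, and between TOM+ cDC2 and TOM- DC2 the TNF and NF-κB set (camera padj = 0.0047) and the interferon-gamma set (camera padj = 0.023) passed the threshold, both lower in TOM+ cDC2. With the block, fry gave 0.1 and 0.017 for these sets and an estimated correlation 0.38 and 0.15. Type I interferon genes and IL-2 and STAT5 targets, which camera called as lower in TOM+ cDC2 with and without the block, moved under fry from 0.15 to 0.036 and from 0.083 to 0.0022. The block changed no other edgeR call of a gene whose value is given here for this comparison and no other camera call of a set. Young and adult libraries that share a number did not deviate together, with correlations of 0.041, 0.029, −0.0018 and 0.031. In this block, 1900 and 1722 genes were called with age in TOM+ cDC2 and TOM- DC2, and the log2FC between TOM+ cDC2 from 8-day-old and adult mice was 0.92 for Mki67 and −0.97 for *Ddx3y*, which lost their call, as did *Tnfrsf1b*.

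In unpaired fits, cell cycle sets between TOM+ cDC2 and TOM- DC2 lost their call with an estimated correlation (padj of 0.29 for E2F targets, S-phase genes and MYC targets, 0.64 for G2/M genes) and under fry (0.083 and 0.57). The padj of G2/M genes ran from 5.5e-06 to 0.21 with each library left out, with 0.21 without TOM+ library 92 and 0.11 without TOM- library 81. With the block, E2F targets, S-phase genes and MYC targets passed under fry and G2/M genes did not (0.052). An estimated correlation with the block gave 0.15, 0.18, 0.077 and 0.18 in that order, so that these calls were lost. Camera with the block kept all 4 calls, also when both young libraries of any 1 pair were left out (camera padj up to 7.9e-05). Between TOM+ cDC2 from 8-day-old and adult mice, an estimated correlation gave 0.058 for G2/M and TNF sets, 0.12 for IL-2 and 0.29 for oxidative phosphorylation. The estimate allows for genes of a set that vary together between libraries, which the preset value does not. Reactome's IL-2 set gave 0.076, and its TNF set, of 9 signaling components, 0.98 in the opposite direction. Between TOM+ cDC2 and TOM- DC2, the Reactome sets for IL-2 (0.37) and TNF (0.43) also reversed, and the TNF and NF-κB set ran from 1e-05 to 0.86 with each library left out and reversed without TOM+ library 81 (0.42) or TOM- library 92 (0.83). Reactome's sets list signaling components where the others list target genes. Interferon sets with age kept their direction and call under all alternatives run on gene sets, each library left out included, with padj from 9e-48 to 0.0066 for type I interferon and from 4e-20 to 0.0066 for interferon-gamma. So did S-phase genes and E2F targets, up to 0.0067 and 0.015. Other gene sets had 110 values, of which 71 kept direction and side, 20 were weaker, 15 stronger and 4 reversed.

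The first principal component held 56.2% of the variance with log2(CPM), 49.1% with log2(TPM + 1) and 66.9% with all tested genes; the second held 22.7% with log2(CPM). With each library left out these were 72.1% to 83.0% and 9.56% to 16.7%. The cause was not tested. With 10 clusters in k-means, 7 were age-related. Genes in clusters distinct for TOM- DC2 numbered 172 with log2(TPM + 0.1), 159 for genes called by DESeq2 with apeglm, and 164 to 329 with each library left out (176, 164 and 166 without adult libraries 91, 92 and 95); fewer genes entered the clustering in the second case, and the cause of the rest was not tested. The share of age-related genes moving alike in TOM- DC2 stayed between 97.7% and 98.5%.

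Among named genes, 27 lost their call under glmTreat, 12 under limma on log2(TPM + 1) and 7 under limma on log2(TPM + 0.1). Under DESeq2 with apeglm, the log2FC of *Mmp9* between TOM+ cDC2 and TOM- DC2 shrank to −0.07, and those of *Col4a1* and *Sparc* with age to 0.16 and 0.33. Depth limits the genes at the floor, 35, 198 and 267 of those called in the 3 comparisons, for which only a lower bound of the fold can be given.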

Differences from the paper's values

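No value that the paper states for these libraries differed from the value here by more than 1.5 times. The paper's 167 genes between TOM+ cDC2 and TOM- DC2 stand beside 170, and its 1490 genes between TOM+ cDC2 from 1-week-old and adult mice beside 1853. The shares of the principal components, about 79% and about 12% in Fig. 4a, read by eye, stand beside 79.4% and 11.2%, and the paper's 20 M reads per sample beside a median of 22 M.

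*Alox5* is labeled in Fig. 4b as higher in TOM+ cDC2 than in TOM- DC2. Here its log2FC was 2.88 (standard error 0.74, edgeR padj = 0.094), with 1.36 ± 0.681 TPM (SD, n = 3) and 0.213 ± 0.165 TPM, and it was not called. Of the alternatives set before the data were examined, DESeq2 with and without apeglm (DESeq2 padj = 0.014 for both), no filter on low counts (edgeR padj = 0.031) and the replicate block (edgeR padj = 0.016) called it, and the others did not, with padj up to 0.54.

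The paper lists *Tlr2* and *Il6ra* as higher in early life. Both moved in that direction, but their log2FC of 0.61 and 0.39 stayed below the threshold of 1 under every alternative set before the data were examined, at most 0.77 and 0.52. *Aldh2*, which the paper names among factors higher in early life, had a log2FC of 0.94; limma on log2(TPM + 1) and on log2(TPM + 0.1) called it with 1.05 and 1.06.

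The paper describes *Nod1* as comparable between young and adult cells. Here it was lower at 8 days, with a log2FC of −0.45 (edgeR padj = 0.0014) that stayed between −0.49 and −0.33 under the alternatives that used all libraries. It also describes receptors for interferons, TNF-α and IL-2 as comparable. Here *Tnfrsf1b*, which Fig. 5a labels as higher in adults, had a log2FC of −1.14 and *Il2ra* of −1.64, and both were called. *Ifngr1* (−0.76), *Il2rg* (−0.71), *Ifngr2* (−0.47) and *Ifnar1* (−0.22) passed padj below the log2FC threshold. The padj of *Ifnar1* was 0.045, and up to 0.14 with a library left out.

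The paper describes the genes discussed with age as similar between TOM+ cDC2 and TOM- DC2 from young mice. Here *Tlr7* (log2FC −0.89, edgeR padj = 0.0057) and *Sema4a* (log2FC 0.49, edgeR padj = 0.024) differed by padj, below the log2FC threshold. The padj of *Sema4a* was up to 0.13 with a single library left out, and 3e-05 with the replicate block. That of *Tlr7* was up to 0.039 with a library left out, and 0.059 and 0.051 under limma on log2(TPM + 1) and log2(TPM + 0.1), so that it did not pass there. With the replicate block, *Timd4* (log2FC 1.06, edgeR padj = 0.0002) and *Mst1* (log2FC −1.29, edgeR padj = 0.0049) of Fig. 5a were called, and *Lgals3* passed padj (log2FC 0.31, edgeR padj = 0.0044).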

Other observations

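The splits of the libraries in the 3 comparisons, the correction for GC content and length and the TNF list without immediate early genes were set before their results were seen. The marker lists other than those of stromal, early-life and immediate early genes were fixed before the data were examined. The replicate block was also set beforehand as an alternative fit. All other tests in this part were chosen after the result was seen.

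The 6 libraries of each comparison can be divided into 3 against 3 in 10 ways. For each of the 3 comparisons, 1 of the 10 splits, the real one, gave as many called genes as observed, and the 9 others called 0. With 10 splits the share cannot fall below 0.1, so this cannot separate the groups from a grouping by chance at 0.05. Genes with an unadjusted p under 0.05 numbered 1355 between TOM+ cDC2 and TOM- DC2, against 129 to 1556 in the other splits. The 3 other splits that part all 3 numbers, as the real one does, gave 129, 132 and 142, and the split with 1556 parts only 1 number, so that it follows the number more than the cell type. Blocking the number gave the 274 genes reported above. For TOM+ cDC2 from 8-day-old and adult mice the count was 7025 against 169 to 513, and for TOM- DC2 and adult TOM+ cDC2 6647 against at most 585.

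A trend of each library with GC content and gene length is argued against as the source of either list of called genes. After it was removed, 162 of the 169 genes called between TOM+ cDC2 and TOM- DC2 with known GC content and length were still called, and 1725 of 1837 called with age. With the replicate block in the same fit, 275 and 1817 genes were called.

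Of the 167 genes higher in TOM- DC2 than in TOM+ cDC2, 50 (29.9%) were also called higher in adult TOM+ cDC2 than in TOM+ cDC2 from 8-day-old mice. By direction alone, 54.5% lay lower in TOM+ cDC2 from young than from adult mice. The same TOM+ libraries stand in both comparisons, which raises such shares without any effect. In simulations of unchanged groups at most 0.599% of as many top genes were called and on average 91.3% lay lower. The simulated groups hold no change with age, so that at most 1 gene was called with age in any simulation, and the shared libraries cannot be told apart from a biological cause of the overlap. Between TOM- DC2 and adult TOM+ cDC2, 111 of the 167 were called higher in TOM- DC2, 7 of them among the 50, and 45 were not called.

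Genes that differ with age were asked whether TOM- DC2 lie nearer the adult level than TOM+ cDC2 do. Such genes were taken from the contrast of both young groups together with adults. Of 898 genes higher in adults, 73.6% were nearer the adult level in TOM- DC2, with a median log2FC of TOM+ relative to TOM- of −0.22. Of 929 genes lower in adults, 56.4% were nearer, with a median of 0.07. Some of these genes were also called between TOM+ cDC2 and TOM- DC2. Among those higher in adults, 25 of 25 were higher in TOM- DC2 and so nearer the adult level. Among those lower in adults, 73 of 76 were higher in TOM- DC2 and so farther from it. Of all 170 genes called between the young groups, 167 were higher in TOM- DC2. Genes raised in TOM- DC2 alone can also enter the list of genes lower in adults. Both counts can follow from this, so no conclusion on genes that differ with age is drawn from them. A shift of the whole profile toward the adult cannot be told apart from a shift of part of it, since the median of 0.07 over genes that go both ways is small. The gap between both medians was largest in 1 of the 10 splits of the 6 young libraries, the real one, which is the smallest share that 10 splits allow.

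Immediate early genes, which cell preparation can induce, are argued against as the cause of the higher TNF and NF-κB targets in adults: without them the median log2FC of young relative to adult was −0.80 over 55 genes, 48 of them lower at 8 days (camera padj = 1.3e-19, fry padj = 8.1e-05, estimated correlation padj = 0.029). A list of 12 such genes had 0 called, 7 at an unadjusted p under 0.05, 6 that passed padj and a median of −0.57. *Hspa1a* and *Hspa1b*, induced by heat and handling, differed by library more than by group: they summed to 3240 TPM in TOM+ library 81, 2680 TPM in TOM- library 81, 2360 TPM in adult library 91 and 409 to 1070 TPM in the others.

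*Sparc* and *Col4a1* were highest in the libraries numbered 81 of both young groups. RNA of stromal cells is a candidate explanation. Of 11 other stromal and endothelial genes, 7 were higher in both of these libraries than in the other 4, with a median log2 ratio of 0.89. Interchangeable libraries would give 6.7%. The libraries numbered 81 deviated together over all genes, with a correlation of 0.5, so that 6.7% is too low a chance level. *Igf2bp3* was also higher in both, with a log2 ratio of 0.10. The count is compatible with stromal RNA in these libraries but does not single it out. Sorting and a true difference between pools of mice cannot be separated with a single pair of libraries.

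Y-linked genes were lower in TOM+ cDC2 from 8-day-old than from adult mice. The log2FC was −1.06 for *Ddx3y* (edgeR padj = 3.4e-06; −0.97 without adult library 95), −0.63 for *Uty* (edgeR padj = 0.00031), −0.56 for *Kdm5d* (edgeR padj = 0.0038) and −0.41 for *Eif2s3y* (edgeR padj = 0.015). The padj of *Kdm5d* was 0.066 and 0.062 under limma on log2(TPM + 1) and log2(TPM + 0.1). That of *Eif2s3y* was 0.15 and 0.14 there, 0.053 without TOM+ library 92 and 0.063 without adult library 95. *Ddx3y* and *Uty* were lower in all 3 TOM+ libraries of young mice than in all 3 of adults, while *Kdm5d* and *Eif2s3y* overlapped in TPM. The paper states that mice were sex-matched and that both sexes were used for all experiments. Female mice in the pools behind these libraries are argued against, since the highest expected count of *Xist* in any library was 0, as was its highest STAR count. Age remains open and was not tested on these genes.

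Marker lists give the composition of the sorted cells. Between TOM+ cDC2 and TOM- DC2 from 8-day-old mice, taken as unpaired, 0 genes were called for cDC1 (3 of 12 at an unadjusted p under 0.05), pDC (4 of 9), monocytes (4 of 11), macrophages (9 of 12), neutrophils (3 of 8), erythroid cells (2 of 7), ESAM low cDC2 (2 of 8) and sex (1 of 4). Adjusted over the list alone, 9 macrophage, 4 monocyte, 2 cDC1, 2 erythroid and 2 ESAM low genes passed padj. Of the 12 macrophage genes, 11 were higher in TOM- DC2 and 1 in TOM+ cDC2. Their median log2FC of TOM+ relative to TOM- was −0.69. Summed over this list, levels were 194 to 249 TPM in TOM+ libraries and 310 to 377 TPM in TOM- libraries. The lack of called genes therefore does not exclude a difference in macrophage RNA. Of 8 B cell, 9 T cell, 13 stromal and 7 ESAM high genes, 1 each was called, all higher in TOM- DC2, among them *Ms4a1*, *Cd247* and *Cdh17* (the last with a log2FC of −1.11, and −0.95 without TOM+ library 91). Early-life LIN28B and imprinted growth genes had 0 of 5 called, with 0 at an unadjusted p under 0.05. With the replicate block, 2 macrophage, 2 neutrophil, 2 T cell, 1 cDC1, 1 pDC and 1 erythroid gene were called, all higher in TOM- DC2 except 1 macrophage gene, and 10 macrophage genes passed padj. For monocytes, ESAM low cDC2, sex and the LIN28B list the block called 0, with 4, 6, 1 and 2 genes at an unadjusted p under 0.05, and for B cells, stromal cells and ESAM high cDC2 1 each as before. Between TOM+ cDC2 from 8-day-old and adult mice, 5 of the 7 ESAM high genes were called, all higher in adults, among them *Esam* (19.0 ± 6.99 and 80.0 ± 9.49 TPM, SD, n = 3). Of the 8 ESAM low genes, 4 were called, 3 higher at 8 days and 1 higher in adults, some of them shared with the monocyte list. The paper raises a different mixture of these subsets at 1 week. Between these groups, 10 of 19 ILC3, 4 of 12 cDC1, 3 of 12 macrophage, 3 of 8 B cell, 3 of 5 LIN28B and imprinted, 2 of 13 stromal, 1 of 11 monocyte, 1 of 9 T cell, 1 of 7 erythroid and 1 of 4 sex genes were called. For neutrophils 0 of 8 were called, with 0 at an unadjusted p under 0.05, and for pDC 0 of 9, with 1.

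A long non-coding RNA, *Neat1*, singled out after its values were seen, rose from 46.4 ± 5.39 TPM (SD, n = 3) in TOM+ cDC2 from 8-day-old mice to 462 ± 25.3 TPM in adults (log2FC −3.44, edgeR padj = 3.3e-09). The paper does not discuss it, and no explanation was tested.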
